# NANOG is repurposed after implantation to repress *Sox2* and begin pluripotency extinction

**DOI:** 10.1038/s44318-025-00527-9

**Published:** 2025-08-18

**Authors:** Frederick C K Wong, Man Zhang, Ella Thomson, Linus J Schumacher, Anestis Tsakiridis, James Ashmore, Tong Li, Guillaume Blin, Eleni Karagianni, Nicholas P Mullin, Ian Chambers, Valerie Wilson

**Keywords:** SOX2, NANOG, Embryo, Pluripotency, Post Implantation, Chromatin, Transcription & Genomics, Development

## Abstract

Loss of pluripotency is an essential step in post-implantation development that facilitates the emergence of somatic cell identities essential for gastrulation. Before implantation, pluripotent cell identity is governed by a gene regulatory network that includes the key transcription factors SOX2 and NANOG. However, it is unclear how the pluripotency gene regulatory network is dissolved to enable lineage restriction. Here, we show that SOX2 is required for post-implantation pluripotent identity in the mouse, and cells that lose SOX2 expression in the posterior epiblast are no longer pluripotent. Using in vitro and in vivo analyses, we demonstrate anticorrelated expression of NANOG and SOX2 preceding gastrulation, culminating in an early disappearance of pluripotent identity from posterior NANOG^high^/SOX2^low^ epiblast. Surprisingly, *Sox2* expression is repressed by NANOG and embryos with post-implantation deletion of *Nanog* maintain posterior SOX2 expression. Our results demonstrate that the distinctive features of post-implantation pluripotency are underpinned by altered functionality of pluripotency transcription factors, ensuring correct spatio-temporal loss of embryonic pluripotency.

## Synopsis

SOX2 and NANOG are core transcription factors governing pre-implantation pluripotency in the developing embryo. Here, extensive in vivo imaging and genetic analysis uncovers a novel post-implantation role for NANOG in suppressing *Sox2* and pluripotency during murine embryogenesis.

- NANOG and SOX2 expression are segregated in post-implantation embryos and differentiating pluripotent cells.
- The SOX2^low^ posterior epiblast precociously loses pluripotency.
- NANOG represses *Sox2* expression and pluripotency during epiblast patterning in vitro and in vivo.

## Abstract (web summary)

Spatio-temporal loss of murine embryonic pluripotency in the proximal posterior epiblast is caused by repression of *Sox2* by NANOG.

## Introduction

Pluripotency is the ability of a cell to give rise to differentiated progeny of all three embryonic germ layers and is a specific attribute of epiblast cells of the early mammalian embryo (Smith, 2001). Cells of the pre- and early post-implantation epiblast have distinct pluripotent states referred to as naive and primed, respectively (Hackett and Surani, 2014; Nichols and Smith, 2009). These states exhibit transcriptional, epigenetic and functional characteristics that are mirrored by cell lines derived by ex vivo culture: embryonic stem cells (ESCs) from pre-implantation epiblast (Evans and Kaufman, 1981; Martin, 1981) and epiblast stem cells (EpiSCs) from post-implantation epiblast (Brons et al, 2007; Tesar et al, 2007). In the embryo, pluripotent cells can be detected until the onset of somitogenesis by their capacity to generate teratocarcinomas upon transplantation (Damjanov et al, 1971) and to form EpiSC lines in culture (Osorno et al, 2012).

A pluripotency gene regulatory network (PGRN) centred on three core transcription factors (TFs) OCT4, SOX2 and NANOG promotes pluripotency in ESC (Chambers and Tomlinson, 2009; Jaenisch and Young, 2008; Ng and Surani, 2011). Although many PGRN components are present in both naive and primed pluripotent states, distinct ESC- and EpiSC-specific TFs are also expressed (Brons et al, 2007; Festuccia et al, 2012; Greber et al, 2010; Guo et al, 2009; Tesar et al, 2007). While studies in ESCs have identified positive regulatory relationships between OCT4, SOX2 and NANOG, how post-implantation cells exit the pluripotent state, and whether pluripotency TF reconfiguration plays a role in this process is unclear. Intriguingly, however, spatially restricted expression patterns of these core components have been reported (Hoffman et al, 2013; Osorno et al, 2012; Sumi et al, 2013; Sun et al, 2014; Wood and Episkopou, 1999). Here, we provide evidence that the initial loss of pluripotency in the proximal posterior epiblast is caused by repression of *Sox2* by NANOG.

## Results

### NANOG and SOX2 expression are segregated in post-implantation embryos

Previous reports on expression of the core components of the PGRN have shown that NANOG and SOX2 are reciprocally expressed in gastrulating embryos (Chazaud et al, 2006; Mulas et al, 2018; Nichols et al, 2009; Plusa et al, 2008; Yamanaka et al, 2010). To determine whether TF reconfiguration plays a role in the loss of pluripotency, we examined the temporal dynamics of pluripotency TF expression in individual nuclei leading up to gastrulation. Initially, a time course combining whole-mount immunofluorescence with quantification of fluorescence intensity was performed (Figs. 1A,B, EV1 and EV2). This showed the expected pre-implantation patterns of expression with NANOG and SOX2 protein levels positively correlating at E4.5 (Fig. EV1A–C). Following implantation, OCT4 and SOX2 were widely expressed in the epiblast (Fig. EV1A,B), but NANOG protein was undetectable at E5.5 (Fig. EV1A,B). The first cells in the post-implantation epiblast to express NANOG were in pre-streak embryos (E6.0). Interestingly, NANOG expression began before T (brachyury) (TBXT) expression (Fig. 1A,B) in nascent mesoderm of the primitive streak, marking the start of gastrulation (Fig. 1C,D). Even at the pre-streak stage, SOX2 protein levels were lower in cells with high NANOG, within 12 h of the onset of NANOG expression (Fig. 1A,B (PS)). At early-streak stage (E6.5), NANOG was maximally expressed in proximal posterior, SOX2^low^ epiblast cells prior to their entry into the primitive streak, (Figs. 1A–D (ES) and EV1A–C). By the neural plate stage (E7.5), the NANOG and SOX2 domains were clearly segregated, although OCT4 remained widely expressed (Fig. EV1A–C). Subsequently, by the head-fold stage, NANOG expression had diminished and the SOX2 domain extended posteriorly (Fig. EV1A–C). These results indicate that expression of NANOG and SOX2 proteins is already segregated before gastrulation, with the two proteins progressively occupying distinct territories in the developing post-implantation epiblast.

**Figure 1:**
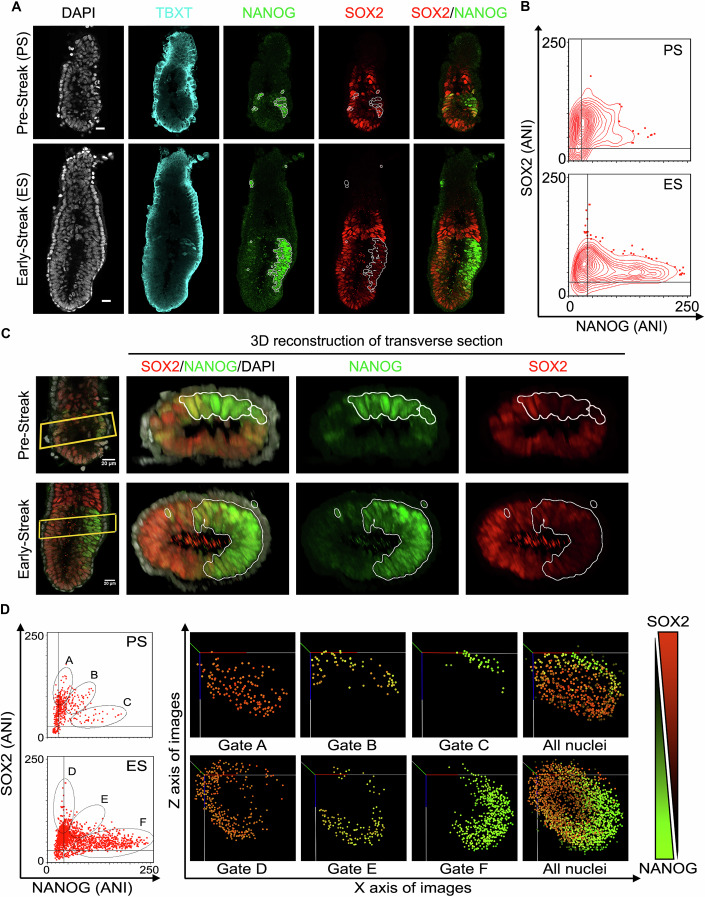
SOX2 and NANOG proteins are negatively correlated before gastrulation begins. (**A**) Sagittal confocal section of pre-streak (T^−^ epiblast) and early-streak (T^+^ epiblast) ~E6.5 embryos stained for TBXT (cyan), NANOG (green), SOX2 (red) and DAPI (grey). NANOG-positive cells are outlined and overlaid on Sox2 channel: bar, 10 μm. (**B**) Quantitation of SOX2 and NANOG immunofluorescence for each stage (*n* = 2 embryos). Contours, 5% equal probability contouring; dots: outliers beyond lowest contour line. (**C**) A proximal region of the whole embryo confocal image (yellow box) was used to generate a 3D reconstructed transverse view. NANOG (green)-positive cells were outlined in white and overlaid onto SOX2 (red). The *x* axis of the 3D reconstructed views were aligned along the long axis of the embryos to show the transition of the Nanog^+^ posterior epiblast from the long axis observed in pre-streak-stage embryos to the short axis in early-streak-stage embryos. White scale bar = 20 µm. (**D**) Left, quantified immunofluorescence (ANI) of SOX2 and NANOG in pre-streak and early-streak embryos were gated for Sox2^HI^ (gates A, D), Sox2^MED^/Nanog^MED^ (gates B, E), Nanog^HI^ (gates C, F) cells. Right, these gates were mapped onto the ANIs visualised in 3D space (axes in 3D space = *X*, *Y*, *Z* axes of the whole embryo confocal images) to show the spatial localisation of gated ANIs in the embryo. Orange-green colour gradient in the 3D space visualisation represents NANOG or SOX2 ANI level (high NANOG = green, high SOX2 = orange). Source data are available online for this figure.

**Figure EV1:**
Supporting Fig. 1. (**A**) Whole-mount embryo immunofluorescence showing OCT4 (cyan), SOX2 (red), NANOG (green) and DAPI (grey). Embryos were imaged by confocal microscopy and are shown as maximum Z-stack projections. Scale bars represent 20 μm. (**B**) Quantitation of SOX2/OCT4 and SOX2/NANOG immunofluorescence; number of embryos (brackets) and cells analysed (top right of righthand plot) are indicated. Gates were set based on the background fluorescence levels in the negative regions (see Fig. EV1D for example) per embryo. Quantified ANIs are represented in a 5% contour plot showing all events. (**C**) Pearson’s correlation coefficients (PMCC, *r*^2^) were calculated between SOX2 and NANOG ANI distributions at E4.5 (*n* = 8) and E6.5 (*n* = 7). (**D**) Regions cropped for whole-mount immunofluorescence quantification of E3.5–5.5 and E7.5-7.75. A separate internal negative region (0’) was used for OCT4 ANI quantification at E3.5. Whole embryo images were quantified for E3.5 to E5.5 embryos, embryonic regions E were quantified for E6.5 to E7.75 embryos. A superficial z-slice was included to show lateral cells in E7.5 embryos (inset).

**Figure EV2:**
Supporting Fig. 1. (**A**) Workflow to quantify immunofluorescence per nucleus. The outline of each segment is shown (magenta). Orthogonal sections from a confocal Z-stack showing nucleus segmentation in three dimensions. (**B**) Regions cropped for whole-mount immunofluorescence quantification are shown by yellow outlines. An internal negative control region marked 0 was used to set gates for each embryo. (**C**) Average immunofluorescence signals from the three different channels shown in (**B**) were quantified by normalising to the nuclear volume to determine the average nuclear intensity (ANI) for each nucleus. ANIs were normalised to the maximal ANI per channel observed in all the embryos in the dataset shown in Fig. EV1A,B. ANIs from regions 0 and E are plotted along the x axis; the horizontal width of the corresponding images in (**B**). Nuclei in region E with ANI less than or equal to the maximum level observed in region 0 were considered negative (dark grey dots). Cells with the highest NANOG ANI (dashed black box in Nanog plot) in the proximal territory were assessed for SOX2, and the corresponding Sox2 ANI of these cells are shown (red inside dashed black box in SOX2 plot).

### The segregation of NANOG and SOX2 expression can be captured in epiblast stem cells

The changes in expression of SOX2 and NANOG in pre- and post-implantation embryos prompted a comparison of SOX2 and NANOG expression in corresponding established pluripotent cell lines (Fig. EV3A). Levels of SOX2 and NANOG mRNA and protein were high, and protein levels were positively correlated in individual ESC nuclei, whereas in EpiSCs, NANOG and SOX2 levels were reduced and no longer positively correlated (Fig. EV3A–C). To determine how these changes occurred during the naive-to-primed transition, core PGRN mRNA and protein were monitored following transfer from ESC to EpiSC medium (Fig. EV3D–F). Transcript levels of NANOG declined within 24 h, followed by SOX2, while *Pou5f1* (and its protein product OCT4) decreased only slightly (Fig. EV3D). Known ESC-specific SOX2 target genes (Nakatake et al, 2006; Nishimoto et al, 1999; Shi et al, 2006; Tokuzawa et al, 2003) were not uniformly altered (mRNAs for *Zfp42/Rex1* and *Fbxo15* were downregulated, but *Utf1* and *Lefty1* were not; Fig. EV3D), suggesting distinct SOX2 dependencies in ESC and EpiSC. In contrast to the situation in ESCs, a negative correlation between NANOG and SOX2 became apparent on Nanog re-expression after 48–72 h in EpiSC medium (EV3E-F). These dynamic alterations in PGRN components in vivo and in vitro imply that regulatory interactions between core PGRN components are fundamentally altered during the naive-to-primed pluripotency transition.

**Figure EV3:**
NANOG and SOX2 are partially segregated in EpiSCs. (**A**) Immunostaining for OCT4 (cyan), SOX2 (red) and NANOG (green) in E14TG2a ESCs and in EpiSCs. Nuclei were stained with DAPI (grey) (representative of *n* = 26 fields in 2 experimental replicates). (**B**) PMCC, (r^2^) values were calculated between SOX2 and NANOG ANI distributions in ESCs (*n* = 13011 cells) and EpiSCs (*n* = 9793 cells analysed). (**C**) Total protein was extracted from ESCs and EpiSCs and analysed by immunoblotting for SOX2 (red), NANOG (green) and β-ACTIN (grey), lanes were cropped from the same blot. Right: quantification of SOX2 or NANOG band intensity relative to that of β-ACTIN. Shown is a representative of two independent replicate experiments. (**D**) Quantitative RT-PCR was performed for *Pou5f1*, *Sox2*, *Nanog*, *Zfp42 (Rex1*), *Fbxo15*, *Nr5a2*, *Utf1*, *Lefty1* and *Fgf5* transcripts at the indicated times during the ESC to EpiSC transition. Transcript levels were normalised to TBP and plotted relative to ESC levels (black horizontal line). Error bars denote standard deviation (ESC, *n* = 3, 24-96 h, *n* = 2, EpiSC, *n* = 4 experimental replicates). (**E**) Immunostaining for OCT4 (cyan), SOX2 (red) and NANOG (green) during the ESC to EpiSC transition in E14TG2a cells. Nuclei were stained with DAPI (grey). (**F**) ANIs of SOX2/OCT4 and SOX2/NANOG were quantified for each 24 h time-point and represented in a 5% contour plot showing all events.

### The SOX2^low^ posterior epiblast precociously loses pluripotency

At the neural plate stage of development (E7.0), SOX2 was virtually undetectable in the NANOG^+^ proximal posterior epiblast (region 1) (Fig. 2A,B), while OCT4 expression remained uniformly high (Fig. EV4A). Region 1 was microdissected from the rest of the epiblast (region R) for functional analysis (Fig. 2B). To confirm dissection accuracy and profile region 1 expression, we compared region 1 with region R by qRT-PCR. Region 1 expressed lower *Sox2*, higher *Nanog*, and equivalent *Pou5f1* mRNA compared to region R (Fig. 2B). There was no enrichment of *Prdm1,* indicating no contamination of region 1 by PGCs (Fig. EV4B). Region 1 was also enriched for primitive streak marker *Fgf4* and depleted for other markers of epiblast pluripotency and early neural identity (*Sox3, Utf1* Fig. EV4C) while other *Sox* transcripts (*Sox4, Sox11)* were equally expressed in regions 1 and R. TBXT, as well as SOX3, which acts redundantly with SOX2 in primed pluripotent cells (Corsinotti et al, 2017), also showed reduced protein levels in region 1 (Fig. EV4D) (Acloque et al, 2011; Uchikawa et al, 2011; Wood and Episkopou, 1999).

**Figure 2:**
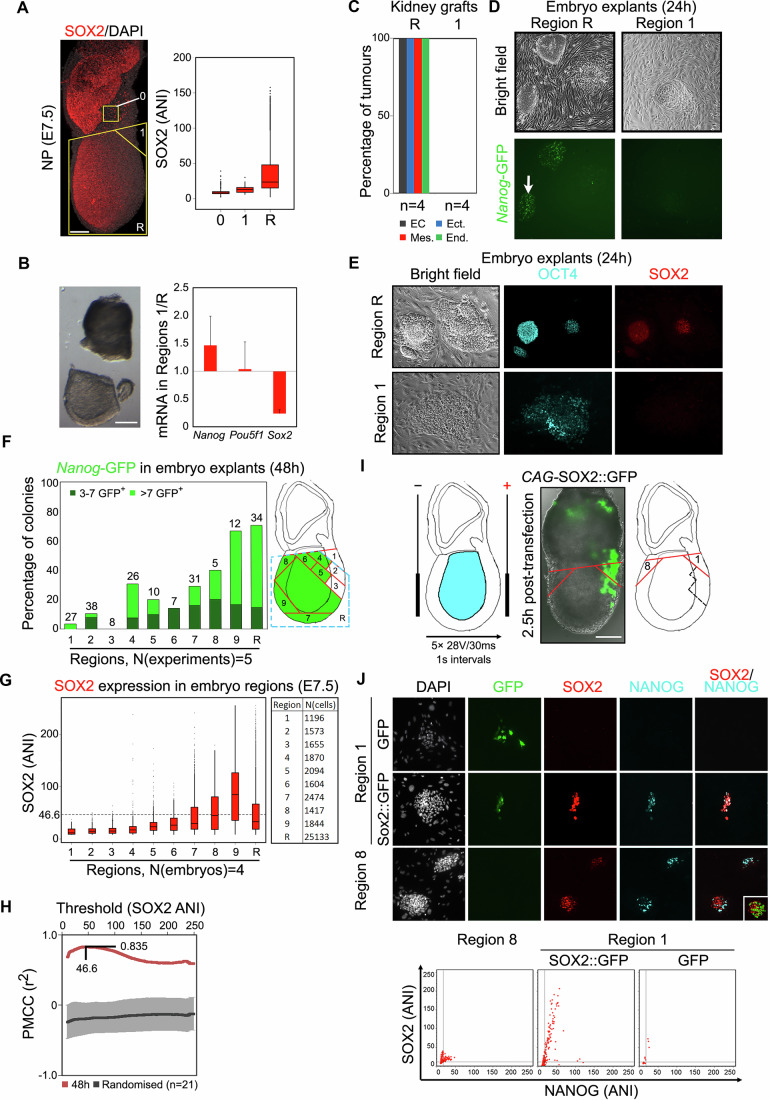
SOX2 is required for post-implantation epiblast pluripotency. (**A**) SOX2 immunofluorescence (left), quantified (right) against a background extraembryonic region (0); grey = DAPI (*n* = 3 embryos). White scale bar = 50 µm. Boxplots: Box, 25–75% interquartile range (IQR); whiskers, remaining 5–95%; dots, outliers; line, median. (**B**) Quantitative mRNA analysis in dissected regions 1 and R. For *Sox2*, *n* = 3; *Oct4*, *Nanog*, *n* = 2. Error bars represent standard deviation; only positive value is shown for clarity. White scale bar = 50 µm. (**C**) Germ layer representation in teratoma assay of dissected regions as indicated. White arrow, colony reactivating >7 Nanog-GFP cells (see (**F**)). (**D**) Representative Nanog-GFP E7.5 (neural plate stage) explant cultures (24 h); a colony with >7 GFP-expressing cells is indicated. (**E**) Immunofluorescence of 24 h explants showing OCT4 (cyan) and SOX2 (red). (**F**) Proportion of GFP-expressing colonies after 48 h explant culture (total colony numbers analysed are indicated above each bar). Right: diagram of epiblast showing regions that reactivate *Nanog*-GFP (green) at 48 h. Light green = percentage of colonies with >7 GFP-expressing cells. Dark green = percentage of colonies with 3–7 GFP-expressing cells. (**G**) SOX2 ANI distribution (*n* = 4 embryos) across the corresponding dissected regions in the whole-mount embryo confocal stacks, number of cells analysed are indicated. Boxplots: as (**A**). (**H**) Pearson’s correlation coefficient (PMCC, *r*^2^) was calculated between the observed percentages of GFP+ colonies across all regional explants after 48 h (**F**) and the percentages of cells above a variable threshold SOX2 ANI level ((**G**), *y* axis) within their corresponding regions in the embryo (red line). A maximum *r*^2^ of +0.835 was observed between the percentages of GFP+ colonies and of cells above 46.6 Sox2 ANI amongst the ten analysed embryonic regions (from *n* = 3 stained E7.5 embryos). A randomised control was performed to calculate the PMCC between the percentages of GFP+ colonies and of cells above the threshold of SOX2 ANI, but in a randomised order of regions. The mean average of this randomised PMCC across all threshold levels is plotted (dark grey line) along with the corresponding standard deviation (light grey error bars) representing several iterations of randomisation (*n* = 21). (**I**) E7.5 embryo electroporation by posterior-orientated anode of pPyCAG-SOX2-2A-GFP (SOX2::GFP) or pPyCAG-GFP control plasmids injected into the amniotic cavity (cyan). Proximal posterior (1) and proximal anterior (8) regions dissected for explant culture are indicated. Scale bar = 50 µm. (**J**) Explants imaged at 24 h for SOX2 (red) and NANOG (cyan) immunofluorescence and GFP fluorescence (green); explanted regions and transfected plasmids are indicated. Lower: SOX2 and NANOG ANI distributions in explanted colonies. Source data are available online for this figure.

**Figure EV4:**
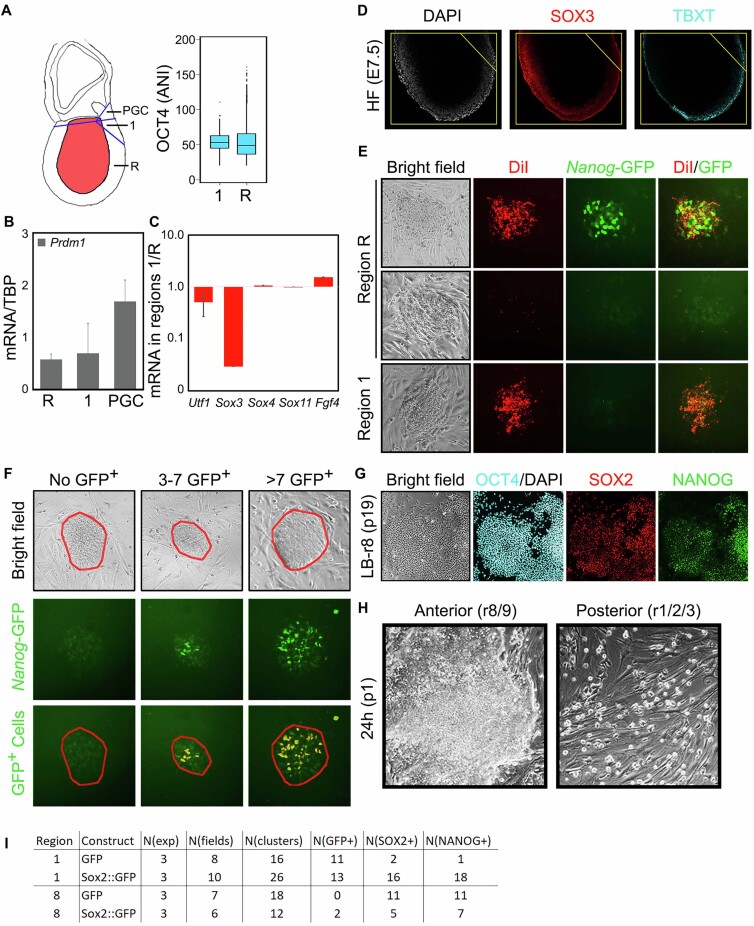
Supporting Fig. 2. (**A**) Left: Schematic diagram showing regions 1, R and ‘PGC’ for dissection. Red shading denotes DiI label injected into the amniotic cavity. Right: ANI distribution of OCT4 immunofluorescence in regions 1 and R of two representative embryos. Background ANI values determined using the internal negative control region 0 (Fig. EV1D) for each embryo were excluded in this plot. (**B**) QRT-PCR analysis of *Prdm1* (*Blimp1*) mRNA levels in regions 1, R and a PGC-containing region proximal to region 1 that includes the base of the allantois (*n* = 2). Error bars = SD. (**C**) Quantitative RT-PCR analysis of *Utf1, Sox3, Sox4*, *Sox11*, and *Fgf4* mRNA levels in regions 1 and R from dissected E7.5 embryos. For *Utf1*, *n* = 2; others, *n* = 1. Error bars = SD. (**D**) SOX3 (red) and TBXT (cyan) immunofluorescence at EHF stage. (**E**) *Nanog*-GFP was only observed in cells labelled with DiI after 24 h in culture (top row versus middle). Triturated region R tissue was diluted 1:10 prior to explantation; Region 1 was undiluted. (**F**) Colonies identified morphologically in bright field (red outline; top row) were examined for *Nanog*-GFP fluorescence (middle row). Using a constant threshold of green intensity, areas containing pixels with green intensity above this threshold were outlined (bottom row). The number of outlined areas in each outlined colony were scored and grouped into categories with no GFP + , 3–7 GFP^+^ or more than 7 GFP^+^ cells. Colonies with fewer than 3 GFP+ cells were indistinguishable from those containing only debris and were excluded from analysis. (**G**) Feeder-free EpiSCs (p19) were derived from expanding explants from one single region 8 of an LB-stage embryo (LBr8.3 cells). These cells were positive for OCT4 (cyan), SOX2 (red) and NANOG (green) immunofluorescence; (grey = DAPI). (**H**) The morphologies of representative colonies from the indicated regions 24 h after the first passage. (**I**) Quantification of explanted colonies (clusters) derived from indicated embryo regions expressing GFP, SOX2 and/or NANOG in (*n* = 3) electroporation experiments as depicted in Fig 2J. Numbers of total fields of view per condition are indicated.

Dissected regions were assessed for pluripotent function by teratocarcinoma-forming assays and by their ability to generate EpiSC lines upon explantation in vitro. Consistent with a previous study (Beddington, 1983), fragments of region 1 transplanted under the kidney capsule did not form tumours, in contrast to size-matched fragments of region R (Fig. 2C; see (Osorno et al, 2012) for teratocarcinoma scoring criteria). During ex vivo culture, a transient spike in expression of the Nanog-GFP reporter at 24–48 h of ex vivo culture predicts the ability of cells to establish pluripotent EpiSC lines, thereby providing a rapid in vitro test of prospective pluripotency (Osorno et al, 2012). While region R explants of Nanog-GFP embryos expressed GFP at 24 h, explants from region 1 did not (Fig. 2D). Importantly, selective labelling of the epiblast (by injection of DiI into the amniotic cavity) showed that *Nanog*-GFP was activated specifically in the explanted epiblast of region R, but not region 1 (Fig. EV4E), excluding the possibility that the absence of GFP reporter expression in region 1 was because epiblast cells were missing from these explants. Moreover, region R explants formed densely packed colonies expressing OCT4 and SOX2, whereas explants from region 1 lacked SOX2, expressed OCT4 only in a small subset of cells and had a dispersed colony morphology (Fig. 2E).

To determine the extent of the non-pluripotent region, ex vivo culture of epiblast regions of similar size to region 1 was performed (Fig. 2F). The number of GFP-positive cells per colony was assessed at 48 h (Figs. 2F and EV4F). Several regions produced a high proportion of GFP-positive colonies (Fig. 2F) that could be maintained for multiple passages as EpiSC lines expressing OCT4, SOX2 and NANOG (Fig. EV4G). Notably, however, posterior regions 1–3 had the lowest fraction of GFP-positive colonies at 48 h (Fig. 2F). These colonies lost the characteristic EpiSC morphology when passaged (Fig. EV4H). Regions 1–3 also had the lowest SOX2 protein level per nucleus (Fig. 2G). Activation of the GFP reporter was correlated with a threshold level of ~20% of maximum SOX2 immunofluorescence (Fig. 2H). Together, these results suggest that SOX2 is required for epiblast pluripotency, and that EpiSC formation from explants (prefigured by *Nanog*-GFP expression) requires the explanted cells to express sufficient SOX2.

### Enforced SOX2, but not OCT4, expression restores pluripotency to posterior epiblast

Previous studies have established that forced OCT4 expression can reverse the loss of pluripotency occurring at the onset of somitogenesis (Osorno et al, 2012). As OCT4 expression was diminished in region 1 explants (Fig. 2E), the pluripotency of the gastrulation-stage proximal posterior epiblast was reassessed following OCT4 induction. Embryos carrying a doxycycline-inducible *Pou5f1* transgene and a *Nanog*-GFP reporter (Hochedlinger et al, 2005; Osorno et al, 2012) (Fig. EV5A) were separated into posterior region 1–3 and remainder region for ex vivo culture (Fig. EV5B). As expected, region R produced more GFP-positive cells than regions 1–3 in uninduced explants (Fig. EV5C,D). However, OCT4 induction did not stimulate *Nanog*-GFP expression in explants from region 1 (Fig. EV5C,D). Therefore, enforced OCT4 expression cannot rescue pluripotency in explanted SOX2-negative posterior epiblast. Furthermore, OCT4 induction in later embryonic tissues showing differential SOX2 expression resulted in Nanog reactivation only in SOX2-expressing epithelial tissues (Fig. EV5E–G). These results suggest that the establishment of ex vivo cultures of pluripotent cells requires not only OCT4 but also SOX2 expression.

**Figure EV5:**
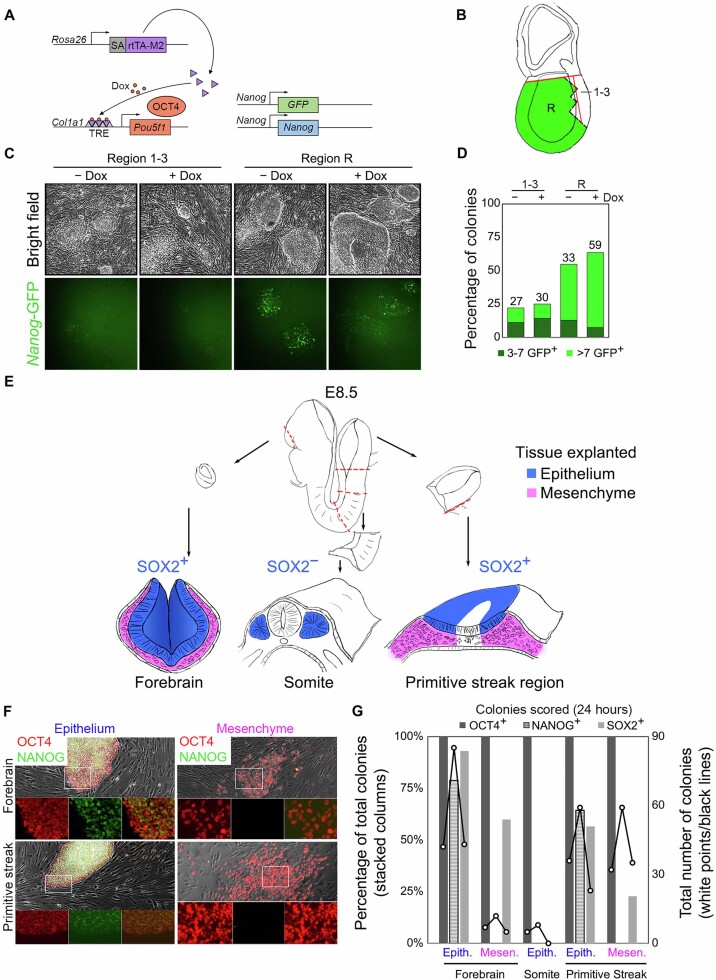
Enforced OCT4 expression does not restore pluripotency to posterior epiblast. (**A**) The doxycycline (Dox)-inducible OCT4 system. Ectopic *Pou5f1*/OCT4 expression is under the control of a tetracycline response element (TRE) in a transgene targeted to the *Col1a1* locus. The reverse tetracycline transactivator (rtTA) is constitutively expressed from the *Rosa26* locus after a splice acceptor (SA). One endogenous allele of *Nanog* coding sequence is replaced with GFP open reading frame (ORF). (**B**) Posterior (regions 1–3) and remainder (R) epiblast were explanted. Green domain is the pluripotent domain identified in Fig. 2F. (**C**) Representative GFP fluorescence images of explants at 24 h +/− Dox from regions 1–3 or region R. (**D**) Colony quantitation based on GFP expression level (Fig. EV4F). Total colony numbers analysed in 3 experimental replicates are indicated above each bar. (**E**) Forebrain, somites and primitive streak regions were dissected from 4 independent E8.5 somite-stage embryos (red dashed lines). The epithelium (blue) and mesenchyme (magenta) layers were separated in forebrain and primitive streak regions; in the somite region only the epithelial somites were explanted. (**F**) Immunofluorescence analysis of forebrain and primitive streak explants for OCT4 (red) and NANOG (green). Bright-field and immunofluorescence images are overlaid to show expression in explanted cells. (**G**) Colonies from each explant were scored for the presence of OCT4, NANOG or SOX2-expressing cells and are displayed as percentages of total colonies (stacked columns). The total colony number (sum of 2 experiments) is plotted on a secondary axis (black lines with white points). Source data are available online for this figure.

The ability of enforced SOX2 expression to induce NANOG expression in explants of the SOX2-negative posterior epiblast was next examined. Constitutive SOX2 (SOX2::GFP) or control (GFP only) expression plasmids were injected into the amniotic cavities of neural plate-stage embryos and electroporated into the posterior epiblast. Following incubation (2.5–4 h), embryos expressing GFP (Fig. 2I) were dissected, and proximal posterior (region 1) and anterior embryonic (region 8) were explanted (Fig. 2I,J). As expected, most colonies from anterior explants expressed both SOX2 and NANOG after 24 h (Fig. 2J, 11/18 colonies, *n* = 5 embryos). While posterior explants transfected with control GFP plasmid generally did not reactivate NANOG (Fig. 2J, EV4I; 1/16 NANOG+ colonies, *n* = 5 embryos), posterior explants transfected with SOX2::GFP restored NANOG expression (Fig. 2J, EV4I; 18/26 NANOG+ colonies, *n* = 5 embryos). Together, these results imply a requirement not only for OCT4 (Osorno et al, 2012) but also for SOXB1 proteins (Corsinotti et al, 2017) for primed pluripotency.

### A novel in vitro system modelling epiblast patterning reveals that NANOG represses SOX2 and suppresses pluripotency

In *Nanog*^−/−^ ESCs, inducing NANOG expression did not affect SOX2 expression (Festuccia et al, 2012). Moreover, ESCs genetically engineered to express differing NANOG levels expressed similar SOX2 protein levels (Fig. EV6A). Thus, there is no evidence that NANOG regulates SOX2 levels in naive pluripotent cells. While NANOG and SOX2 were not well-correlated in established EpiSCs (Fig. EV3B), an inverse relationship between NANOG and SOX2 was apparent from day 2 of ESC differentiation in EpiSC culture media (Fig. EV3E), similar to that in the ≥E6.5 embryo (Fig. 1B). The near-homogeneous formation of early post-implantation epiblast-like cells (EpiLCs) by transfer of ESCs previously cultured in 2i/LIF into Activin/FGF (Hayashi et al, 2011) provides a robust starting point to investigate the early postimplantation induction of NANOG. We therefore assessed the consequences of manipulating EpiLC culture conditions on Nanog and Sox2 expression (Fig. 3A). Culturing EpiLCs for 24 h in EpiSC conditions (Activin and Fgf2) resulted in low-level expression of *Sox2* and *Nanog* (Figs. 3A–C and EV6C), hereafter termed EpiLC + 1 day (EpiLC+1). In contrast, 24 h in the presence of the Wnt/ß-catenin signalling agonist CHIR99021 and Activin, which mimics the signalling environment occurring in the Nanog-positive proximal posterior epiblast (Figs. 1C and 3A), efficiently upregulated *Nanog* as well as markers of mesoderm and endoderm (Figs. 3B,C and EV6B,C). Notably, *Sox2* mRNA was low (Fig. 3C) and SOX2 was absent from most cells, appearing prominently in cells lacking NANOG and T (Fig. EV6C). These features are reminiscent of posterior epiblast (posterior epiblast-like cells; pEpiLC). Conversely, 24-h culture of EpiLCs in N2B27 basal media induced neural markers *Sox1* and *Pax6*, mimicking anterior epiblast (anterior epiblast-like cells; aEpiLC) (Fig. 3A,C). In these conditions, *Sox2* was upregulated and *Nanog* was suppressed. Importantly, *Pou5f1* and *Fgf5* expression were maintained in all three conditions, indicating that epiblast identity was preserved in the population (Fig. 3C).

**Figure 3:**
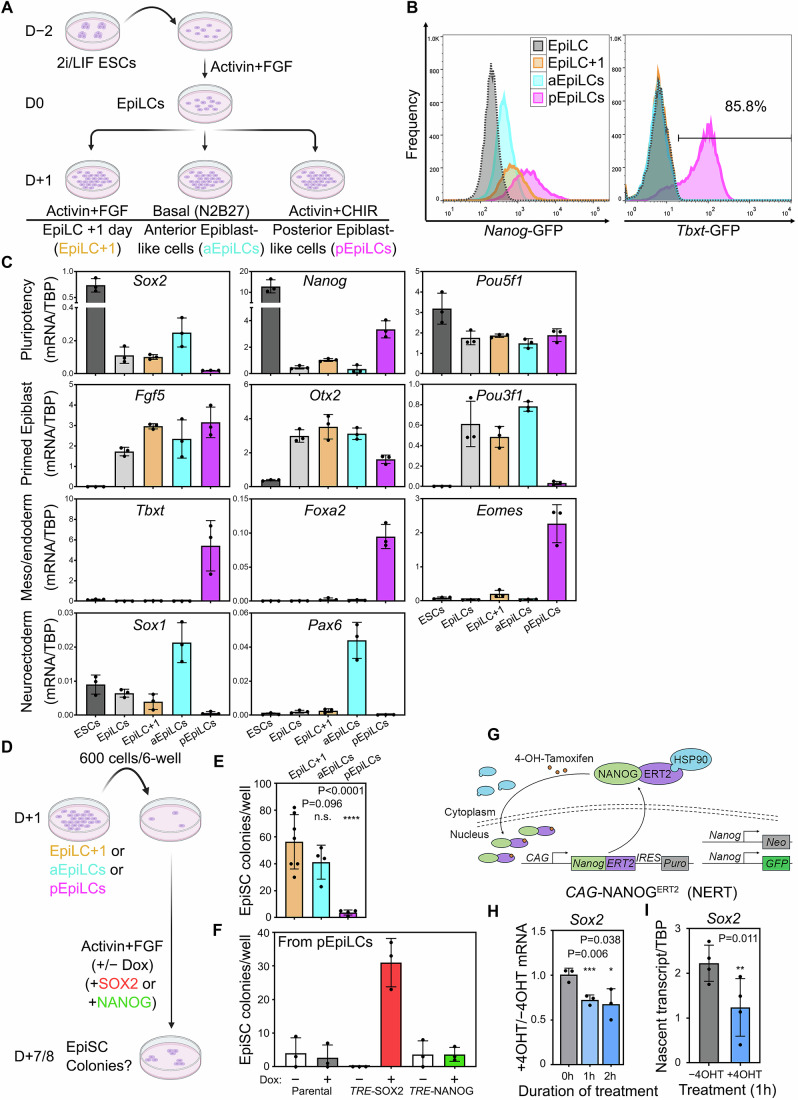
In vitro differentiation mimics anteroposterior regionalisation of the post-implantation epiblast. (**A**) Experimental scheme showing EpiLC derivation from 2i/LIF cultured ESCs and subsequent differentiation to anterior epiblast-like cells (aEpiLCs), posterior epiblast-like cells (pEpiLCs) or a further culture in EpiLC condition for an extra day (EpiLC+1); EpiLCs are designated as day 0. (**B**) Flow cytometry analysis of *Nanog*-GFP expression in TNG cells or *Tbxt-*GFP-expressing cells in the indicated conditions at day +1, E14Tg2a cells was set as the negative gate. (**C**) Quantitative RT-PCR of day +1 E14Tg2a cells in the indicated culture conditions. (For all plots shown in **C**, **E**, **F**, **H**, **I** below: columns represent mean; error bars are standard deviation; points are individual biological replicates; *n* ≥ 3). (**D**) Experimental scheme showing EpiSC colony formation assay from EpiLC+1, aEpiLCs or pEpiLCs starting populations. Cells were seeded at the indicated density, and the number of EpiSC colonies were scored after 6–7 days of culture in EpiSC medium with or without doxycycline-induction of transgene. (**E**) SOX2^+^/NANOG^+^/OCT4^+^ EpiSC colony numbers at day 7 from indicated starter populations cultured without doxycycline. (**F**) SOX2^+^/NANOG^+^/OCT4^+^ EpiSC colony numbers at day 8 after replating pEpiLCs into EpiSC condition. Doxycycline-mediated induction of SOX2 (*TRE-*SOX2) or NANOG (*TRE-*NANOG) is indicated. (**G**) The tamoxifen (4-OH-Tamoxifen)-inducible NANOG system. EpiLCs carrying *Nanog*^−/−^; *CAG*^*NanogERT2-IRES-puro*^ (NERT) are used to constitutively express NANOG-ERT2 fusion protein that is sequestered by HSP90 in the cytoplasm. The presence of tamoxifen releases NANOG-ERT2 from HSP90 resulting in nuclear translocation. (**H**, **I**) Quantitative RT-PCR of *Sox2* total mRNA (**H**) or nascent transcript (**I**) expression in NERT EpiLCs treated with pEpiLC medium containing (+4OHT) or without (−4OHT) tamoxifen for the indicated hours. Expression levels are normalised to TBP (**I**) and the −4OHT control (**H**). Two-sided unpaired *T* test significance (*P* < 0.05) is indicated by asterisks with the *P* value shown. Source data are available online for this figure.

**Figure EV6:**
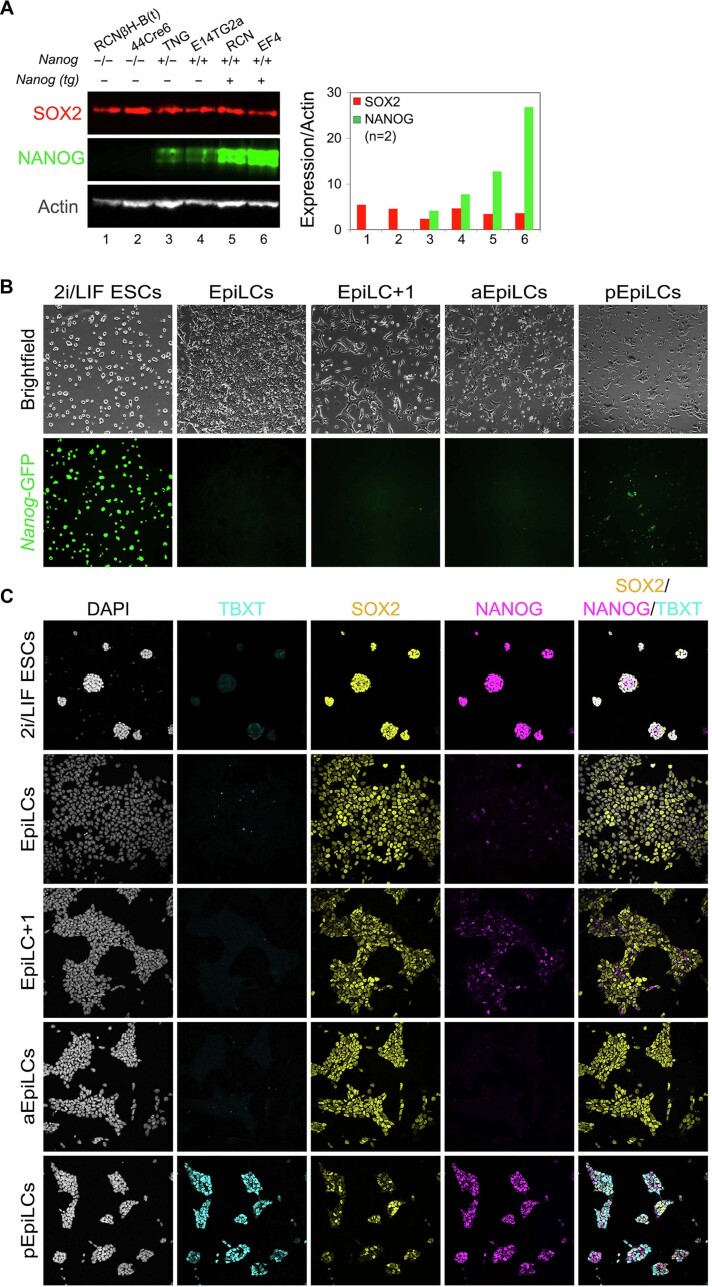
Supporting Fig. 3. (**A**) Left, immunoblot analysis of SOX2 (red), NANOG (green) and β-ACTIN (grey) in ESCs overexpressing NANOG (EF4 and RCN), *Nanog*^+/+^ (E14TG2a), *Nanog*^+/−^ (TNG) and *Nanog*^−/−^ (44Cre6 and RCNβH-(t)) ESCs. Right, quantification of SOX2 (red) or NANOG (green) band intensity relative to that of β-ACTIN. Shown is a representative of two independent replicate experiments. (**B**) Morphology and GFP expression of *Nanog*-GFP cells in the indicated states (see Fig. 3A). (**C**) Immunofluorescence of NANOG (magenta), SOX2 (yellow) and TBXT (cyan) in E14Tg2a cells in the indicated states (see Fig. 3A).

To determine whether anterior or posterior epiblast-like cells could form EpiSCs, we replated aEpiLCs, pEpiLCs or control EpiLC+1 at clonal density in EpiSC conditions for 6 days (Figs. 3D and  EV7A). As expected, EpiLC+1 yielded Sox2^+^/Nanog^+^/Oct4^+^ EpiSC colonies (Figs. 3E and EV7B,C). A similar efficiency of EpiSC colony formation was found in aEpiLCs. However, colony formation was negligible in replated pEpiLCs, mimicking the early disappearance of pluripotency in the posterior epiblast in vivo (Figs. 3E and EV7B,C). Importantly, doxycycline-mediated induction of SOX2 (but not NANOG) in pEpiLCs rescued EpiSC colony formation (Figs. 3F and EV7D,E). These results indicate that without SOX2, pEpiLCs cannot transit to an EpiSC phenotype.

**Figure EV7:**
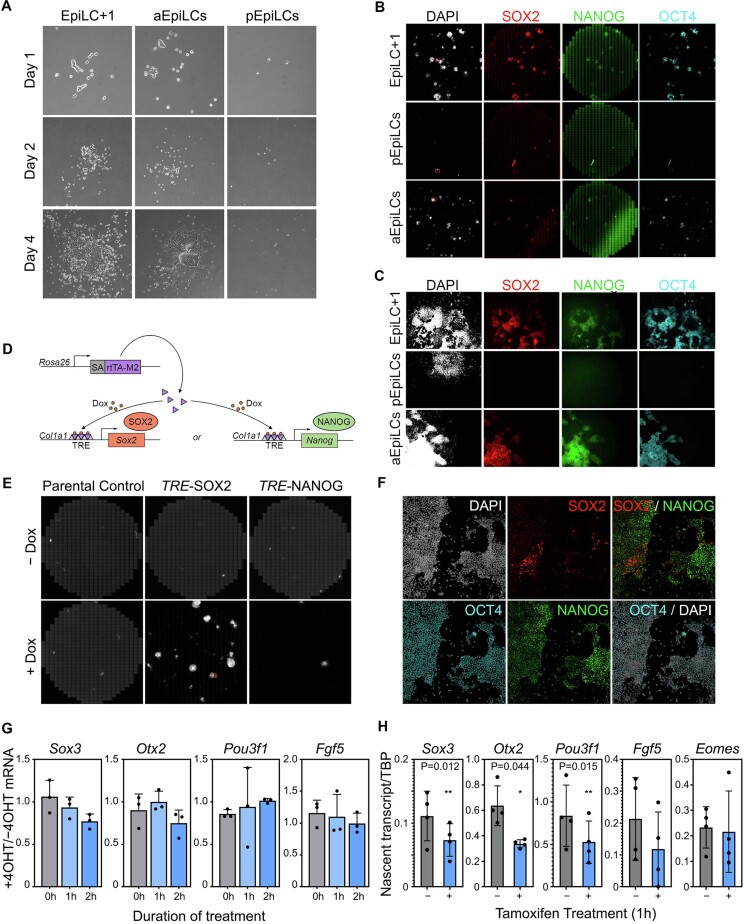
Supporting Fig. 3. (**A**) Typical colony morphologies during the EpiSCs colony-forming assay seeded from the three indicated starter populations (see Fig. 3A). (**B**) Immunofluorescence of SOX2, OCT4 and NANOG at day 7 of the EpiSC colony-forming assay showing a representative plate-scanned area of 9.62 cm^2^. (**C**) High magnification view of the fields indicated by red squares in (**B**), showing SOX2 (red), OCT4 (cyan) and NANOG (green) fluorescence channels. (**D**) The doxycycline (Dox)-inducible SOX2 or NANOG system. Ectopic SOX2 or NANOG expression is achieved after recombination-mediated cassette exchange (RMCE) of a cargo vector was achieved in parental KH2 cells to deliver *Sox2* or *Nanog* sequences under the control of a tetracycline response element (TRE) in the *Col1a1* locus. The reverse tetracycline transactivator (rtTA) is constitutively expressed from the *Rosa26* locus after a splice acceptor (SA). (**E**). DAPI staining at day 8 of the EpiSCs colony-forming assay (see Fig. 3D) showing a representative area of 9.62 cm^2^ for the indicated cell line without (−) or with (+) doxycycline. (**F**) High magnification view of the field indicated by a red square in (**E**), showing SOX2 (red), OCT4 (cyan) and NANOG (green) fluorescence channels. (**G**, **H**) Quantitative RT-PCR of *Sox3*, *Otx2*, *Pou3f1* and *Fgf5* total mRNA (**G**) or *Sox3*, *Otx2*, *Pou3f1, Fgf5* and *Eomes* nascent transcript (**H**) expression in *Nanog*^−/−^; *CAG*^*NanogERT2-IRES-puro*^ (NERT) EpiLCs treated with pEpiLC medium containing (+) or without (−) tamoxifen for the indicated hours. Expression levels are normalised to TBP (**H**) and the −4OHT control (**G**); values are means ± s.d.; points show values for three independent biological replicates.

To assess the effect of NANOG on SOX2 and post-implantation pluripotency using our EpiLC-based system, we first determined the transcriptional response to NANOG using tamoxifen-mediated relocation of a NANOG-ERT fusion protein into the nucleus (Festuccia et al, 2012) in *Nanog*^−/−^ pEpiLCs (Fig. 3G). This rapidly downregulated total *Sox2* mRNA to ~70% of EpiLC levels (*P* < 0.05) within an hour, suggesting that NANOG directly represses *Sox2* in pEpiLCs (Fig. 3H). This conclusion was reinforced by a reduction of nascent *Sox2* mRNA to 50% of EpiLC levels by 1 h (Fig. 3I). Interestingly, although mRNA levels of the pluripotency/early neural markers *Sox3, Otx2*, and *Pou3f1* were not significantly altered 2 h following NANOG induction (Fig. EV7G), their nascent transcripts were significantly reduced within 1 h (Fig. EV7H). These data suggest that *Nanog* represses *Sox2* and other pluripotency/early neural markers, likely at the transcriptional level.

Bulk RNA-seq comparison of wild-type aEpiLC with pEpiLC transcriptomes showed that additional known markers of anterior and posterior epiblast were upregulated in the expected conditions (Fig. 4A; Dataset EV1). Moreover, GO terms associated with mesoderm and endoderm formation were enriched in pEpiLCs, whereas neural development-associated terms were enriched in aEpiLCs (Fig. 4B,C). This reinforced the conclusion that aEpiLC and pEpiLC conditions accurately model anterior and posterior epiblast formation from EpiLCs.

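The bulk RNA-seq libraries came from cells in 3 states. EpiLCs were made by culturing naive ESCs for 48 h with Activin A, FGF2 and 1% KSR (a serum replacement). They were either harvested (EpiLC) or cultured for a further 24 h without Activin A (aEpiLC) or with Activin A at 20 ng/ml and the WNT pathway agonist CHIR99021 at 3 µM (pEpiLC). Each state had 3 replicate libraries, 9 in all, sequenced as paired-end reads of 150 bp. The paper's text calls the cells wild-type and names no cell line, sequencing batch or date for these libraries. The authors mapped the reads to the mouse genome GRCm38 with STAR, estimated a count for each gene with RSEM and deposited these expected counts, without normalization, for 23453 gene symbols. RSEM shares reads of uncertain origin among genes, so some counts are not whole, and the expected counts were rounded to whole numbers here. Whether the libraries were stranded is not stated in the paper's text, so reads from genes that overlap on opposite strands cannot be assigned with certainty. The total count was 21986352, 21675291 and 23417917 in EpiLC replicates 1, 2 and 3. It was 20665044, 22035984 and 21569263 in the aEpiLC replicates and 20560564, 23061815 and 21551682 in the pEpiLC replicates. A gene with 3 counts, taken as the detection limit, had between 0.130 and 0.143 CPM (counts scaled to library size) at these depths. CPM values were normalized for library composition by edgeR's TMM method over the 9 libraries. States were compared with edgeR's quasi-likelihood test on the 6 libraries of each pair of states, after a filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Over the 9 libraries, 15797 genes passed the filter. Between 57 and 71 of them differed by more than 4-fold in each pair of EpiLC replicates, and between 66 and 76 in each pair of aEpiLC replicates. In pEpiLCs, 323 genes differed by more than 4-fold between replicates 1 and 2, 333 between replicates 1 and 3, and 66 between replicates 2 and 3.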

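The posterior markers labelled in Fig. 4A include T, Mixl1, Gsc, Snai1 and Nanog. T (ENSMUSG00000062327.10), which encodes TBXT, lies on chromosome 17 from 8434423 to 8442496. It had 504 ± 506 CPM (SD, n = 3) in pEpiLCs and 0.891 ± 0.313 CPM (SD, n = 3) in aEpiLCs, a log2 fold change of 9.14 (standard error 0.96, adjusted p = 0.00122). The large SD reflects the pEpiLC libraries, with 1088, 204 and 219 CPM in replicates 1, 2 and 3, each above every aEpiLC library. Of the alternative settings, leaving out pEpiLC replicate 1 moved T, Mixl1 and Snai1 most. The log2 fold change of T was then 7.89. Mixl1 (chromosome 1, 180693043 to 180697034) had 239 ± 351 CPM in pEpiLCs (SD, n = 3) and 0.599 ± 0.130 CPM in aEpiLCs (SD, n = 3). Its log2 fold change was 8.63 (standard error 1.62, adjusted p = 0.0132) and 5.93 without pEpiLC replicate 1. Mixl1 was no longer called when any of the 3 aEpiLC replicates was left out, in fits that kept pEpiLC replicate 1. Its adjusted p ranged from 7.94e-10, without pEpiLC replicate 1, to 0.0730 over the alternatives. Gsc (chromosome 12, 104471209 to 104473330) was at or below the detection limit in all aEpiLC libraries. Its pEpiLC libraries had 83.7, 10.5 and 9.51 CPM, so it was at least 246-fold higher in pEpiLCs (adjusted p = 0.00772), and at least 71.0-fold higher without pEpiLC replicate 1. Without aEpiLC replicate 2, the adjusted p of Gsc was 0.0517, the highest of a range that began at 1.42e-11. Without pEpiLC replicate 1 it was 3.27e-08. Snai1 (chromosome 2, 167538195 to 167542814) had 2.32 ± 0.235 CPM (SD, n = 3) in aEpiLCs and 31.0 ± 29.0 CPM (SD, n = 3) in pEpiLCs. The log2 fold change was 3.74 (standard error 0.656, adjusted p = 0.0105) and 2.62 without pEpiLC replicate 1. The call of Snai1 was also lost without any of the 3 aEpiLC replicates, with adjusted p from 1.15e-07 to 0.0596 over the alternatives. It was kept without pEpiLC replicate 1 (adjusted p = 3.81e-07). Foxa2, measured by qRT-PCR in Fig. 3C, had 46.5 ± 14.8 CPM (SD, n = 3) in pEpiLCs and 0.0932 ± 0.0938 CPM (SD, n = 3) in aEpiLCs, a log2 fold change of 8.89 (standard error 0.480, adjusted p = 9.05e-05). It moved most without aEpiLC replicate 1, to a fitted value of 9.83. The aEpiLC libraries that remained had 0 and 0.0920 CPM, at or below the detection limit, so the size of this value is not certain. Nanog (chromosome 6, 122707489 to 122714633) had 202 ± 84.4 CPM (SD, n = 3) and 19.4 ± 6.61 CPM (SD, n = 3), respectively. This gave a log2 fold change of 3.38 (standard error 0.383, adjusted p = 0.00169). Here pEpiLC replicate 1 was the lowest, with 105 CPM against 247 and 255 CPM in replicates 2 and 3.
The anterior markers Sox2, Otx2 and Pax6 were lower in pEpiLCs than in aEpiLCs. Sox2 (ENSMUSG00000074637.7, chromosome 3, 34650405 to 34652461) had 23.5 ± 11.5 CPM (SD, n = 3) in pEpiLCs and 101 ± 3.52 CPM (SD, n = 3) in aEpiLCs. Its log2 fold change was -2.11 (standard error 0.324, adjusted p = 0.00611). Otx2 (chromosome 14, 48657677 to 48673819) had 69.9 ± 5.77 CPM (SD, n = 3) and 143 ± 4.63 CPM (SD, n = 3), a log2 fold change of -1.04 (standard error 0.0755, adjusted p = 0.000303). Its exons overlap those of Otx2os1 on the opposite strand and Gm49154 on the same strand. Without pEpiLC replicate 1, the log2 fold change of Otx2 was -0.98, short of the limit for a call. Pax6 (chromosome 2, 105668900 to 105697364) had 1.99 ± 0.166 CPM (SD, n = 3) in aEpiLCs and was at or below the detection limit in all pEpiLC libraries, so it was at least 13.9-fold higher in aEpiLCs (adjusted p = 0.000610). For each of these genes, all libraries of one state lay above all of the other (exact permutation test, p = 0.1, 2-sided, the smallest that 3 against 3 allow).

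**Figure D1:**
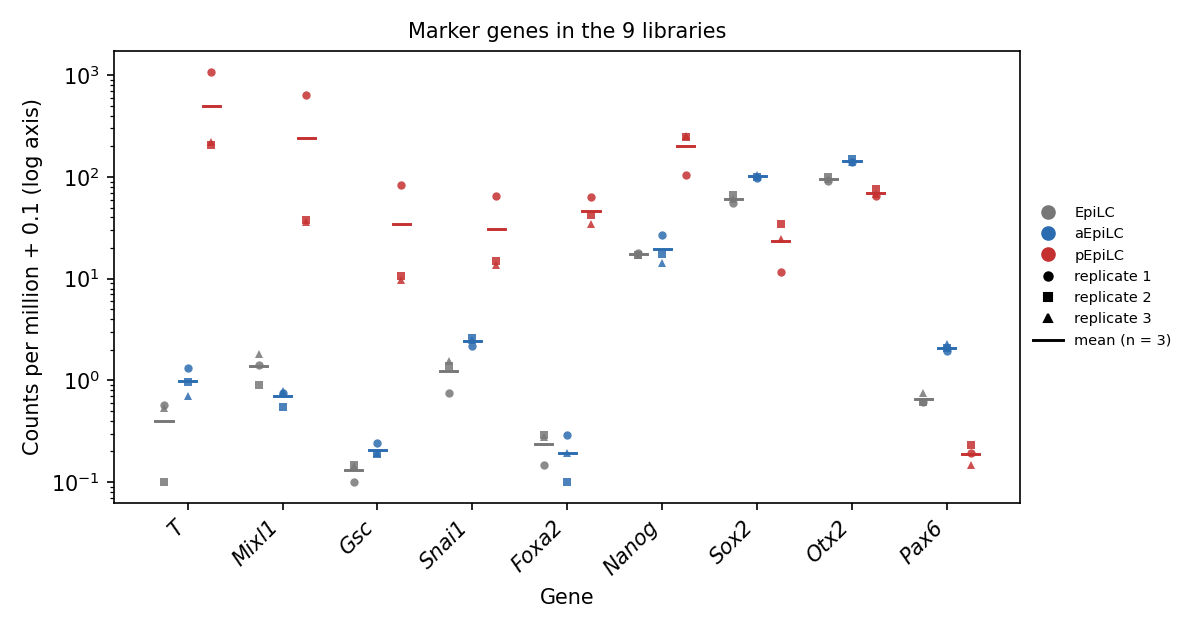
Normalized counts (CPM, with 0.1 added for the log axis) of posterior and anterior markers in EpiLC, aEpiLC and pEpiLC libraries, with a point for each replicate and a bar at the mean (n = 3). T was highest in pEpiLC replicate 1, at 1088 CPM, while Nanog was lowest there among the pEpiLC replicates, at 105 CPM.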

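The gene sets behind the GO terms of the paper are not used here. In their place, lists of marker genes were written from general knowledge before the counts were examined, and no member is labelled in Fig. 4A or shown in Fig. 3C. Each list was compared with all other tested genes by limma's camera test with a preset correlation of 0.01 between genes, with the false discovery rate (FDR) taken over 5 lists. Of 24 primitive streak and mesoderm genes, 13 had enough counts to be tested. Of these, 12 were higher in pEpiLCs than in aEpiLCs, with a median log2 fold change of 3.61 (FDR 5.05e-05), and 7 were called. The median was the same with the 3 members that were at or below the detection limit in aEpiLCs set to their lower bounds. The mean log2 CPM of the list was 5.23, 2.37 and 2.44 in pEpiLC replicates 1, 2 and 3, and 0.53, -0.06 and 0.28 in the aEpiLC replicates. In the EpiLC replicates it was 0.69, 0.70 and 0.62. Leaving out pEpiLC replicate 1 moved the median most among the alternatives, to 2.698 (FDR 8.04e-06, in a range from 1.42e-06 to 0.324). Among the members, Wnt3 was higher in pEpiLCs than in aEpiLCs by a log2 fold change of 4.76 (standard error 0.359, adjusted p = 0.000334) and Nodal by 2.83 (standard error 0.227, adjusted p = 0.000363). Lefty2 had a log2 fold change of 3.60 (standard error 0.656, adjusted p = 0.0121) and 2.698 without pEpiLC replicate 1. It was not called without aEpiLC replicate 2 or 3, and its adjusted p ranged from 1.23e-06 to 0.0698. Without pEpiLC replicate 1 the adjusted p was 7.44e-05. Compared with EpiLCs, Lefty2 had a log2 fold change of -0.48 in pEpiLCs and -4.10 in aEpiLCs. Nodal had 1.14 and -1.71, and Wnt3 had 3.90 and -0.88. For Lefty2, the difference thus lay in a fall in aEpiLCs and not in a rise in pEpiLCs. Lhx1 had 208, 1.26 and 1.33 CPM in pEpiLC replicates 1, 2 and 3 and was at or below the detection limit in aEpiLCs. It was at least 500-fold higher in pEpiLCs (adjusted p = 0.0553, not called), but at least 9.21-fold higher without pEpiLC replicate 1 (adjusted p = 0.000405, in a range from 0.000171 to 0.217 over the alternatives, 8 of which called it).
Of 16 endoderm genes, 7 were tested and 6 were higher in pEpiLCs, with a median log2 fold change of 2.03 (FDR 0.0622) and Chrd called. The mean log2 CPM of the endoderm list was 2.66, 1.43 and 1.45 in the pEpiLC replicates and 0.91, 0.59 and 0.89 in the aEpiLC replicates, with 0.64, 0.75 and 0.63 in the EpiLC replicates. Its median was 0.70 without pEpiLC replicate 1 (FDR 0.0564, in a range from 0.00701 to 0.324 over the alternatives). Of 25 neural genes, 11 were tested and 8 were lower in pEpiLCs, with a median log2 fold change of -0.76 (FDR 0.0250). Tubb3, Sox3 and Map2 were called lower and Dcx higher. The log2 fold change was -3.14 for Tubb3 (standard error 0.316, adjusted p = 0.000982) and -1.38 for Map2 (standard error 0.111, adjusted p = 0.000367), whose exons overlap Gm10558 on the opposite strand. For Sox3 it was -1.93 (standard error 0.341, adjusted p = 0.0108), and the call was lost without aEpiLC replicate 3 (adjusted p = 0.0546, in a range that began at 2.23e-06). The call was kept without pEpiLC replicate 1 (adjusted p = 6.18e-06). Dcx had 9.91 ± 1.78 CPM (SD, n = 3) in pEpiLCs and 1.78 ± 0.0792 CPM (SD, n = 3) in aEpiLCs. The mean log2 CPM of the neural list was 3.89, 3.79 and 3.73 in the pEpiLC replicates and 4.63, 4.40 and 4.55 in the aEpiLC replicates. It was 3.56, 3.47 and 3.33 in the EpiLC replicates. Every pEpiLC library thus lay above every EpiLC library and below every aEpiLC library. Between pEpiLC and EpiLC, however, the list had a camera p of 0.381. Fabp7 and Dcx had log2 fold changes of 5.28 and 3.68 there, with Fabp7 at or below the detection limit in EpiLCs. Tubb3 and Sox3 had -2.20 and -1.78, so the higher mean does not show a gain of the list over EpiLCs. Between pEpiLC and aEpiLC, the neural list had an FDR of 0.0926 without aEpiLC replicate 1 and 0.0784 without pEpiLC replicate 2, in a range from 0.000476 to 0.270. Its median was then -0.53 and -0.82, and it was -0.47 without aEpiLC replicate 3. A list of 28 axon and synapse genes, 25 of them tested, had 15 members lower in pEpiLCs and a median log2 fold change of -0.14 (FDR 0.0920), with 5 called higher and 3 lower. Its mean log2 CPM was 3.56, 2.86 and 2.84 in the pEpiLC replicates, 3.12, 2.99 and 2.93 in the aEpiLC replicates and 2.15, 2.23 and 2.30 in the EpiLC replicates. Its median was -0.64 without pEpiLC replicate 1 (FDR 0.0220) and 0.06 without pEpiLC replicate 2 (FDR 0.255), in a range of FDR from 0.0220 to 0.381. With limma's fry test in place of camera, these 4 lists had FDRs of 0.0231, 0.00701, 0.00280 and 0.0397 in the order given. With the correlation estimated from each list, none had an FDR below 0.05 (0.324, 0.324, 0.270 and 0.381).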

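The EpiLC libraries gave the starting point of both states. Compared with EpiLCs, 1178 genes were called higher and 1243 lower in pEpiLCs among 15288 tested, and 1109 higher and 802 lower in aEpiLCs among 15301 tested. Over all tested genes, the libraries of both states did not overlap for 58.7% and 56.3%, respectively, where chance gives 10%. With a filter of at least 10 counts in every library, the number of genes lower in aEpiLCs than in EpiLCs moved most among the alternatives that kept the threshold, to 488. Sox2 had 60.6 ± 5.26 CPM (SD, n = 3) in EpiLCs. It rose in aEpiLCs by a log2 fold change of 0.75 (standard error 0.0717, adjusted p = 2.50e-06), below the limit for a call, and its log2 fold change in pEpiLCs was -1.34 (standard error 0.326, adjusted p = 0.0133). Nanog rose from EpiLCs to pEpiLCs by 3.57 (standard error 0.327, adjusted p = 0.000279), and its log2 fold change in aEpiLCs was 0.17 (standard error 0.177, adjusted p = 0.460). T and Mixl1 had 0.302 ± 0.262 and 1.27 ± 0.457 CPM in EpiLCs (SD, n = 3). Of the genes higher in pEpiLCs than in aEpiLCs, 235 were called higher than in EpiLCs in pEpiLCs alone, 36 were called lower in aEpiLCs alone, and 15 moved both ways. A further 61 were called in the same direction in both states and 40 in neither. Of the genes higher in aEpiLCs than in pEpiLCs, 213 were called higher than in EpiLCs in aEpiLCs alone, 272 were called lower in pEpiLCs alone, and 17 moved both ways. A further 40 were called in the same direction in both states and 179 in neither. From the markers and GO terms enriched in each state, the paper concludes that aEpiLC and pEpiLC conditions model the formation of anterior and posterior epiblast from EpiLCs.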

**Figure 4:**
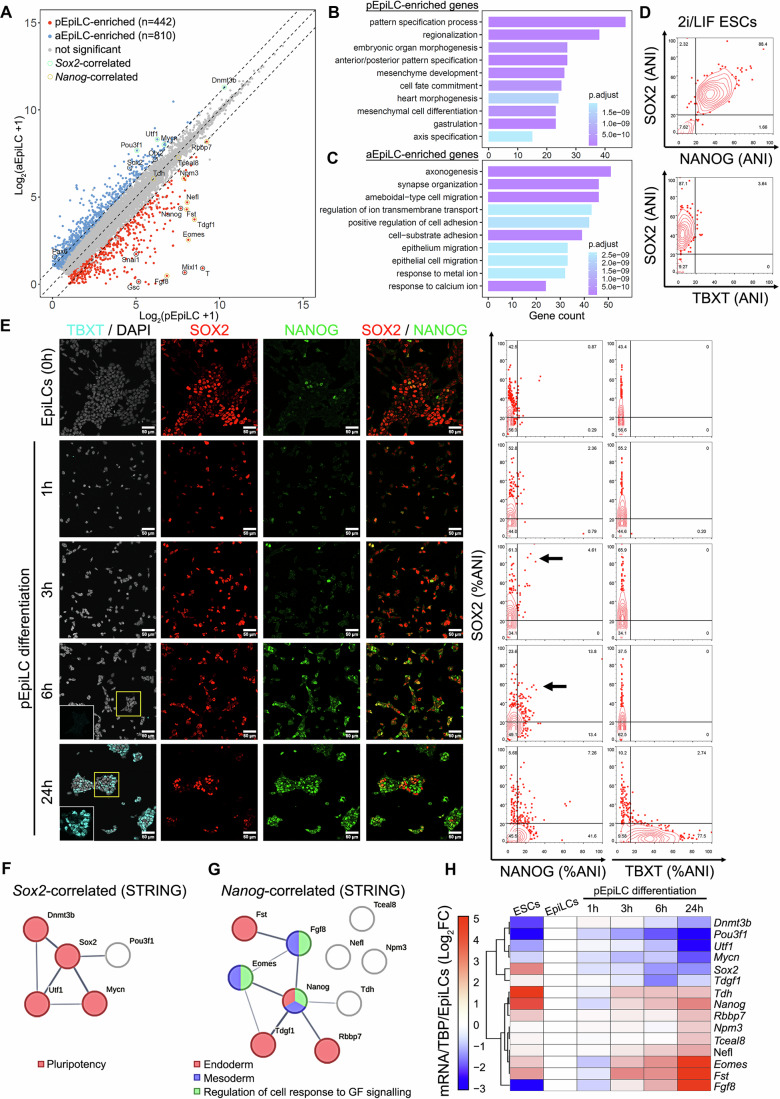
In vitro pEpiLC differentiation recapitulates aspects of gastrulation. (**A**) Differentially expressed genes between pEpiLC (*x* axis) and aEpiLC (*y* axis). Significant enrichment (*P* < 0.05) is highlighted in blue (aEpiLC) or red (pEpiLC). Genes of interest are labelled. (**B**, **C**) GO enrichment in pEpiLC (**B**) and aEpiLC (**C**). (**D**) 10% contour plots of SOX2, NANOG and TBXT expression (ANI) in ESCs cultured in 2i+LIF prior to time-course analysis, showing all events. (**E**) Time course immunofluorescence of EpiLC cultured in pEpiLC condition for 24 h. Cells were fixed and stained at the indicated hours for TBXT (cyan), SOX2 (red), NANOG (green) and DAPI (grey). SOX2/NANOG/TBXT (%ANI) are plotted on the right as 10% contour plots showing all events. Arrows at 3 and 6 h: highest SOX2 expression levels in NANOG-positive cells. Scale bars: 50 µm. (**F**) STRING network of known interactions between *Sox2* and *Sox2*-correlated genes. The total confidence score of interactions between each node is represented by thin (≥0.4) or thick (≥0.7) edges. Common enriched GO terms shared between ≥3 nodes are depicted by common node colours. GO terms are indicated. (**G**) STRING network between *Nanog* and *Nanog*-correlated genes. (**H**) Heatmap showing qRT-PCR measurement of *Nanog*- and *Sox2*- correlated gene expression over the pEpiLC differentiation time course. Colours represent positive (red) or negative (blue) fold change versus EpiLCs. Profiles at *t* = 1–24 h are hierarchically clustered using cosine similarity. See Fig. EV9D for individual gene expression plots. Source data are available online for this figure.

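In the comparison of pEpiLC with aEpiLC, 15198 genes were tested, 387 were called higher in pEpiLCs and 721 higher in aEpiLCs. The legend gives the limit as P below 0.05, without saying whether it is adjusted. With that limit on the unadjusted p and the same limit on fold change, 550 genes were higher in pEpiLCs and 949 in aEpiLCs. Over all genes tested, called or not, the libraries of both states did not overlap for 38.7%, where chance gives 10%. Leaving out an aEpiLC replicate moved the counts most among the alternatives that kept the threshold. Without aEpiLC replicate 1, 2 or 3, 252, 180 or 201 genes were higher in pEpiLCs and 396, 334 or 382 in aEpiLCs. Without pEpiLC replicate 1, 2 or 3, the counts were 389, 419 or 396 and 759, 632 or 624. In all 6 of these fits, 160 of the 387 genes and 268 of the 721 remained called. Among called genes with no overlap and a mean of at least 5 CPM over the 6 libraries, the 5 largest fitted fold changes towards pEpiLCs were those of Evx1, Evx1os, Sp5, T and Foxa2. The fitted values of Evx1 and Evx1os rest on aEpiLC libraries at or below the detection limit, so these genes have no certain rank, and the lower bound of Evx1os lies under that of Gsc. Evx1 (ENSMUSG00000005503.8, chromosome 6, 52313498 to 52318378) had 135, 11.7 and 11.8 CPM in pEpiLC replicates 1, 2 and 3 and 0 counts in every aEpiLC library. It was at least 375-fold higher in pEpiLCs, and at least 83.3-fold higher without pEpiLC replicate 1. Evx1os, an antisense transcript that overlaps Evx1 on the opposite strand, was at least 176-fold higher, and at least 29.8-fold higher without pEpiLC replicate 1. Neither was called without any of the 3 aEpiLC replicates, while both were called without pEpiLC replicate 1 (adjusted p = 1.77e-07 and 1.67e-06). The adjusted p of Evx1 was 0.0266 and ranged from 1.80e-12 to 0.0826 over the alternatives, and that of Evx1os was 0.0171 and ranged from 2.12e-08 to 0.109. Sp5 (chromosome 2, 70474923 to 70477729) had 94.0 ± 96.1 CPM (SD, n = 3) in pEpiLCs and 0.155 ± 0.152 CPM (SD, n = 3) in aEpiLCs. Its log2 fold change was 9.21 (standard error 1.13, adjusted p = 0.00234) and 7.93 without pEpiLC replicate 1. The largest fold changes towards aEpiLCs were those of Stmn4, Spon1, Slc35d3, Gadd45g and Btbd17, with log2 fold changes of -5.23, -4.86, -4.75, -4.64 and -4.59. Stmn4 (ENSMUSG00000022044.14, chromosome 14, 66344296 to 66361680) had 13.9 ± 2.78 CPM (SD, n = 3) in aEpiLCs and 0.361 ± 0.151 CPM (SD, n = 3) in pEpiLCs. Spon1 (chromosome 7, 113765998 to 114043370) had 50.1 ± 8.26 and 1.71 ± 0.931 CPM (SD, n = 3). The adjusted p of these 5 genes lay between 1.22e-05 and 0.000334, and all of them were called under each alternative that tested them. For Btbd17, the paper's reported log2 fold change in Dataset EV1 is -4.5906.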

**Figure EV9:**
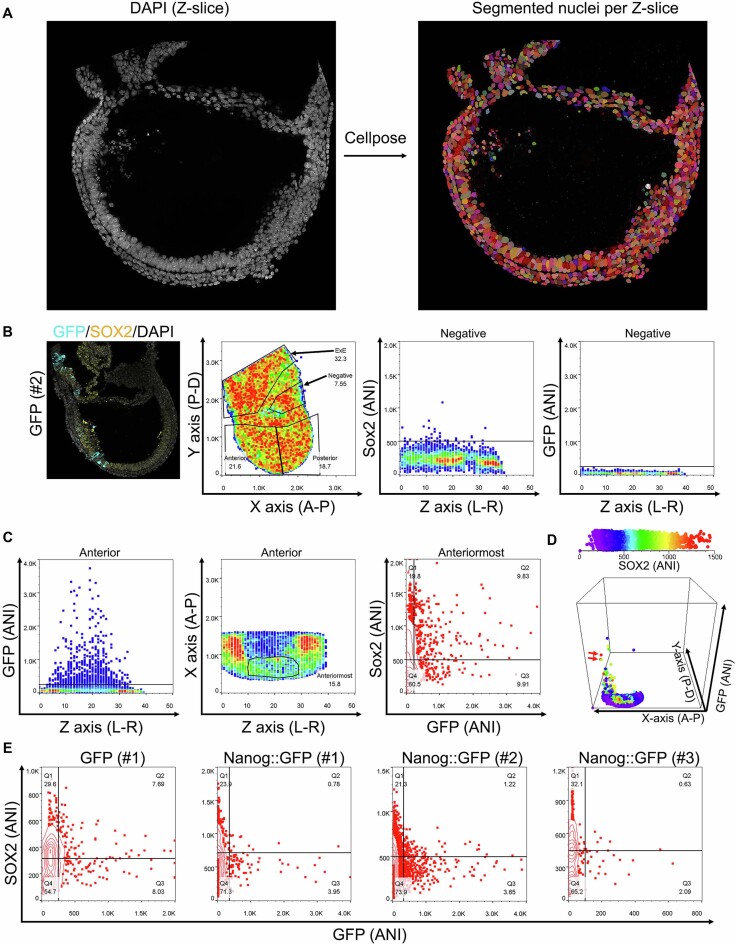
Supporting Fig. 5. (**A**) A representative DAPI-stained Z-slice in a confocal stack was segmented using a machine-learnt model Cellpose to generate segmented nuclear area per each Z-slice in the stack. (**B–D**) Example of workflow to extract Sox2 expression in Nanog-GFP or control GFP electroporated embryos with their neighbours using control GFP embryo 2. (**B**) A representative Z-slice near the midline of an electroporated embryo showing the expression of SOX2 (yellow), GFP (cyan), overlaid on DAPI (grey). The segmented nuclei of this embryo are plotted with its X/Y coordinates, representing the anteroposterior (A–P) and proximodistal (P-D) axes, respectively. Gates were drawn to extract the segmented nuclei in the anterior, posterior, ExE and an internal negative region. SOX2 and GFP ANI thresholds were determined using the negative region along the Z axis (corresponding to the left-right axis) to ensure the threshold captures any diffraction problems due to the thickness of the sample. (**C**) Segmented nuclei with high GFP ANI values were observed in the centre of the Z axis indicating anterior midline electroporation. The electroporated region is extracted to ensure that the SOX2 expression levels are comparable between GFP+ and GFP− cells. The relationship between SOX2 ANI and GFP ANI per segmented nucleus in this anteriormost region is represented in a 10% contour plot showing all events. (**D**) A 3D representation of the segmented nuclei in the embryonic (i.e. anterior + posterior) region plotted with GFP ANI in the vertical axis. The colour of each dot represents the detected Sox2 ANI value (top colour scale) to show that high Sox2 expression is permitted in high GFP-expressing cells without NANOG overexpression. (**E**) Similar contour plots showing the relationship between SOX2 and GFP ANI in another embryo electroporated with *CAG-*GFP in comparison to three independently electroporated embryos with *CAG-*Nanog::GFP.

We next examined the dynamic relationship between NANOG and SOX2 proteins in a time course of pEpiLC differentiation (Fig. 4D,E). NANOG was upregulated within 3 h of transfer to pEpiLC conditions. By 6 h, NANOG-SOX2 anticorrelation emerged (Fig. 4E, arrows). This pre-dated the induction of mesoderm, evidenced by the onset of TBXT expression between 6 and 24 h (Fig. 4E, insets), and a near-complete segregation of NANOG-high from SOX2-expressing cells (Fig. 4E, contour plot). To test whether the emerging NANOG-SOX2 anticorrelation in pEpiLC conditions marked a change towards a posterior epiblast cell state, we mined a mouse gastrulation-stage single-cell RNA-seq atlas ((Pijuan-Sala et al, 2019), Dataset EV2). Genes whose expression was significantly correlated with *Nanog* and anticorrelated with *Sox2* in the epiblast between E6.5-7.5 at ≥2 timepoints were considered as candidate co-regulated genes (here termed *Nanog*-correlated genes). These included components of NODAL/TGFB and FGF signalling (*Tdgf1, Fst, Fgf8*), and genes involved in mesoderm or endoderm differentiation (e.g. *Eomes, Fgf8*). Conversely, genes anticorrelated with NANOG and correlated with SOX2 at ≥2 timepoints (*Mycn, Utf1, Pou3f1*, and *Dnmt3b)* were associated with pluripotency and/or anterior neural differentiation (*Sox2*-correlated genes; Figs. 4F,G and EV8A). To validate these *Nanog*- and *Sox2*-correlated genes, we determined their localisation in a separate spatial transcriptomic dataset (Wang et al, 2023). *Sox2*- or *Nanog*-correlated gene expression colocalised with either *Sox2* or *Nanog*, respectively, in agreement with the single-cell RNA-seq correlations (Fig. EV8B,C). Like *Sox2* and *Nanog* themselves, *Sox2*-correlated and Nanog-correlated genes were elevated in anterior and posterior epiblast, respectively, before overt mesoderm formation (≤E6.5; Fig. EV8B,C). Bulk RNA-seq analysis of aEpiLC and pEpiLC transcriptomes (Fig. 4A) additionally showed that *Nanog*- and *Sox2*-correlated genes were upregulated in pEpiLC and aEpiLC conditions, respectively.

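The paper names 9 Nanog-correlated genes and 4 Sox2-correlated genes, which were chosen from single-cell data of embryos and not from these libraries. Of the Nanog-correlated genes, 8 had a higher mean in pEpiLCs than in aEpiLCs and 7 were called, Tdgf1, Fgf8, Nefl, Npm3, Eomes, Fst and Rbbp7. The same 7 were called with p adjusted over the list alone. At least 6 of the 9 were called in every alternative, the lowest count coming from the filter of at least 10 counts in every library. Tdgf1 (ENSMUSG00000032494.12, chromosome 9, 110939603 to 110946158) had 359 ± 82.3 CPM (SD, n = 3) in pEpiLCs and 12.2 ± 3.35 CPM (SD, n = 3) in aEpiLCs. The log2 fold change was 4.88 (standard error 0.245, adjusted p = 7.51e-05). A processed copy, Tdgf1-ps1, is listed separately in the deposited table, as is Npm3-ps1 beside Npm3. Fgf8 (chromosome 19, 45736798 to 45742915) had 114 ± 8.34 CPM (SD, n = 3) and 0.401 ± 0.315 CPM (SD, n = 3), a log2 fold change of 8.14 (standard error 0.295, adjusted p = 1.58e-05), and 8.93 without aEpiLC replicate 1. Eomes (chromosome 9, 118478212 to 118486132) had 279 ± 89.3 CPM (SD, n = 3) and 4.86 ± 0.429 CPM (SD, n = 3), a log2 fold change of 5.84 (standard error 0.258, adjusted p = 3.70e-05). The log2 fold changes of Fst, Nefl, Npm3 and Rbbp7 were 3.81, 3.41, 1.80 and 1.05, with adjusted p between 1.22e-05 and 0.00178. The exons of Nefl overlap Nefm on the opposite strand, and those of Npm3, Eomes, Fst, Rbbp7 and Tdh overlap Gm15491, Gm33460, Gm47040, Txlng and Gm17232. Tceal8 had a log2 fold change of 0.25 (standard error 0.0919, adjusted p = 0.111) and an adjusted p of 0.0306 over the list alone, without reaching the limit on fold change. Tdh had 65.2 ± 32.5 CPM (SD, n = 3) in pEpiLCs and 65.5 ± 9.01 CPM (SD, n = 3) in aEpiLCs, a log2 fold change of -0.01 (standard error 0.366, adjusted p = 0.993). Its pEpiLC libraries had 27.7, 84.3 and 83.5 CPM. Without pEpiLC replicate 1, its log2 fold change was 0.36 (adjusted p = 0.0238, in a range from 0.0238 to 1.00 over the alternatives). Tdh was higher than in EpiLCs, at 16.7 ± 0.525 CPM (SD, n = 3), in both states. Compared with EpiLCs, 7 Nanog-correlated genes were called higher in pEpiLCs, while 1 was called higher and 2 lower in aEpiLCs.
All 4 Sox2-correlated genes were called lower in pEpiLCs than in aEpiLCs, both over all genes and adjusted over the list alone. Pou3f1 (ENSMUSG00000090125.3, chromosome 4, 124656807 to 124660655), which overlaps Gm2164 on the opposite strand, had 32.2 ± 18.8 CPM (SD, n = 3) in pEpiLCs and 203 ± 29.1 CPM (SD, n = 3) in aEpiLCs. Its log2 fold change was -2.65 (standard error 0.455, adjusted p = 0.00964). The log2 fold change was -2.06 for Utf1 (standard error 0.424, adjusted p = 0.0183), -1.34 for Mycn (standard error 0.238, adjusted p = 0.0110) and -1.02 for Dnmt3b (standard error 0.244, adjusted p = 0.0303). Without aEpiLC replicate 1, 2 or 3, the number called was 2, 1 or 1. Utf1 was lost in each of these fits (adjusted p from 7.93e-08 to 0.0735 over the alternatives) and Mycn in those without replicates 2 and 3 (from 1.94e-08 to 0.0568). Both were called without pEpiLC replicate 1 (adjusted p = 7.93e-08 and 1.97e-05). Dnmt3b was not called in 6 of 15 alternatives, with adjusted p from 5.37e-05 to 0.107. Without pEpiLC replicate 1 its log2 fold change was -0.75. Compared with EpiLCs, all 4 were called lower in pEpiLCs. In aEpiLCs none of them was called, with log2 fold changes from -0.56 for Utf1 (adjusted p = 2.68e-05) to 0.24 for Mycn (adjusted p = 0.0308).

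**Figure D2:**
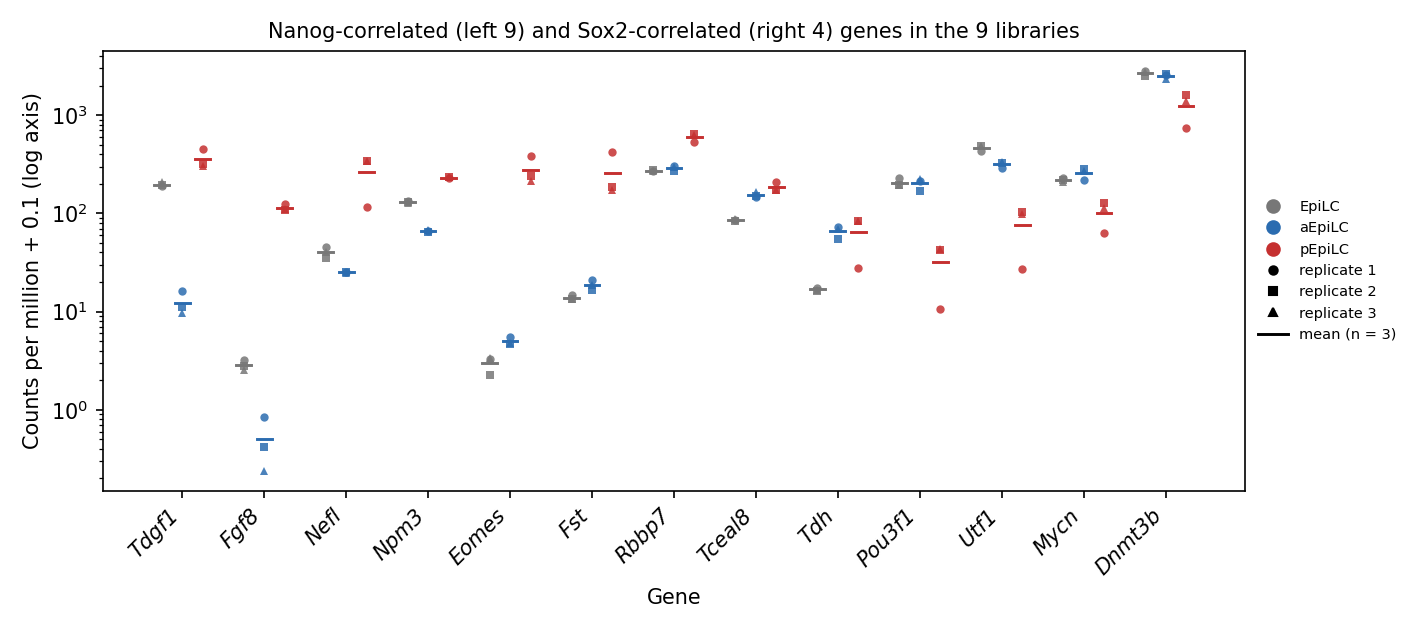
Normalized counts (CPM, log axis) of the 9 Nanog-correlated and 4 Sox2-correlated genes in EpiLC, aEpiLC and pEpiLC libraries, with a point for each replicate and a bar at the mean (n = 3). Fgf8 had a mean of 114 CPM in pEpiLCs and 0.401 CPM in aEpiLCs, and Tdh had similar means in both.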

**Figure EV8:**
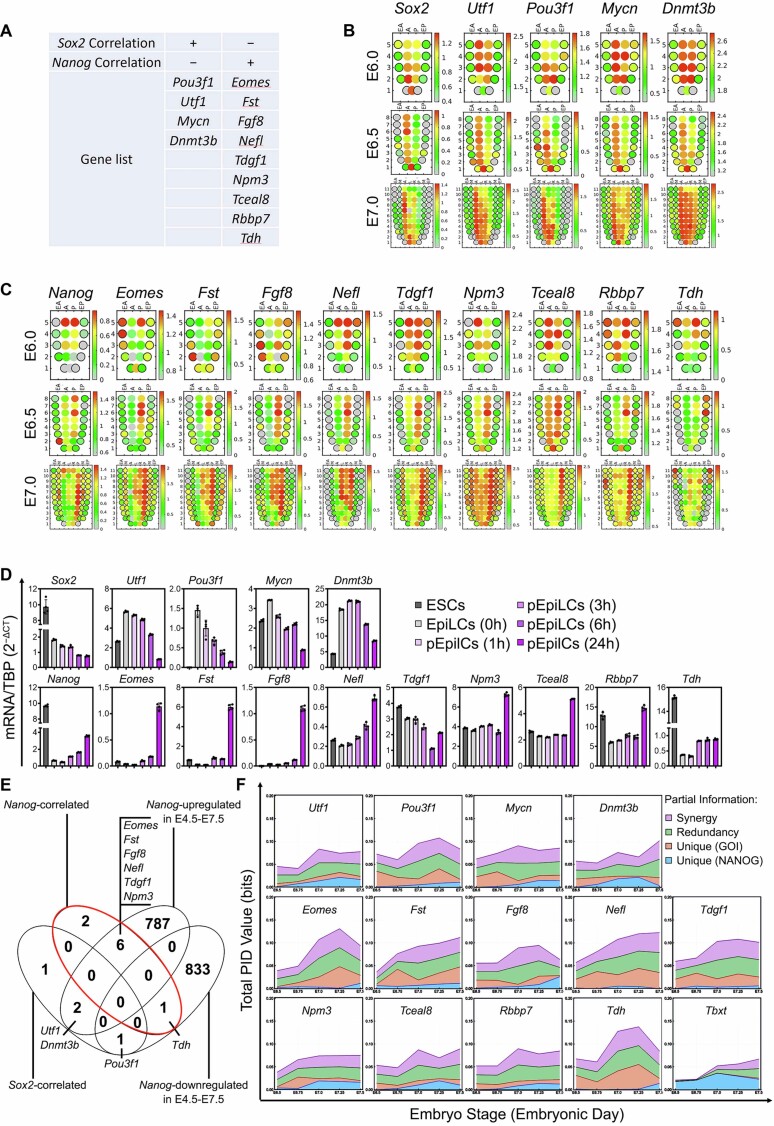
Supporting Fig. 4. (**A**) Genes that show consistent opposite correlation between *Sox2* and *Nanog* across more than 1 stage of mouse embryos from E6.5 to E7.5; see also Dataset EV2 Genes that are positively correlated with *Sox2* and negatively with *Nanog* are denoted *Sox2*-correlated genes. Conversely, the opposite set of genes are *Nanog*-correlated genes. (**B**, **C**) Spatial transcriptomic ‘corn’ plots (of *Sox2* and *Sox2*-correlated genes (**B**) or *Nanog* and *Nanog*-correlated genes (**C**) from E6.0 to E7.0. Each dot represents the laser-captured microdissected section of the mouse embryo. Red is high expression and green is undetected expression. Corn plots were generated using the scGastrulation web portal as described in (Wang et al, 2023). (**D**) Quantitative RT-PCR of *Sox2*, *Nanog* and their respective-correlated genes in 2i/LIF ESCs, EpiLCs and EpiLCs cultured in pEpiLC condition for the indicated hours. Values are normalised to *Tbp* and presented as 2 ^−ΔCT^. See Fig. 4B for expression normalised to EpiLCs. (**E**) Intersection between Nanog- or Sox2-correlated genes, and genes that change significantly upon Nanog overexpression between E4.5-E7.5 (Tiana et al, 2022) (F) Stacked plots of total partial information decomposition (PID) for predicting Sox2 expression levels in mouse embryos from E6.5 to E7.5. PID values that is contributed uniquely by NANOG (blue) or the indicated *Nanog*-correlated gene-of-interest (GOI, orange) is shown along with redundant (green) or synergistic (magenta) information conferred by NANOG and the indicated GOI for each embryo stage.

We assessed the changes in *Nanog-* and *Sox2-*correlated gene expression by qRT-PCR of cells during the pEpiLC differentiation time course. Sox2-correlated genes were downregulated from 3 h onwards (Figs. 4H and EV8D), when NANOG protein level increases (Fig. 4E) consistent with the idea that NANOG represses a network of pluripotency/early neural-associated genes (Trott and Martinez Arias, 2013; Vallier et al, 2009). Interestingly, 5/9 of the *Nanog*-correlated genes (*Eomes, Fst, Nefl, Rbbp7* and *Tdh*) were, like Nanog, upregulated at 3 h after transfer to pEpiLC conditions. As *Nanog*-correlated genes overlap extensively with genes previously shown to be upregulated by ectopic Nanog expression in vivo between E4.5 and E7.5 ((Tiana et al, 2022); Fig. EV8E; *Eomes, Fst, Nefl, Tdgf1, Fgf8 and Npm3*), these observations suggest that our *Nanog*-correlated gene list is enriched for targets of NANOG. *Sox2*-correlated genes may also include negatively regulated targets of NANOG. Of these, only *Pou3f1* is also downregulated upon Nanog induction in vivo (Tiana et al, 2022). Taken together with the alterations in nascent transcripts 1 h following NANOG induction (Figs. 3H,I and EV7G,H), this suggests NANOG regulates genes involved in epiblast patterning. For instance, NANOG may directly repress *Pou3f1*, and indirectly induce *Eomes*. Nevertheless, we identify a primary role for *Sox2* as a direct NANOG target.

To investigate potential effects of *Nanog*-correlated genes on *Sox2* in the epiblast in vivo, we employed partial information decomposition (PID) analysis (Williams and Beer, 2010), which quantifies non-linear correlations and has been used to infer gene regulatory networks. This showed that *Nanog*, together with the *Nanog*-correlated genes, both synergistically and redundantly predicted *Sox2* expression better than *Tbxt*, whose expression appeared later than the *Nanog-Sox2* anticorrelation but increased with time (Fig. EV8F). Collectively, these observations suggest that suppression of SOX2 by NANOG may be enhanced by other posterior epiblast-specific factors, including components of the NODAL and FGF pathways.

### NANOG represses SOX2 expression in vivo

To test whether NANOG suppresses SOX2 in vivo, we electroporated NANOG-GFP and control GFP-expressing constructs into the anterior, SOX2-high, epiblast at E7.25 (Fig. 5A). After a 6 h culture period, we performed immunofluorescence for NANOG, GFP and SOX2 followed by image analysis (Figs. 5B and EV9A–C). This showed that anterior cells expressing ectopic NANOG-GFP expressed lower levels of SOX2 than their neighbours (*n* = 3 embryos; 460 NANOG-GFP+ cells), while cells expressing control GFP expressed similar levels of SOX2 to their neighbours (*n* = 2 embryos, 537 GFP+ cells) (Figs. 5B and EV9D,E). Therefore, NANOG suppresses SOX2 in the epiblast in vivo as well as in vitro, suggesting that the early disappearance of pluripotency in the posterior epiblast is at least in part due to NANOG repressing SOX2.

**Figure 5:**
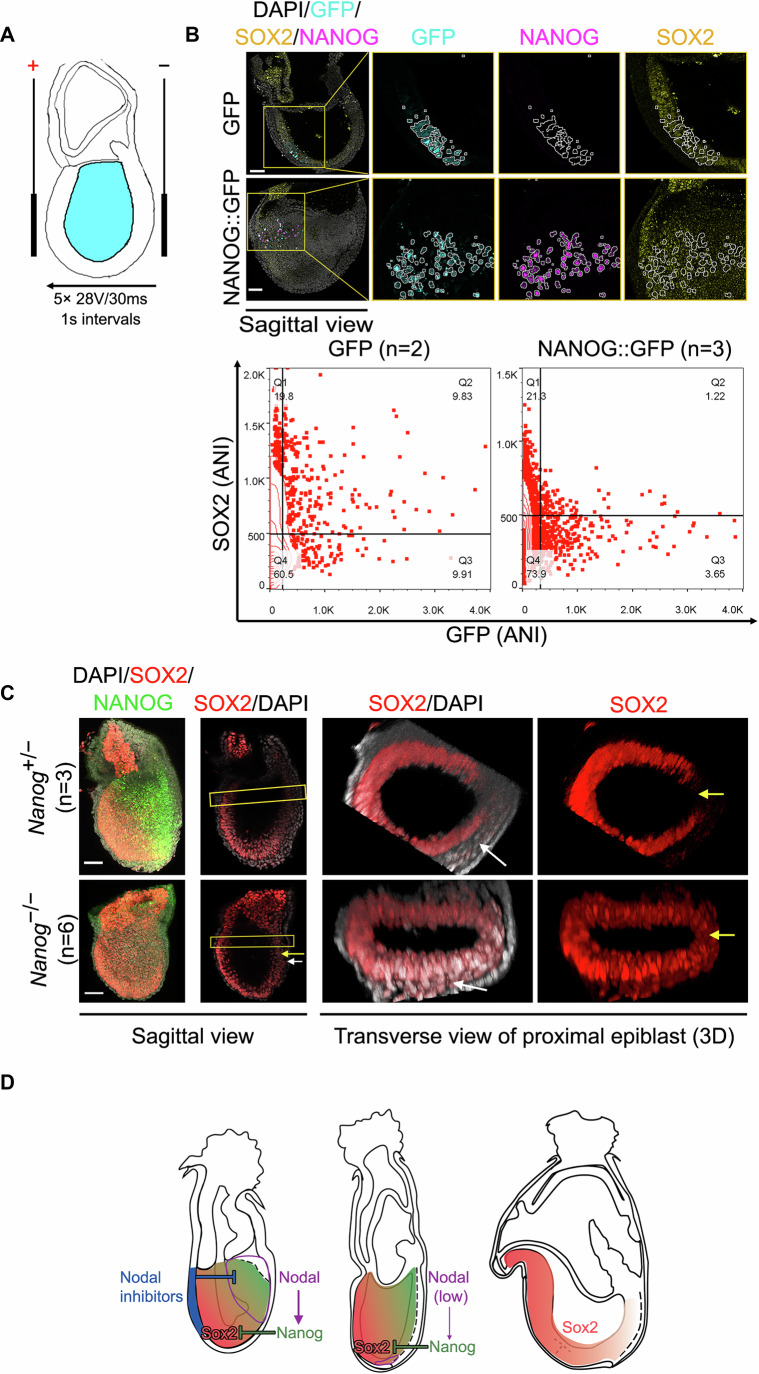
NANOG negatively regulates SOX2 expression in post-implantation pluripotent cells. (**A**) E7.5 embryo electroporation by anterior-orientated anode of pPyCAG-NANOG-2A-GFP (NANOG::GFP) or pPyCAG-GFP control plasmids injected into the amniotic cavity (cyan) in a manner similar to Fig. 2I. (**B**) A Z-slice of a representative embryo from each electroporation is shown. Expression of GFP (cyan), exogeneous NANOG (magenta) and SOX2 (yellow) are shown in the electroporated region (orange box inset) with GFP+ cells outlined in white to show the presence/absence of NANOG and/or SOX2. White scale bar = 50 µm. DAPI-stained nuclei was segmented and quantified for SOX2 and GFP ANI (*n* = 2 for *CAG*-GFP embryos; *n* = 3 for *CAG*-NANOG::GFP embryos, see Fig. EV10), and their relationship is plotted with a 10% contour plot showing all events. (**C**) Left, confocal immunofluorescence of NANOG (green) and SOX2 (red) in E7.5 *lox*P-flanked *Nanog*/Sox2-Cre embryos (*n* = 3 for Nanog^+/−^ embryos; *n* = 6 for Nanog^−/−^ embryos). Scale bar = 50 µm. Right, 3D rendered transverse sections (orange box) show SOX2 in the posterior epiblast (yellow arrow) and mesoderm (white arrow). (**D**) Model showing the roles of SOX2 and NANOG in gastrulating embryos (details in text). Source data are available online for this figure.

**Figure EV10:**
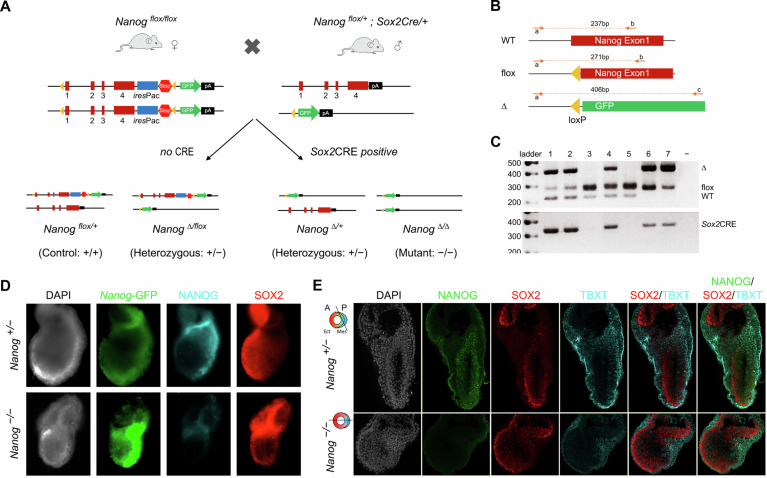
Supporting Fig. 5. (**A**) Schematic of *Nanog*-conditional knockout by *Sox2*CRE. *Nanog*^*flox/flox*^ female mice were crossed with *Nanog*^*flox/+*^*; Sox2*^*Cre*/+^ male mice. As *Sox2*CRE is heterozygous, one in four offspring will be *Nanog* conditional knockout (*Nanog*^*Δ/Δ*^). (**B**) Genotyping strategy. Three primers, one forward primer (a) and two reverse primer (b, c) were used. “bp” denotes base pair. (**C**) Genotyping results of embryos derived from *Nanog*^*flox/flox*^ females crossed with *Nanog*^*flox/+*^*; Sox2*^*Cre*/+^ male mice. The extraembryonic regions were lysed for genotyping. Lanes 6 and 7, which have no “WT” band but have flox, Δ and *Sox2*CRE bands, correspond to homozygous *Nanog*-conditional null embryos (*Nanog*^*Δ/Δ*^). (**D**) *Nanog*-GFP (green) fluorescence, NANOG (cyan) and SOX2 (red) immunofluorescence in *Nanog*^+/−^ and *Nanog*^−/−^ embryos. The *Nanog-*GFP excised allele (details in **B**) is still responsive to signals restricting *Nanog*-GFP to the posterior region. (**E**) Representative longitudinal optical sections of *Nanog*^+/−^ and *Nanog*^−/−^ embryos. Schematic shows approximate plane of section on a notional transverse section of each embryo. NANOG (green), SOX2 (red), and TBXT (cyan) immunofluorescence showing TBXT is correctly localised to the primitive streak in SOX2+ cells.

To assess the effect of *Nanog* removal upon SOX2 expression in vivo, mouse lines carrying a *lox*P-flanked *Nanog* allele and Sox2-Cre (Hayashi et al, 2002) were intercrossed (Fig. EV10A–C). Analysis of streak-stage (E7.0–7.5) embryos showed that controls carrying Sox2-Cre but retaining one or two wild-type *Nanog* alleles excluded SOX2 from the posterior epiblast as expected (Figs. 5C, EV10D, EV11B). In contrast, Sox2-Cre^+^ gastrulation-stage embryos where *Nanog* was deleted not only retained SOX2 in the posterior epiblast (Figs. 5C,  EV10D, and 11A–D), but also showed ectopic SOX2 expression in mesoderm (Figs. 5C and EV11A,B). Only a few cells escaped *Nanog* deletion and these all expressed low SOX2 (Fig. EV11C,D). *Nanog*-deleted embryos, although slightly delayed relative to wild-type littermates (Fig. EV12A,B), showed correct morphological anteroposterior pattern, TBXT expression, and expression of Nanog-GFP from the recombined allele (Fig. EV10D,E). Thus, the posterior localisation of SOX2 does not result from a failure to form an anteroposterior axis. In summary, Nanog excludes Sox2 from the posterior epiblast and consequently, in contrast to its pre-implantation activity in preserving pluripotency, Nanog plays a key role in dismantling the restructured post-implantation pluripotency network during gastrulation.

**Figure EV11:**
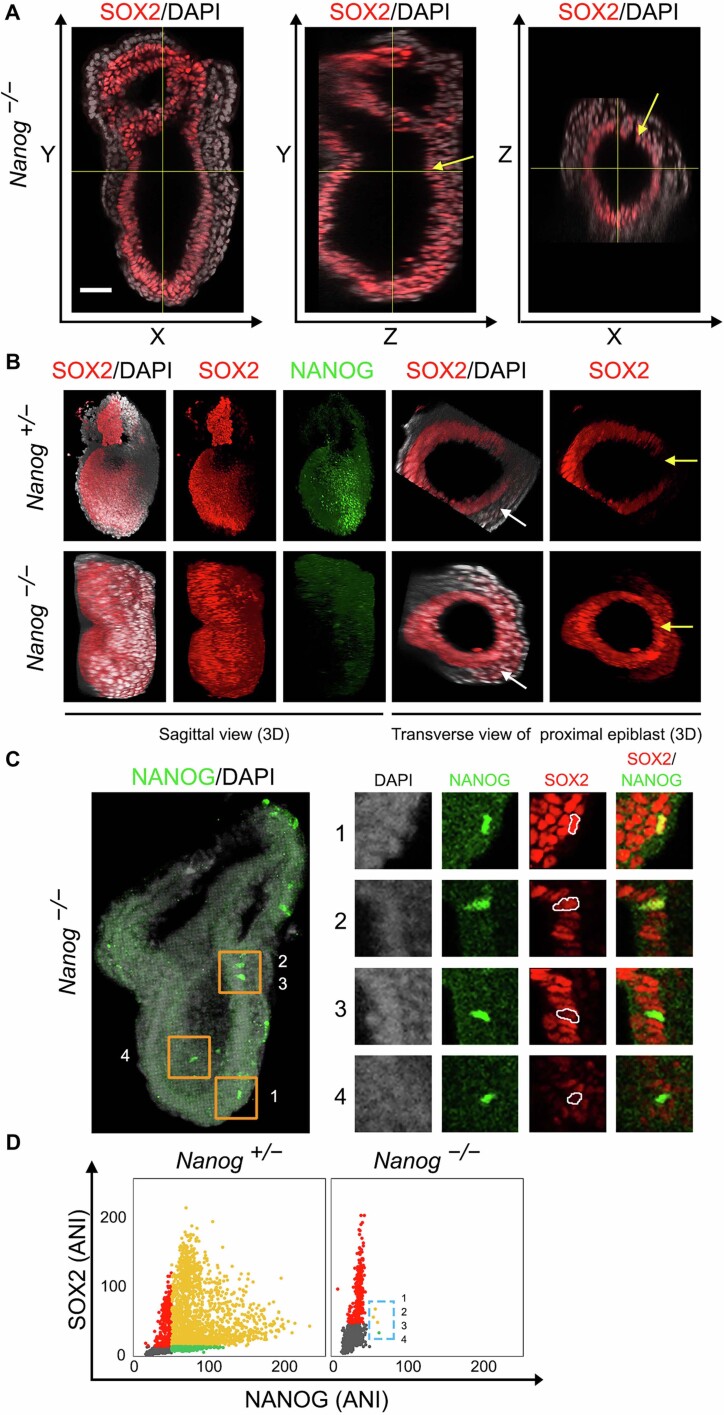
Supporting Fig. 5. (**A**) Orthogonal view of a *Nanog*^−/−^ embryo. Left, XY projection. Middle, YZ projection, approximating a sagittal section with anterior to the left. Righthand image, XZ projection, shows the posterior epiblast expressing SOX2 (yellow arrow). SOX2 = red; DAPI = grey; scale bar = 40 μm. (**B**) 3D rendering showing sagittal (left) and transverse (right) views of the *Nanog*^−/−^ embryo in (**A**) along with a *Nanog*^+/−^ embryo from the same dataset. The transverse view was generated from an equivalent cropped region of the proximal embryonic region to that shown in Fig. 5C. *Nanog*^+/−^ embryos showed no SOX2 posteriorly, whereas SOX2 was detected in the posterior epiblast (yellow arrow) and in the ingressed mesoderm (white arrow) of *Nanog*^−/−^ embryos. (**C**) Left, maximum Z projection of a segment of a second *Nanog*^−/−^ embryo containing the location of the detected Nanog-positive cells (orange boxes, numbered). Right, each NANOG+ cell is shown overlaid on SOX2 expression. (**D**) Quantitation of SOX2 (red) and NANOG (green) ANI in a representative *Nanog*^+/−^ or *Nanog*^−/−^ embryo. A total of 3 *Nanog*^+/−^ and 6 *Nanog*^−/−^ embryos were analysed. Thresholds were gated using an internal negative region. The 4 detected Nanog-positive cells (blue box, numbered in order of SOX2 ANI level) had low or negative SOX2 ANI.

**Figure EV12:**
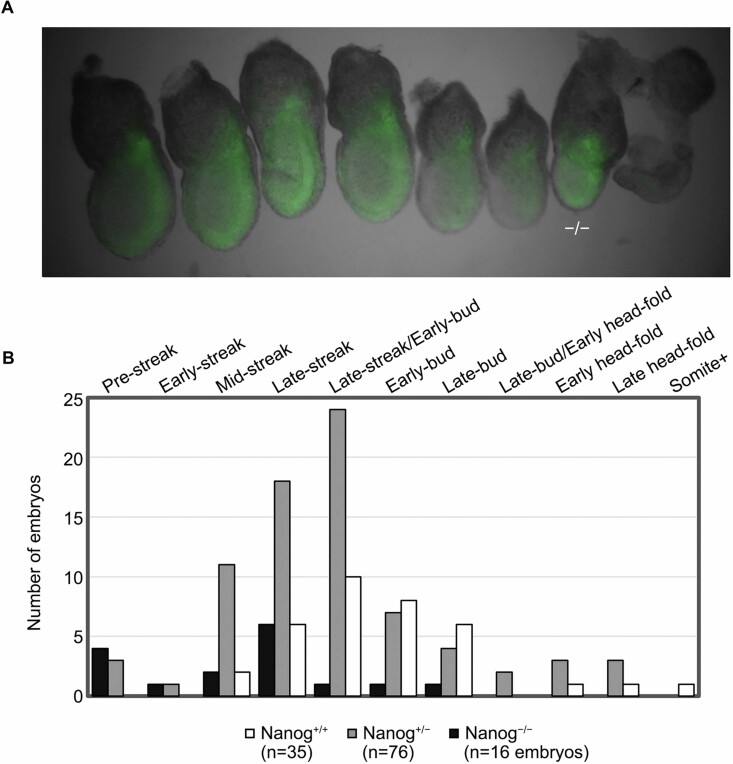
Supporting Fig. 5. (**A**) Composite bright-field and *Nanog*-GFP fluorescence images of freshly dissected embryos at E7.5. *Nanog* genotyping (see Fig. EV11A for details) results are indicated below each embryo. (**B**) *Nanog*^+/+^ (white bars), *Nanog*^+/−^ (grey bars) and *Nanog*^−/−^ KO (black bars) embryos were scored by the morphological landmarks of the Downs and Davies staging prior further analysis. The total numbers of embryos analysed across all experimental replicates for each genotype are indicated.

## Discussion

SOX2 and NANOG are core members of the pre-implantation pluripotency network. Our results show that after implantation, NANOG suppresses SOX2 to negatively regulate pluripotency. The naive and primed states feature different cytokine dependence (Tesar et al, 2007), enhancer usage (Tesar et al, 2007; Yeom et al, 1996) and SoxB1-level dependence (Corsinotti et al, 2017). This study shows that these changes are underpinned by an altered PGRN TF architecture that includes a shift in the spectrum of NANOG and SOX2-correlated genes compared to ESCs (Festuccia et al, 2012). NANOG- and SOX2- correlated genes do not overlap with genes that are regulated by OCT4 during gastrulation, identified in a previous study (Mulas et al, 2018). Thus, although in primed pluripotent cells, expression of SOX2 and NANOG is reduced compared to naive cells, primed pluripotency does not simply represent a weakened naive PGRN. The peri-implantation “formative” pluripotent stage, equivalent to EpiLCs (Smith, 2017), is characterised by minimal NANOG levels. This suggests that continuous changes in the PGRN prepare epiblast cells to exit the naive pluripotent state, with extinction of pluripotency then being facilitated by re-expression of NANOG in a re-wired PGRN context.

Figure 5D integrates our findings with published in vivo data. Between E5.5-E6.0 NANOG is re-expressed in response to Nodal/Activin activity that restricts NANOG expression posteriorly (Camus et al, 2006; Osorno et al, 2012; Perea-Gomez et al, 2002; Sun et al, 2014; Vallier et al, 2009). Pre-gastrulation, posterior SOX2 diminishes in NANOG-positive cells and is emphatically eliminated during gastrulation (Fig. 1). Together with the demonstration that the epiblast loses pluripotency upon NANOG expression, and regains pluripotency upon SOX2 expression, this argues that NANOG exerts its effects on pluripotency not by diverting cells to mesoderm or endoderm differentiation but by inhibiting SOX2. The effect of NANOG on SOX2 transcription is rapid, leading to a 50% reduction in nascent SOX2 transcript, and over the next 24 h, SOX2 protein is reduced to near-background levels. NANOG may also negatively regulate a set of genes, either directly or indirectly, that includes *Sox3*, *Pou3f1, Otx2* and *Utf1* which initially maintain epiblast pluripotency, but later form part of an early neural programme. The protein product of *Pou3f1*, OCT6, positively regulates *Sox2* (Iwafuchi-Doi et al, 2012*;* Matsuda et al, 2017), suggesting that NANOG could downregulate SOX2 via suppression of OCT6. Our data shows that NANOG reduces *Pou3f1* transcript concurrently with *Sox2*, supporting a direct repression of SOX2 by NANOG, rather than an indirect one via OCT6 downregulation. However a later OCT6 effect that reinforces this initial downregulation cannot be ruled out. Interestingly, Mulas et al (Mulas et al, 2018) showed that loss of OCT4 function in the epiblast disrupted A–P axis orientation without abrogating SOX2-NANOG anticorrelation, indicating that OCT4 is not an essential mediator of SOX2 repression by NANOG.

A previous study (Sumi et al, 2013) showed that WNT pathway stimulation in early-gastrulation E6.5 embryos led to rapid, ubiquitous NANOG expression and complete repression of SOX2, while WNT pathway repression resulted in near-ubiquitous SOX2 and diminished NANOG expression. This suggests that WNT signalling independently positively regulates NANOG. This would be consistent with the correctly localised expression of TBXT in *Nanog*^−/−^ embryos in this study. However, the suppression of SOX2 by NANOG in the low-WNT environment of the anterior epiblast argues that NANOG mediates SOX2 suppression independently of WNT. Segregation of *Nanog*-expressing from *Sox2*-expressing cells is also seen in (Trott and Martinez Arias, 2013). Interestingly, in these experiments, the addition of the WNT pathway agonist CHIR99021 cannot maximally induce *Tbxt* nor suppress *Sox1*, in *Nanog*^−*/−*^ cells. Therefore, NANOG may facilitate optimal WNT responsiveness to prepare cells for an early lineage choice between a posterior fate (towards primitive streak differentiation) and an anterior fate (towards neural differentiation). The expression of SOX2 in the primitive streak and nascent mesoderm in *Nanog*^−/−^ embryos thus suggests that NANOG is required as part of the circuitry to ensure SOX2 shutdown as cells pass through the primitive streak.

During gastrulation, SOX2 and NANOG inhibit the differentiation of mesodermal and neural lineages, respectively (Vallier et al, 2009; Wang et al, 2012), while NANOG supports definitive endoderm differentiation (Teo et al, 2011). Therefore, the emergence of segregated domains expressing NANOG (where mesoderm and endoderm-fated cells originate) and SOX2 (corresponding to a region of neural fate) (Lawson et al, 1991) may initiate the earliest lineage decisions of the pluripotent post-implantation epiblast. Thus, the regulatory interactions described here provide key mechanistic insight into regionalised lineage restriction at gastrulation.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalogue number
**Experimental models**		
E14TG2a mESCs	Hooper et al, 1987	tg2a mESCs
Nanog-ERT2 mESCs	Festuccia et al, 2012	ESΔN-NERT mESCs
MF1 wild-type mice		MF1
129/Ola wild-type mice		129/Ola
Nanog:GFP mice	Osorno et al, 2012	TNG
Sox2:Cre mice	Hayashi et al, 2002	Sox2:Cre
Nanog flox/flox mice	Chambers et al, 2007	Nanog flox/flox
Sox2:Cre; NanogΔ/+ mice	This study	Sox2:Cre; NanogΔ/+
tgOct4 mice	Osorno et al, 2012	tgOct4
**Recombinant DNA**		
Sox2-T2A-GFP plasmid	This study	
GFP-T2A-GFP plasmid	This study	
Nanog-T2A-GFP plamid	This study	
**Antibodies**		
Oct4 antibody	Santa Cruz	N-19
NANOG antibody	eBiosciences	14-5761
SOX2 antibody	Abcam	ab92494
SOX2 antibody	Abcam	ab97959
GFP antibody	Abcam	ab38689
T/Brachyury antibody	R&D	AF2085
SOX3 antibody	Abcam	ab42471
β-Actin antibody	Abcam	ab20272
**Software**		
ImageJ/FIJI	NIH	https://fiji.sc/
Prism	GraphPad	https://www.graphpad.com/
Photoshop	Adobe	https://www.adobe.com
Cellpose	Stringer et al, 2021	http://cellpose.org
FlowJo	BD	http://flowjo.com
Farsight Toolkit	Rey-Villamizar et al, 2014	https://github.com/RoysamLab/Farsight-toolkit
**Chemicals, Enzymes**		
ActivinA	Peprotech	120-14-10UG
Chiron 99021	Stratech	B5779-APE
bFGF	Lifetech	13256029
Tamoxifen	Sigma-Aldrich	H7904-5MG
**Other**		
SP8 Confocal Microscope	Leica	
LightCycler 480 Instrument II	Roche	
Odyssey Fc	LI-COR	
Fortessa Flow Cytometer	BD Biosciences	
FACSAria II Cell Sorter	BD Biosciences	
**Oligonucleotides**		
Please refer to Dataset EV3		

### Reagents and resources

#### ESC culture

ESCs were cultured on gelatin-coated dishes in 100U/ml LIF/10% FCS/β-mercaptoethanol/GMEM (LIF/FCS) unless otherwise stated. For ESC culture adaptation to LIF/BMP or LIF/2i, media was changed to LIF (100U/ml)/BMP4 (100 ng/ml)/N2B27 (Ying et al, 2003) or LIF (100U/ml)/1 μM PD0325901/3 μM CHIR99021/N2B27 (Ying et al, 2008), respectively, and ESCs cultured for >3 passages before use.

#### ESC differentiation

For differentiation into EpiSCs, ESCs were replated on gelatin-coated dishes at 3.1 × 10^3^ cells/cm^2^ and media changed to ActivinA (20 ng/ml)/ bFGF (10 ng/ml)/N2B27 after 24 h. Cells were either analysed every 24 h or collected with Accutase (Sigma) and passaged as clumps onto fibronectin-coated dishes after 4 days. Cells for analysis are lysed directly for mRNA quantification, fixed and stained for immunofluorescence imaging, or replated in LIF/FCS at 62 cells/cm^2^ for 8 days before being stained for alkaline phosphatase activity (Sigma 86R-1KT). Cells were initially passaged 1:20 every 2 to 3 days. Stably propagating EpiSCs were maintained by passaging 1:10 every 2 to 3 days with media changes daily. ESC-derived EpiSCs were cultured on dishes pre-coated with 7.5 μg/ml fibronectin without feeders in ActivinA (20 ng/ml)/ bFGF (10 ng/ml)/N2B27 (Osorno et al, 2012) for >9 passages.

To derive EpiSCs de novo a region of E7.5 embryonic tissue was dissociated into clumps prior explanting and expanding on feeders in KOSR-containing Activin/FGF medium as described (Osorno et al, 2012). Stably propagating EpiSCs on feeders were adapted to feeder-free culture by first changing media to Activin/FGF/N2B27 for 24 h before passaging onto fibronectin-coated plates with 1:5 density of feeders for 2–3 days, followed by passaging onto fibronectin-coated plates without feeders.

Tamoxifen-induced nuclear localisation of Nanog was achieved by transiting the previously described ESΔN-NERT ESCs (Festuccia et al, 2012) to EpiLCs. Briefly, ESΔN-NERT ESCs were converted to EpiLCs by plating 2.5 × 10^4^ cells/cm^2^ onto fibronectin-coated dishes in ActivinA (20 ng/ml)/ bFGF (12 ng/ml)/KSR (1%)/N2B27 for 48 h (Hayashi et al, 2012). To induce nuclear localisation of Nanog-ERT2, EpiLCs were collected and 5 × 10^4^ cells/cm^2^ replated onto fibronectin-coated dishes in EpiLC medium. After attachment (1 h), cells were treated with 4-hydroxy-tamoxifen (4OHT) at a final concentration of 1 μM for the indicated times prior to cell lysis and RNA preparation.

For pEpiLCs and aEpiLCs differentiation, day 2 EpiLCs were cultured in KSR (1%)/N2B27 medium plus ActivinA (20 ng/ml)/CHIR (3 μM/ml) and KSR (1%)/N2B27 medium respectively. For EpiSCs colony assay, 600 cells were plated in each well of six well plate within EpiSCs medium and fixed with 4% PFA after 6 (wild-type cells) or 7 days (KH2 doxycycline-inducible cell lines) for immunostaining.

### Embryo manipulation

All mouse studies were performed under UK Home Office project licence PPL 60/4435. *M. musculus* domesticus wild-type strains were either MF1 or 129/Ola. Nanog:GFP mice were derived using TNG ESCs as described (Chambers et al, 2007; Osorno et al, 2012). Ubiquitously induced Oct4 expression was achieved using TgOct4 homozygous males crossed with either 129/Ola or Nanog:GFP as described (Osorno et al, 2012). To delete *Nanog* post-implantation, Sox2:Cre mice (Hayashi et al, 2002) were crossed with *Nanog*^flox/flox^ mice (Chambers et al, 2007) to obtain Sox2:Cre; *Nanog*^Δ/+^ males.

Mice were maintained on a 12 h light/dark cycle. E0.5 is designated as noon on the day of vaginal plugs. Embryos were dissected using standard methods (Nagy et al, 2003). Embryos were staged according to the morphological landmarks described in (Lawson and Wilson, 2025). ES, early streak; MS, mid streak; LSEB, late streak early bud transition; NP, neural plate; LNP, late neural plate; EHF, early head-fold; LHF, late head-fold. Collected E7.5 embryos were microdissected as shown in Fig. 2A,B using hand-pulled glass needles as described (Osorno et al, 2012).

To assess for regional pluripotency in NP stage E7.5 epiblasts, Nanog:GFP embryos were microdissected and explanted on feeders as described (Osorno et al, 2012). Triturated region R tissues were diluted 1:10 before explanting to account for the size difference. GFP fluorescence was imaged after 48 h, and images were analysed using Photoshop (Adobe). In brief, the boundary of each colony was outlined using the bright-field image. GFP+ foci in the corresponding GFP fluorescence image were identified using the Colour Range command, and the same settings were applied throughout the experiment. Identified foci outside the colony boundary were considered debris. Colonies with 1–2 foci were indistinguishable from debris and were excluded in this analysis. Double asterisks (**) denote *P* value < 0.05 using the G-test goodness-of-fit approximation to the *χ*^2^ distribution.

To label NP stage E7.5 epiblasts prior to microdissection, DiI (Molecular Probes) was injected into the amniotic cavity using micropipettes as described (Wilson and Beddington, 1996). To prevent inadvertent contact between the DiI-loaded micropipette and embryonic endoderm/mesoderm, the micropipette was inserted via the extraembryonic region through the amnion into the amniotic cavity. Remaining unbound DiI was diluted below detectable levels upon microdissection in excess media.

To electroporate NP stage E7.5 embryos, plasmids expressing GFP or Sox2-T2A-GFP were prepared in PBS/0.01% Fast Green FCF dye (Sigma) at a final concentration of 1 µg/µl. DNA/dye mixtures were injected into the amniotic cavity as described for DiI injection. Embryos were placed between two parallel gold-tipped, 0.5 mm diameter electrodes (BTX Genetrode) set 5 mm apart with the posterior embryo facing the anode in PBS or M2 medium. Current was applied through in five pulses of 28 V for 30 ms each. Treated embryos were immediately transferred to static four-well dishes containing 50% rat serum and cultured in a humidified incubator at 5% CO_2_. Only embryos that showed GFP expression in the posterior side after 2–4 h culture were used.

For germ layer separation, dissected forebrain and tail regions from E8.5 embryos were incubated in trypsin/pancreatin on ice for 20 min, followed by manual dissection with forceps and a hand-pulled glass needle to separate epithelia from the underlying mesenchyme. Tissues were explanted onto feeders as described above.

To delete *Nanog* post implantation, Sox2:Cre; *Nanog*^Δ/+^ males were mated with *Nanog*^flox/flox^ females and Sox2:Cre; *Nanog*^Δ/Δ^ post-implantation embryos collected at E7.5 for analysis. *Nanog*^flox/flox^ mice were derived using the *Nanog*-conditional vector described (Chambers et al, 2007). Ear notches from juvenile mice or embryonic yolk sacs were incubated with lysis buffer containing 0.45% (v/v) Tween 20, 0.45% (v/v) NP40 and 0.5 mg/ml Proteinase K (Sigma, P2308) at 56 °C (2 h). Proteinase K was then heat-inactivated at 95 °C (10 min). After centrifugation, 5 µl of lysate was used directly for genotyping using the primers listed in Dataset EV3. PCRs were performed with Taq Polymerase (Qiagen 201205) in a final volume of 30 µl. PCR products were separated on 2% TBE agarose gels and visualised via Ethidium Bromide staining.

### Teratocarcinoma induction

Kidney capsule grafts were performed as described (Osorno et al, 2012) (Tam, 1990) except that 129/Ola mice were used. Two pieces of region 1, one piece of region R or 5 × 10^6^ EpiSCs were transferred per mouse. Mice were sacrificed 4 weeks post-engraftment. Histological staining on kidney sections was performed as described (Osorno et al, 2012). Morula aggregations (Nagy et al, 2003), blastocyst injections and embryo transfer were performed using standard procedures.

### Immunohistochemistry

Embryos and cells were stained as described (Osorno et al, 2012). Embryo sectioning and cryo-section staining were performed as described. DAPI-stained E3.5 to E5.5 embryos were mounted in PBS for imaging, whereas E6.5 to E7.75 embryos were incubated through a methanol/PBS series of 30%, 50%, 80% and twice in 100% methanol before mounting in a 1:2 (v/v) mix of benzyl-alcohol:benzyl-benzoate (BABB) clearing solution prior to imaging. Zona pellucidae of stained E3.5 blastocysts were removed with acidic Tyrode’s solution (Sigma) immediately before imaging. Embryos were imaged using the TCS SP8 inverted confocal microscope (Leica) equipped with HCX IRAPO L ×25/0.95 W (E3.5 to E5.5 embryos) or HC PL APO ×20/0.70 IMM (E6.5 to E7.75 embryos) objectives. For high-resolution (hi-res) imaging of Nanog electroporated embryos, stained embryos were cleared using CUBIC (Susaki et al, 2015). Embryos were immobilised in a sagittal orientation between two rectangular glass coverslips (Brand BR470820) in a chamber made using two layers of 0.12-mm-thick SecureSeal imaging spacers (Sigma GBL654008) before imaged with a ×25 objective in overlapping (15%) tiles and merged. Anteroposterior (sagittal) positioning of cleared, DAPI-stained embryos on the coverslip can be visualised using a keychain UV LED light. Primary antibodies used on cells were: Sox2, 0.28 μg/mL (Abcam ab92494); Nanog, 1 μg/mL (eBioscience 14-5761); Oct4 (N-19), 0.5 μg/mL (Santa Cruz sc8628); βIII-tubulin, 0.67 μg/mL (Covant MMS-435P); GFP, 1 μg/mL (Abcam ab38689). Primary antibodies used on whole-mount embryos were: Sox2, 0.55 μg/mL (Abcam ab92494); Sox2, 5 μg/mL (Abcam ab97959), Nanog, 2.5 μg/mL (eBioscience 14-5761), Oct4 (N-19), 1 μg/mL (Santa Cruz sc8628), T/brachyury, 5 μg/mL (R&D AF2085) and Sox3, 2.5 μg/mL (Abcam ab42471). All pre-implantation embryos were stained with the monoclonal Sox2 (Abcam ab92494) antibody as the polyclonal Sox2 (Abcam ab97959) antibody can only be used in post-implantation embryos due to the presence of non-specific staining in blastocysts.

Photoshop (Adobe) was used to compile and process images.

### Immunofluorescence quantification

Collected stack images were processed as described (Osorno et al, 2012) with the following changes. Stacked 3D images were additionally corrected for scattering per channel using the following equation: corrected intensity = intensity/e ^(-k × depth)^ and using the following constants (k): 0.001 (Alexa488), 0.009 (Alexa568), 0.002 (Alexa647) and 0.014 (DAPI). Incorrectly segmented nuclei were rectified using Nucleus Editor from the Farsight toolkit (https://github.com/RoysamLab/Farsight-toolkit). To do this, 32-bit images of segmented nuclei were converted without scaling using Fiji ImageJ (http://fiji.sc/) to 16-bit for use with Nucleus Editor. Calculated average pixel intensities of 3D composite images were exported to Excel using an updated version of the Java application described previously. For high-res merged confocal stacks, cell segmentation utilised the CellPose (Pachitariu and Stringer, 2022) version 2.2.1, a deep learning framework with a pre-trained model (cyto2) for single-cell segmentation from the DAPI channel per confocal slice. Cell size was set at 35 pixels, with default parameters. After segmentation, features characterising cell morphology and protein expression were extracted using the ‘scikit-image’ Python package version 0.20.0 (van der Walt et al, 2014). Features included cell area, perimeter, eccentricity, and intensity distribution. Feature data in TSV format were then converted to flow cytometry FCS files using Text2FCS software (https://flowjo.typepad.com/the_daily_dongle/2012/10/new-build-of-text-2-fcs.html). Data were analysed using FlowJo (Tree Star) and represented in 5% or 10% contour plots showing outlier events. Quantified ANIs were gated using an internally controlled negative region per embryo (Figs. EV1D, 2, and 10B). In the analysis of *Nanog*^−/−^ embryos, the number of detected Nanog-positive cells may be an underrepresentation due to segmentation sensitivity. Data were analysed using FlowJo (Tree Star) and represented in 5% or 10% contour plots showing outlier events. Quantified ANIs were gated using an internally controlled negative region per embryo (Figs. EV1D, 2, and 10B). In the analysis of *Nanog*^−/−^ embryos, the number of detected Nanog-positive cells may be an underrepresentation due to segmentation sensitivity.

### FACS

Flow cytometry and cell sorting were performed using the Fortessa and Aria II (Becton Dickinson), respectively. Cells were resuspended in PBS/FCS (2% v/v) and stained with 0.1 µg/ml DAPI prior to FACS.

### Immunoblot analysis

Cell lysis and total protein preparation were performed as described (Gagliardi et al, 2013) except that 40 µg of total protein was analysed/lane on 10% Bolt SDS-PA gels (Novex) and transferred onto Whatman-Protran nitrocellulose membrane (Capitol Scientific). Antibody-stained membranes were analysed using the Odyssey Fc system (LI-COR Biosciences). Primary antibodies used were: Sox2, 0.11 μg/mL (Abcam ab92494); Nanog, 0.5 μg/mL (Bethyl A300-397A); β-actin, 50 ng/mL (Abcam ab20272).

### mRNA quantification by QRT-PCR

Cells were lysed directly on the culture plates and total RNA was prepared using the RNeasy mini kit (QIAGEN). 1 µg or 2 µg (cells) or 100 ng (isolated embryonic regions from pooled streak-stage embryos) total RNA per sample was reverse transcribed using SuperScript III (Invitrogen) and diluted 1:10 (cells) or 1:5 (embryonic regions). Each QRT-PCR reaction contained 3 µl diluted cDNA, 0.5 µM of each primer and LightCycler 480 SYBR Green I master mix (Roche). Reactions were performed and analysed in triplicate using LightCycler 480 II (Roche). Primers used in this study are listed in Dataset EV3. All values plotted represent mean averages between the indicated number of experimental replications.

### Nascent RNA quantification

The Click-it nascent RNA capture kit (ThermoFisher Scientific, C10365) was used to measure newly synthesised RNA. In total, 5 × 10^5^ ESΔN-NERT EpiLCs were seeded in N2B27 + 1%KSR with ActivinA (20 ng/ml) and Chiron (3 μM) medium for 15 min to allow cells to attach. Cells were then treated with 2.5 μl EU with or without 4-hydroxy-tamoxifen (4OHT) at a final concentration of 1 μM. Cells treated with 4OHT but without EU were used as negative controls. Cells were harvested after 1 h for RNA extraction. EU-labelled RNAs were purified and cDNAs synthesised according to the kit protocol. Four independent repeats of the experiment were carried out.

### Bioinformatics analysis

To find genes correlated with *Nanog* and *Sox2* expression in pEpiLC conditions, we used processed count data downloaded with the MouseGastrulationData package (Griffiths and Lun, 2024) from a study of mouse gastrulation and early organogenesis (Pijuan-Sala et al, 2019). We focused on cells denoted ‘epiblast’ from mouse embryos at stages E6.5-7.5. Using Spearman’s rank correlation, we identified gene pairs whose expression was significantly correlated with either *Nanog* or *Sox2*. We used the correlatePairs function from the scran package (Lun et al, 2016) to calculate these correlations for cells at each embryonic stage, accounting for the mouse of origin. Genes were considered significantly correlated if their Benjamini-Hochberg corrected *P* value was below 0.05. To analyse gene lists of Nanog- or Sox2-correlated genes, we used the STRING web server package (Snel et al, 2000; Szklarczyk et al, 2023). Intersections between gene lists were determined using Venny 2.1 (Oliveros, 2007–2015). Heatmap was generated using the Morpheus web interface (https://software.broadinstitute.org/morpheus/). For bulk RNA-seq analysis, samples were sent to Majorbio for library construction and sequenced using 2 × 150 bp paired-end sequencing. The clean reads were mapped to the mouse genome (GRCm38) using STAR (V2.7.9a) (Dobin et al, 2013) Raw counts for each gene were estimated using RSEM (V1.3.1) (Li and Dewey, 2011) from the aligned BAM files. Differentially expressed gene analysis was performed using edgeR (V3.36.0) (Robinson et al, 2010).

### Partial information decomposition analysis

Partial information decomposition (PID) was quantified using the Julia package InformationMeasures.jl (https://github.com/Tchanders/InformationMeasures.jl) using the “Bayesian blocks” discretisation mode (Chan et al, 2017).

### Statistical analyses

Replicates and statistical tests are described in the figure legends. Graphing and statistical analyses were performed using Excel and GraphPad Prism. No sample size estimate or blinding was performed. Samples were only omitted from the analysis, retrospectively, if a clear confounding factor was identified.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Figure EV5F Source Data

Expanded View Figures

## Data Availability

RNA**-**sequencing data have been deposited at GEO with accession number GSE276569. Figure 2A, 5B,C source confocal data have been deposited at BioImage Archive with accession number S-BIAD2129 and can be accessed at 10.6019/S-BIAD2236. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00527-9.

# Supplementary material for: NANOG is repurposed after implantation to repress Sox2 and begin pluripotency extinction
**Source:** EMBO J. 2025 Aug 18;44(19):5337–74. doi: 10.1038/s44318-025-00527-9
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Supporting Fig. 1.**

(A) Whole-mount embryo immunofluorescence showing OCT4 (cyan), SOX2 (red), NANOG (green) and DAPI (grey). Embryos were imaged by confocal microscopy and are shown as maximum Z-stack projections. Scale bars represent 20  $\mu\text{m}$ . (B) Quantitation of SOX2/OCT4 and SOX2/NANOG immunofluorescence; number of embryos (brackets) and cells analysed (top right of righthand plot) are indicated. Gates were set based on the background fluorescence levels in the negative regions (see Fig. EV1D for example) per embryo. Quantified ANIs are represented in a 5% contour plot showing all events. (C) Pearson's correlation coefficients (PMCC,  $r^2$ ) were calculated between SOX2 and NANOG ANI distributions at E4.5 ( $n = 8$ ) and E6.5 ( $n = 7$ ). (D) Regions cropped for whole-mount immunofluorescence quantification of E3.5–5.5 and E7.5–7.75. A separate internal negative region (0') was used for OCT4 ANI quantification at E3.5. Whole embryo images were quantified for E3.5 to E5.5 embryos, embryonic regions E were quantified for E6.5 to E7.75 embryos. A superficial z-slice was included to show lateral cells in E7.5 embryos (inset).

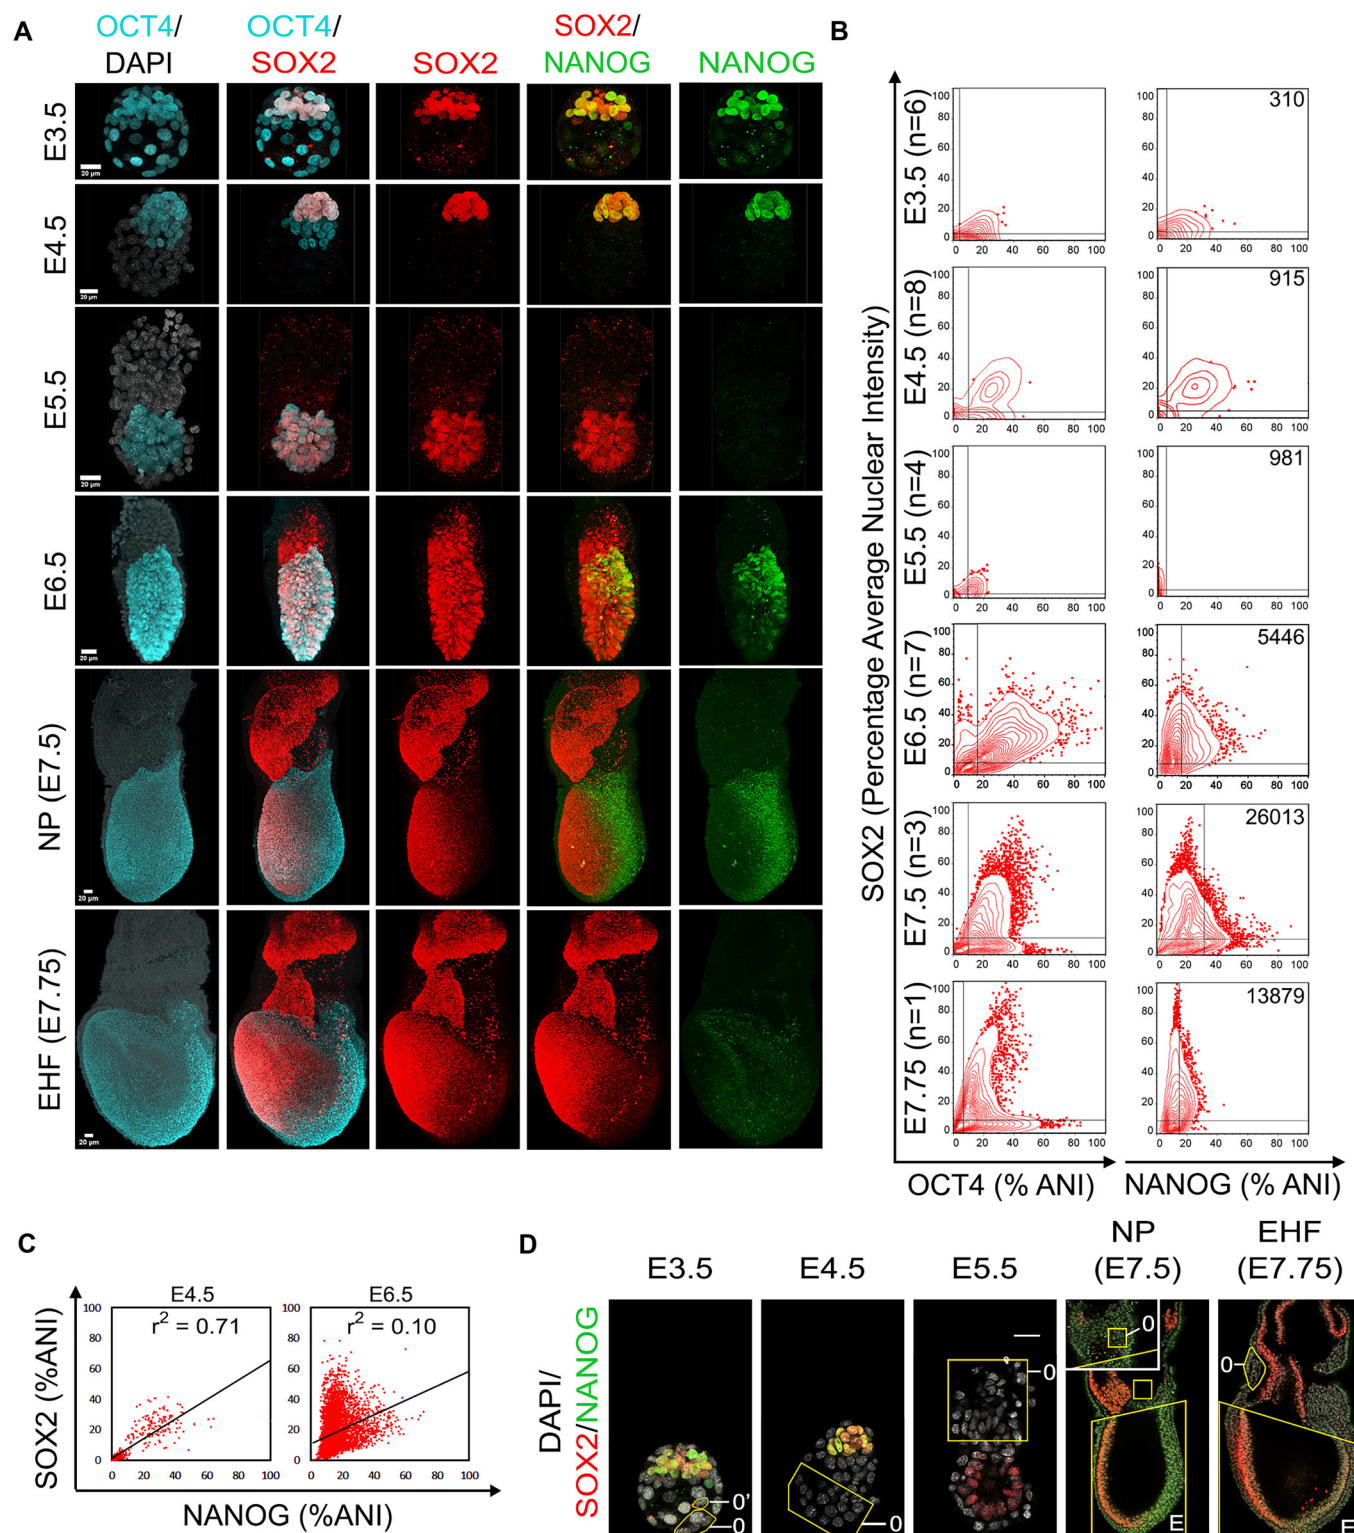

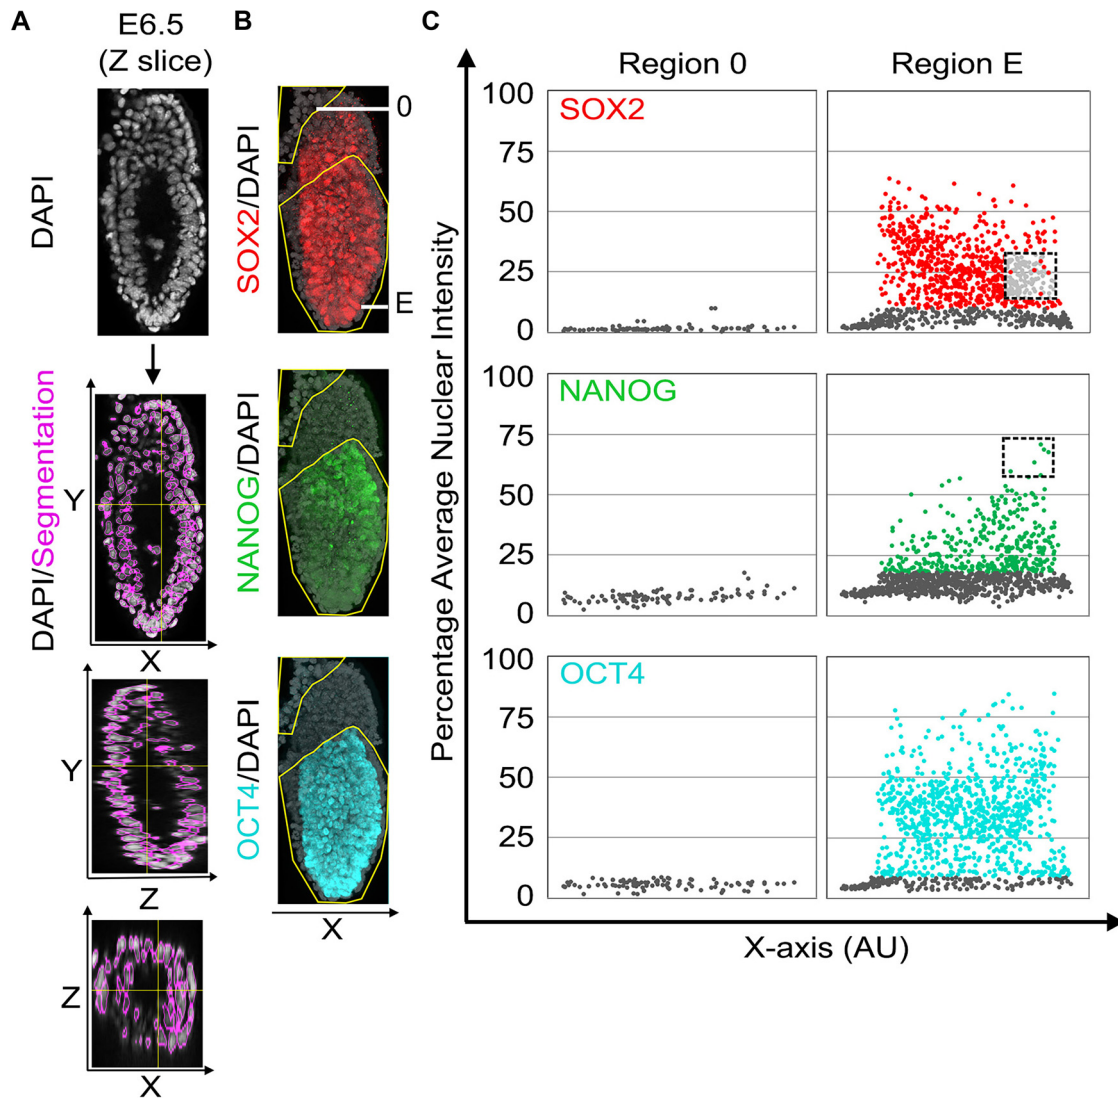

**Figure EV2. Supporting Fig. 1.**

(A) Workflow to quantify immunofluorescence per nucleus. The outline of each segment is shown (magenta). Orthogonal sections from a confocal Z-stack showing nucleus segmentation in three dimensions. (B) Regions cropped for whole-mount immunofluorescence quantification are shown by yellow outlines. An internal negative control region marked 0 was used to set gates for each embryo. (C) Average immunofluorescence signals from the three different channels shown in (B) were quantified by normalising to the nuclear volume to determine the average nuclear intensity (ANI) for each nucleus. ANIs were normalised to the maximal ANI per channel observed in all the embryos in the dataset shown in Fig. EV1A,B. ANIs from regions 0 and E are plotted along the x axis; the horizontal width of the corresponding images in (B). Nuclei in region E with ANI less than or equal to the maximum level observed in region 0 were considered negative (dark grey dots). Cells with the highest NANOG ANI (dashed black box in Nanog plot) in the proximal territory were assessed for SOX2, and the corresponding Sox2 ANI of these cells are shown (red inside dashed black box in SOX2 plot).

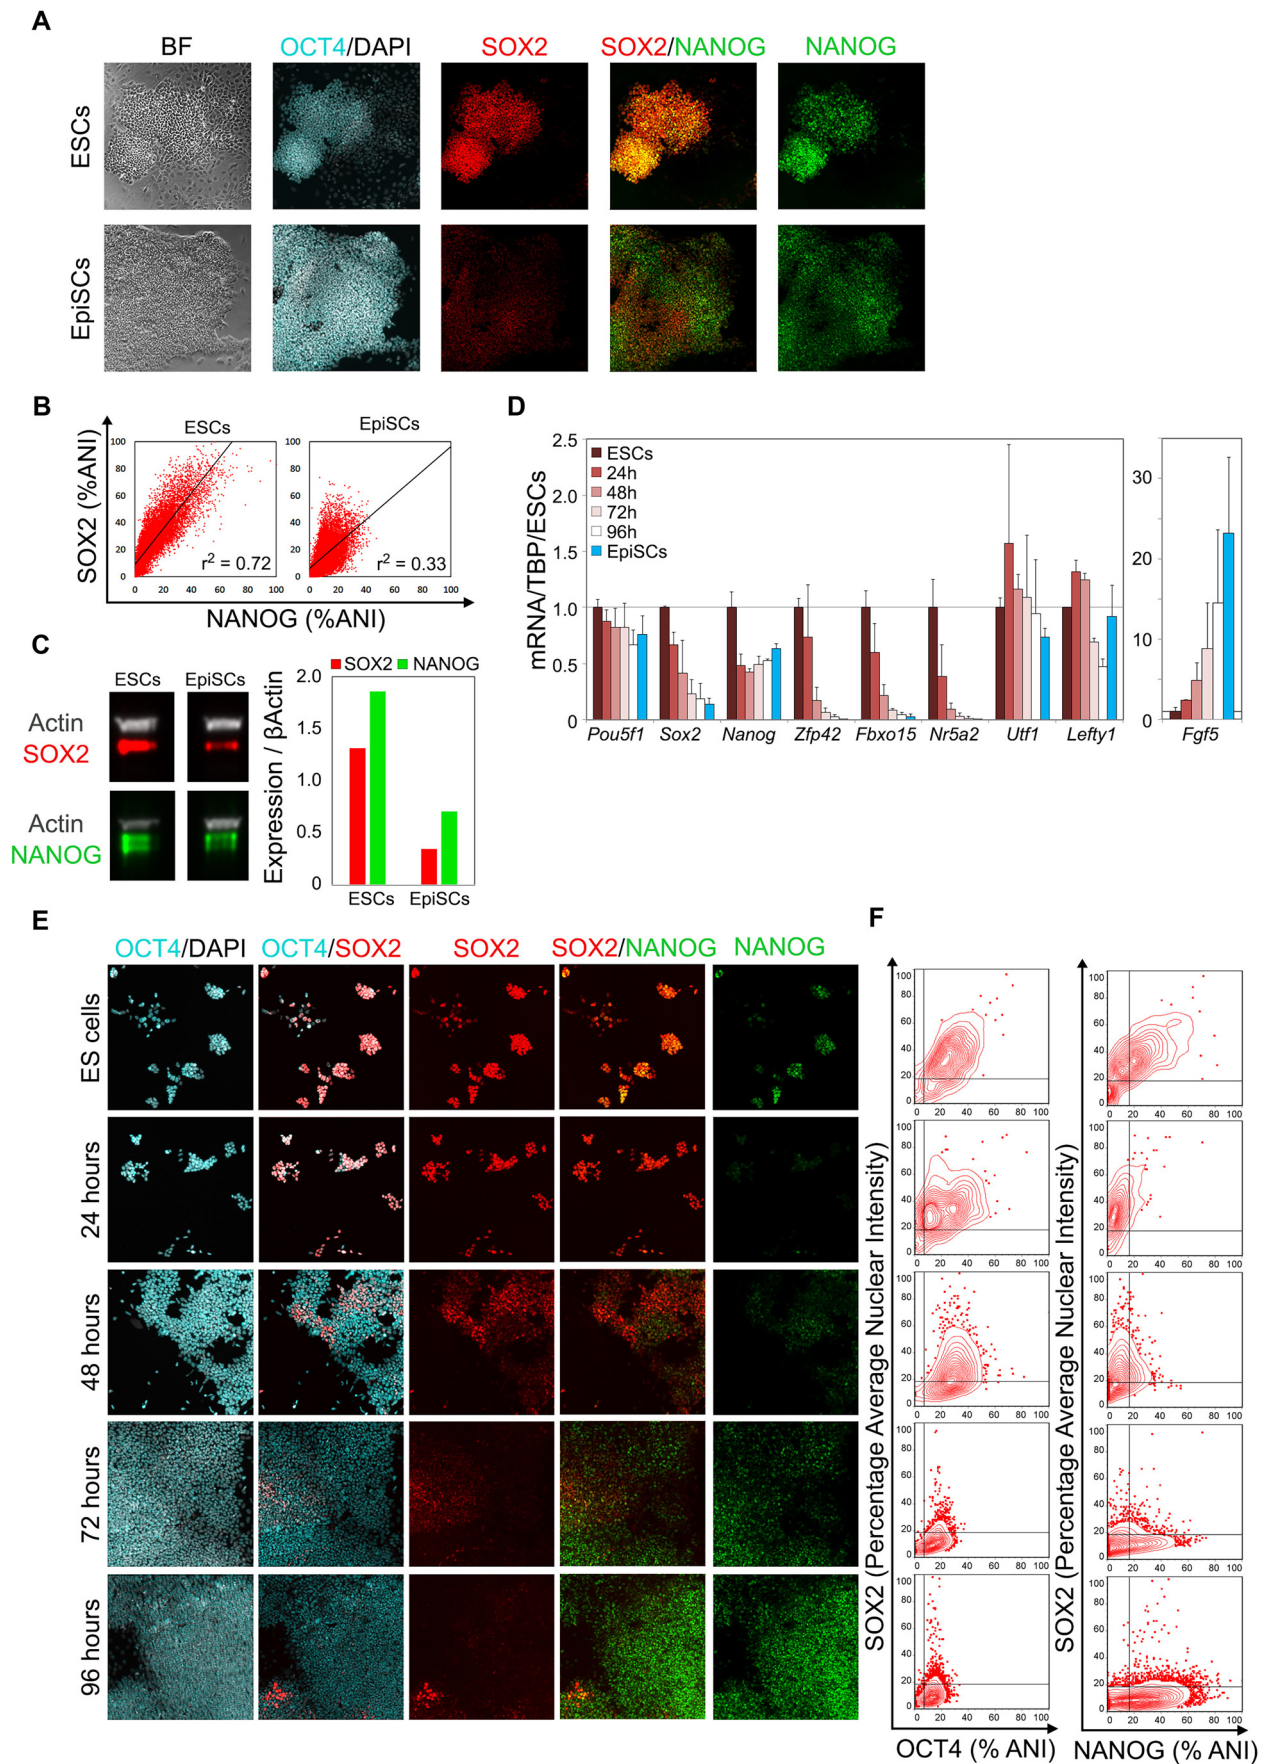

**Figure EV3. NANOG and SOX2 are partially segregated in EpiSCs.**

(A) Immunostaining for OCT4 (cyan), SOX2 (red) and NANOG (green) in E14TG2a ESCs and in EpiSCs. Nuclei were stained with DAPI (grey) (representative of  $n = 26$  fields in 2 experimental replicates). (B) PMCC, ( $r^2$ ) values were calculated between SOX2 and NANOG ANI distributions in ESCs ( $n = 13011$  cells) and EpiSCs ( $n = 9793$  cells analysed). (C) Total protein was extracted from ESCs and EpiSCs and analysed by immunoblotting for SOX2 (red), NANOG (green) and  $\beta$ -ACTIN (grey), lanes were cropped from the same blot. Right: quantification of SOX2 or NANOG band intensity relative to that of  $\beta$ -ACTIN. Shown is a representative of two independent replicate experiments. (D) Quantitative RT-PCR was performed for *Pou5f1*, *Sox2*, *Nanog*, *Zfp42* (*Rex1*), *Fbxo15*, *Nr5a2*, *Utf1*, *Lefty1* and *Fgf5* transcripts at the indicated times during the ESC to EpiSC transition. Transcript levels were normalised to TBP and plotted relative to ESC levels (black horizontal line). Error bars denote standard deviation (ESC,  $n = 3$ , 24-96 h,  $n = 2$ , EpiSC,  $n = 4$  experimental replicates). (E) Immunostaining for OCT4 (cyan), SOX2 (red) and NANOG (green) during the ESC to EpiSC transition in E14TG2a cells. Nuclei were stained with DAPI (grey). (F) ANIs of SOX2/OCT4 and SOX2/NANOG were quantified for each 24 h time-point and represented in a 5% contour plot showing all events.

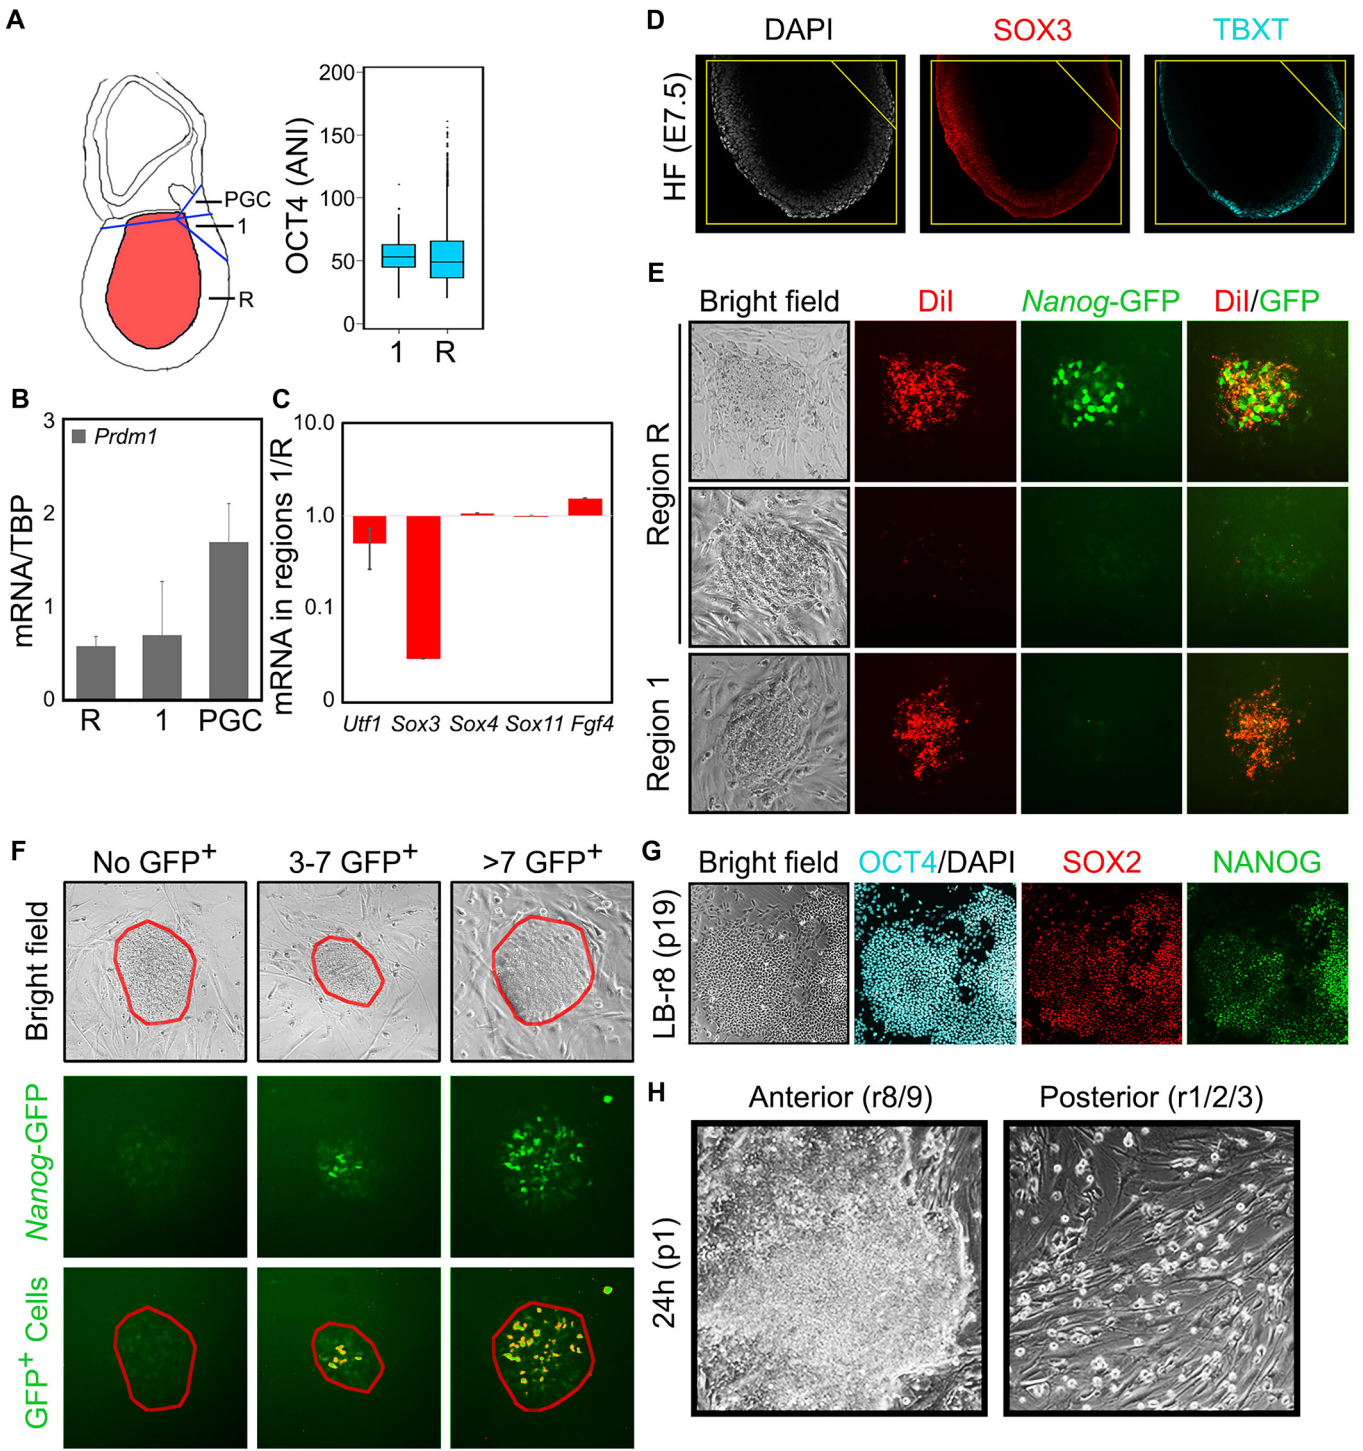

**Figure EV4. Supporting Fig. 2.**

(A) Left: Schematic diagram showing regions 1, R and 'PGC' for dissection. Red shading denotes Dil label injected into the amniotic cavity. Right: ANI distribution of OCT4 immunofluorescence in regions 1 and R of two representative embryos. Background ANI values determined using the internal negative control region 0 (Fig. EV1D) for each embryo were excluded in this plot. (B) QRT-PCR analysis of *Prdm1* (*Blimp1*) mRNA levels in regions 1, R and a PGC-containing region proximal to region 1 that includes the base of the allantois ( $n = 2$ ). Error bars = SD. (C) Quantitative RT-PCR analysis of *Utf1*, *Sox3*, *Sox4*, *Sox11*, and *Fgf4* mRNA levels in regions 1 and R from dissected E7.5 embryos. For *Utf1*,  $n = 2$ ; others,  $n = 1$ . Error bars = SD. (D) SOX3 (red) and TBXT (cyan) immunofluorescence at EHF stage. (E) *Nanog*-GFP was only observed in cells labelled with Dil after 24 h in culture (top row versus middle). Triturated region R tissue was diluted 1:10 prior to explantation; Region 1 was undiluted. (F) Colonies identified morphologically in bright field (red outline; top row) were examined for *Nanog*-GFP fluorescence (middle row). Using a constant threshold of green intensity, areas containing pixels with green intensity above this threshold were outlined (bottom row). The number of outlined areas in each outlined colony were scored and grouped into categories with no GFP<sup>+</sup>, 3–7 GFP<sup>+</sup> or more than 7 GFP<sup>+</sup> cells. Colonies with fewer than 3 GFP<sup>+</sup> cells were indistinguishable from those containing only debris and were excluded from analysis. (G) Feeder-free EpiSCs (p19) were derived from expanding explants from one single region 8 of an LB-stage embryo (LBr8.3 cells). These cells were positive for OCT4 (cyan), SOX2 (red) and NANOG (green) immunofluorescence; (grey = DAPI). (H) The morphologies of representative colonies from the indicated regions 24 h after the first passage. (I) Quantification of explanted colonies (clusters) derived from indicated embryo regions expressing GFP, SOX2 and/or NANOG in ( $n = 3$ ) electroporation experiments as depicted in Fig 2J. Numbers of total fields of view per condition are indicated.

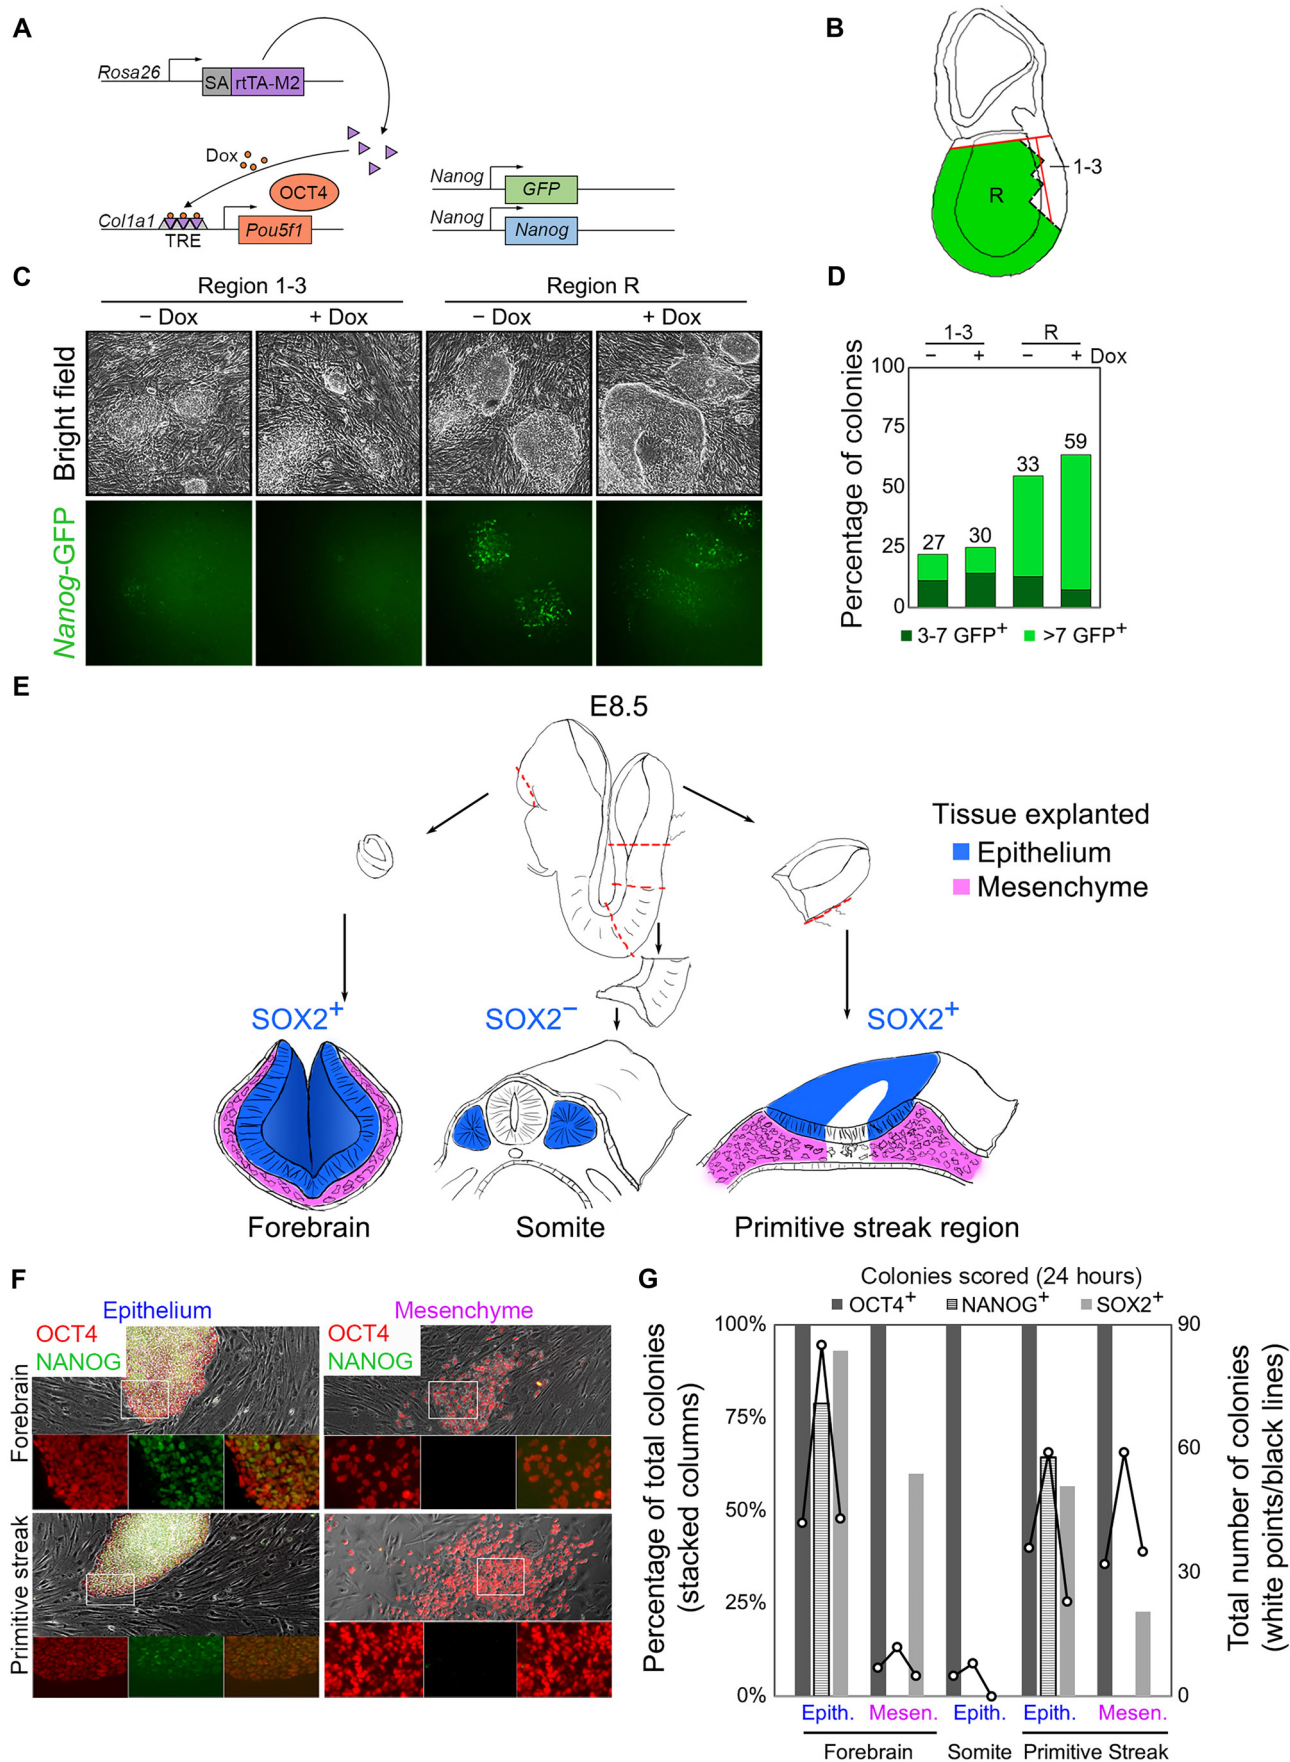

◀ **Figure EV5. Enforced OCT4 expression does not restore pluripotency to posterior epiblast.**

(A) The doxycycline (Dox)-inducible OCT4 system. Ectopic *Pou5f1*/OCT4 expression is under the control of a tetracycline response element (TRE) in a transgene targeted to the *Col1a1* locus. The reverse tetracycline transactivator (rtTA) is constitutively expressed from the *Rosa26* locus after a splice acceptor (SA). One endogenous allele of *Nanog* coding sequence is replaced with GFP open reading frame (ORF). (B) Posterior (regions 1–3) and remainder (R) epiblast were explanted. Green domain is the pluripotent domain identified in Fig. 2F. (C) Representative GFP fluorescence images of explants at 24 h +/- Dox from regions 1–3 or region R. (D) Colony quantitation based on GFP expression level (Fig. EV4F). Total colony numbers analysed in 3 experimental replicates are indicated above each bar. (E) Forebrain, somites and primitive streak regions were dissected from 4 independent E8.5 somite-stage embryos (red dashed lines). The epithelium (blue) and mesenchyme (magenta) layers were separated in forebrain and primitive streak regions; in the somite region only the epithelial somites were explanted. (F) Immunofluorescence analysis of forebrain and primitive streak explants for OCT4 (red) and NANOG (green). Bright-field and immunofluorescence images are overlaid to show expression in explanted cells. (G) Colonies from each explant were scored for the presence of OCT4, NANOG or SOX2-expressing cells and are displayed as percentages of total colonies (stacked columns). The total colony number (sum of 2 experiments) is plotted on a secondary axis (black lines with white points). Source data are available online for this figure.

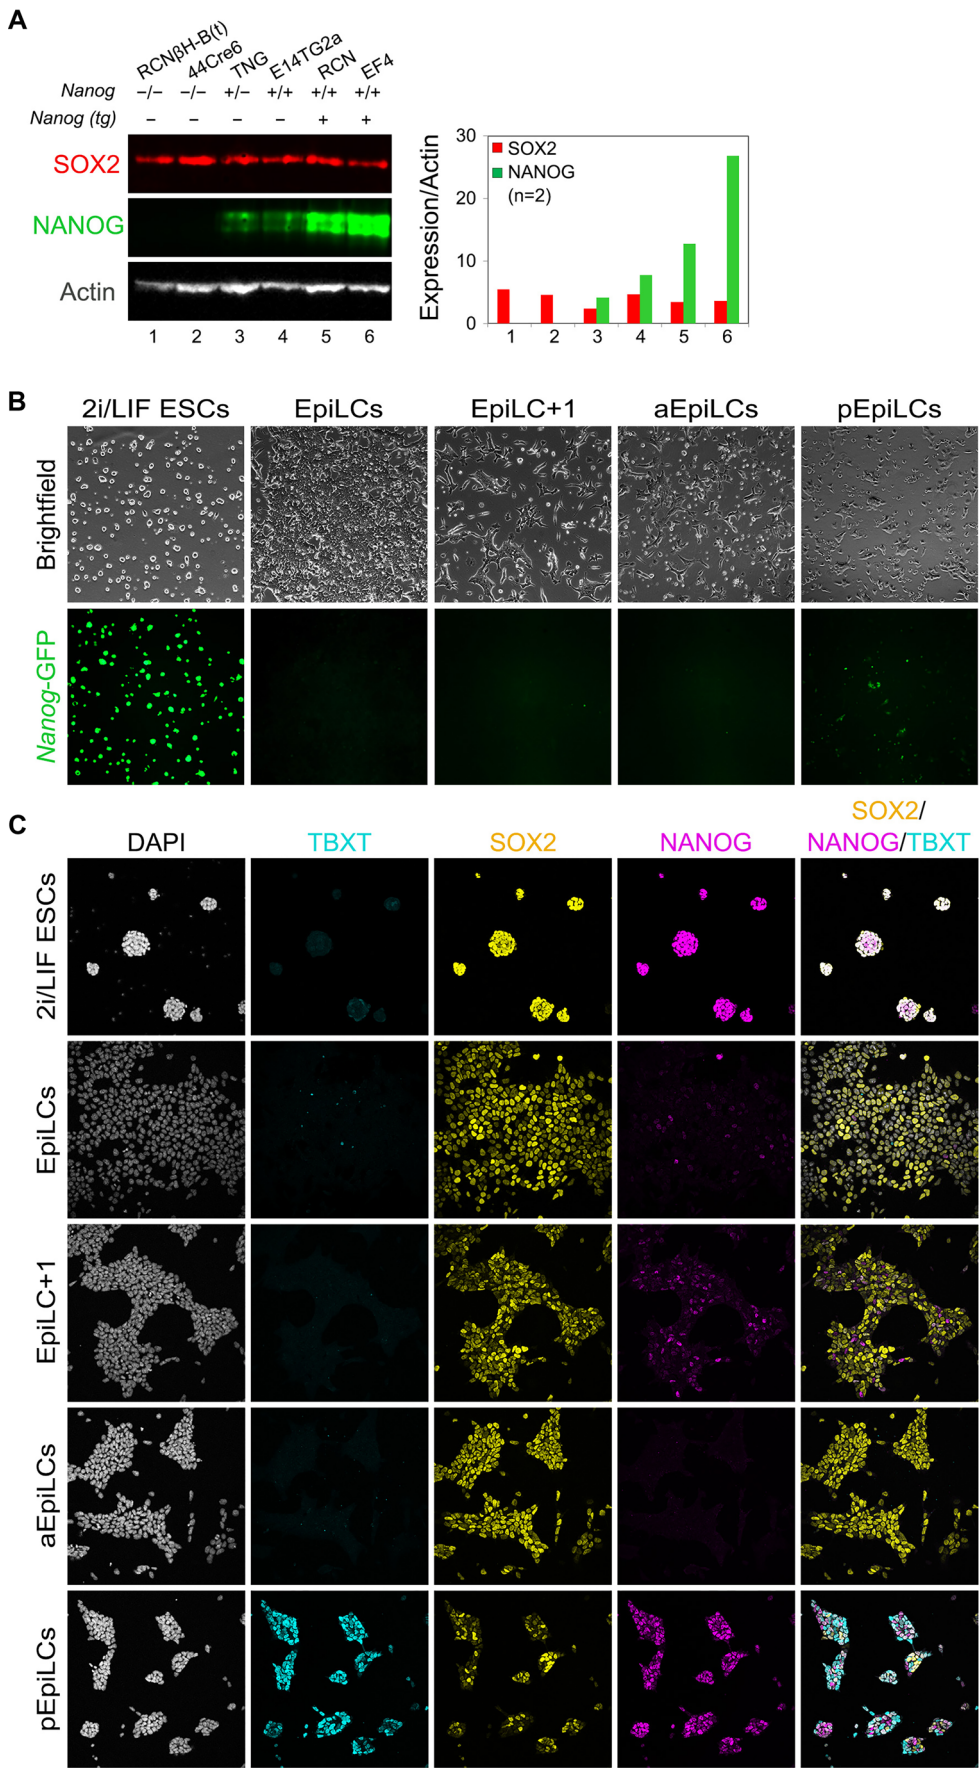

**Figure EV6. Supporting Fig. 3.**

(A) Left, immunoblot analysis of SOX2 (red), NANOG (green) and  $\beta$ -ACTIN (grey) in ESCs overexpressing NANOG (EF4 and RCN), *Nanog*<sup>+/+</sup> (E14TG2a), *Nanog*<sup>+/-</sup> (TNG) and *Nanog*<sup>-/-</sup> (44Cre6 and RCN $\beta$ H-(t)) ESCs. Right, quantification of SOX2 (red) or NANOG (green) band intensity relative to that of  $\beta$ -ACTIN. Shown is a representative of two independent replicate experiments. (B) Morphology and GFP expression of *Nanog*-GFP cells in the indicated states (see Fig. 3A). (C) Immunofluorescence of NANOG (magenta), SOX2 (yellow) and TBXT (cyan) in E14Tg2a cells in the indicated states (see Fig. 3A).

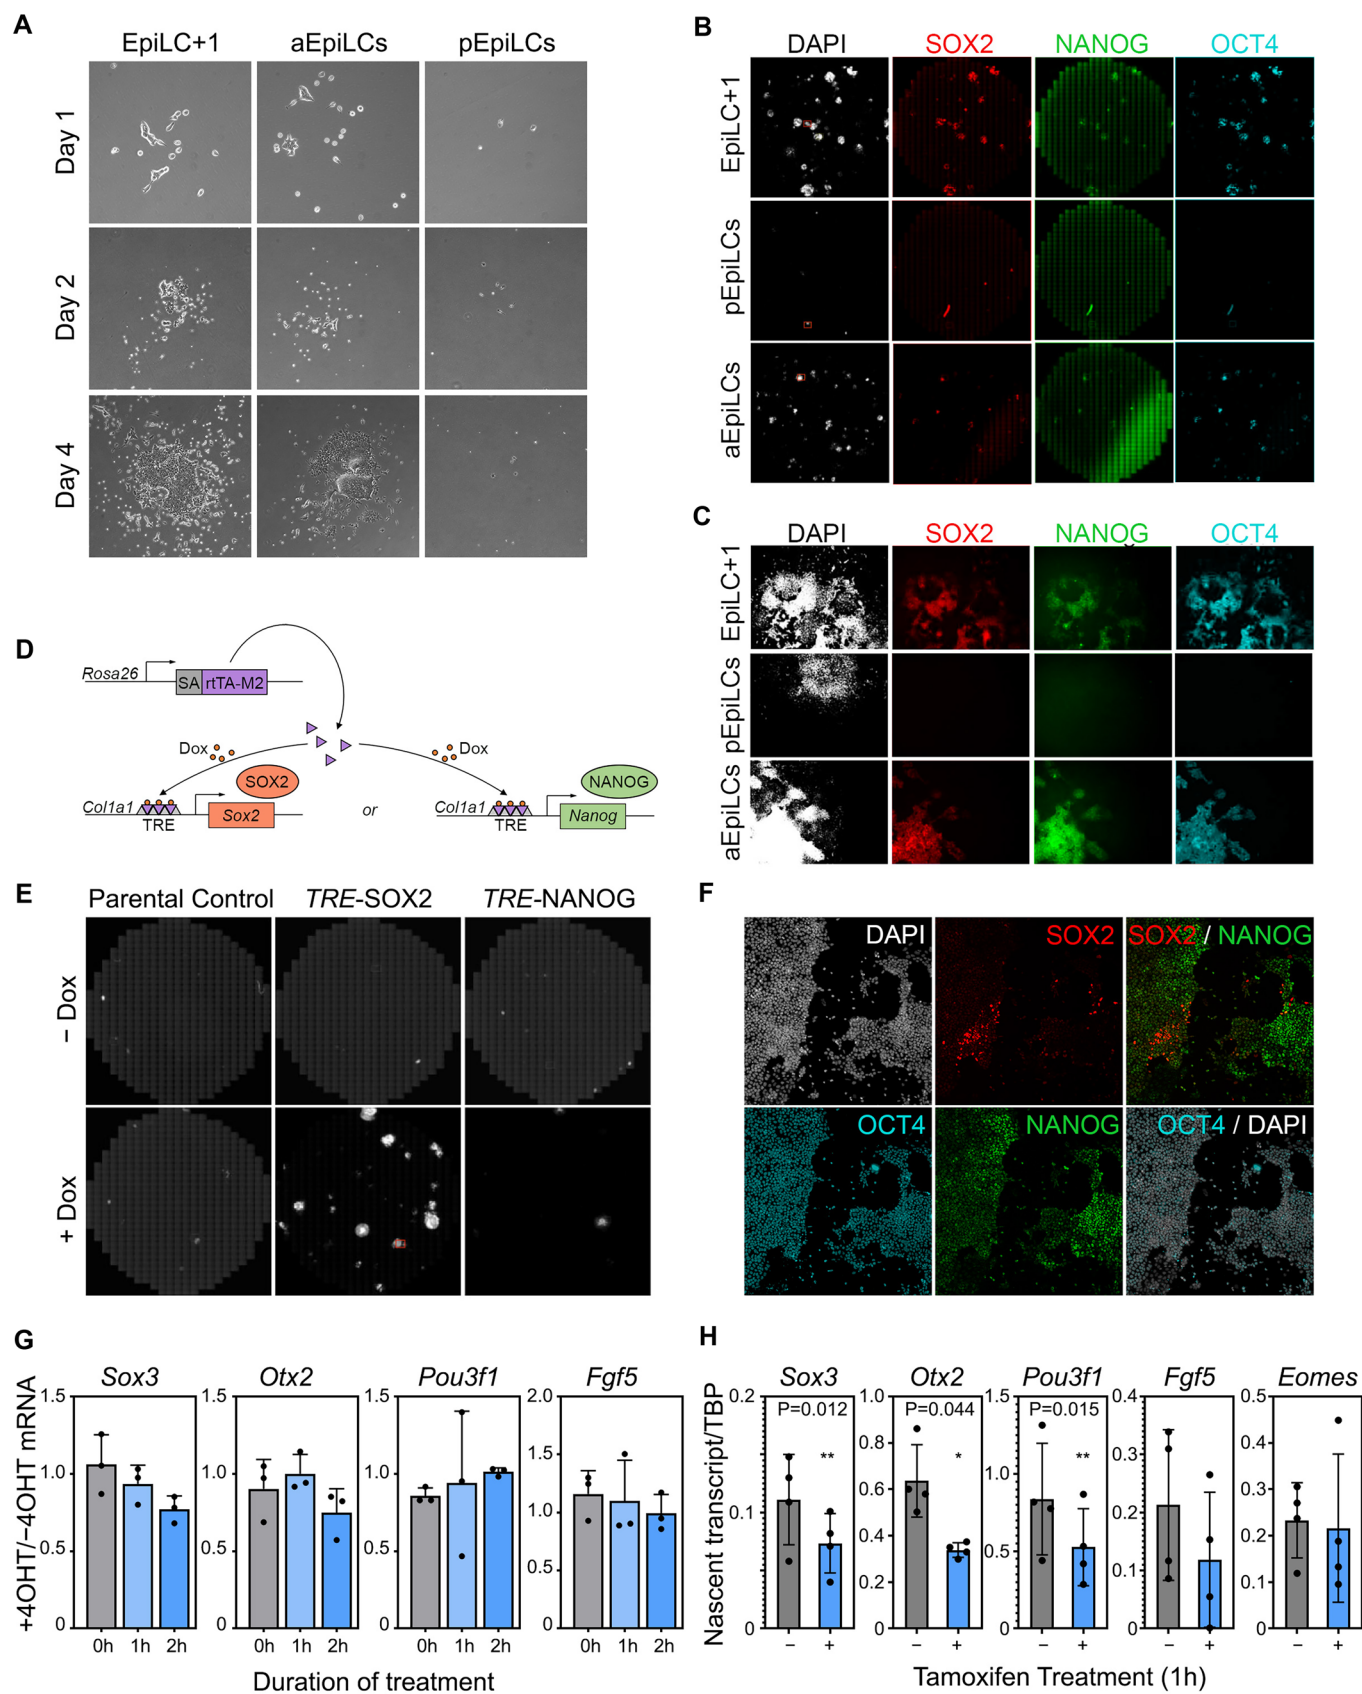

**Figure EV7. Supporting Fig. 3.**

(A) Typical colony morphologies during the EpiSCs colony-forming assay seeded from the three indicated starter populations (see Fig. 3A). (B) Immunofluorescence of SOX2, OCT4 and NANOG at day 7 of the EpiSC colony-forming assay showing a representative plate-scanned area of 9.62 cm<sup>2</sup>. (C) High magnification view of the fields indicated by red squares in (B), showing SOX2 (red), OCT4 (cyan) and NANOG (green) fluorescence channels. (D) The doxycycline (Dox)-inducible SOX2 or NANOG system. Ectopic SOX2 or NANOG expression is achieved after recombination-mediated cassette exchange (RMCE) of a cargo vector was achieved in parental KH2 cells to deliver *Sox2* or *Nanog* sequences under the control of a tetracycline response element (TRE) in the *Col1a1* locus. The reverse tetracycline transactivator (rtTA) is constitutively expressed from the *Rosa26* locus after a splice acceptor (SA). (E) DAPI staining at day 8 of the EpiSCs colony-forming assay (see Fig. 3D) showing a representative area of 9.62 cm<sup>2</sup> for the indicated cell line without (–) or with (+) doxycycline. (F) High magnification view of the field indicated by a red square in (E), showing SOX2 (red), OCT4 (cyan) and NANOG (green) fluorescence channels. (G, H) Quantitative RT-PCR of *Sox3*, *Otx2*, *Pou3f1* and *Fgf5* total mRNA (G) or *Sox3*, *Otx2*, *Pou3f1*, *Fgf5* and *Eomes* nascent transcript (H) expression in *Nanog*<sup>–/–</sup>; CAG<sup>NanogERT2-IRES-puro</sup> (NERT) EpiLCs treated with pEpiLC medium containing (+) or without (–) tamoxifen for the indicated hours. Expression levels are normalised to TBP (H) and the –4OHT control (G); values are means ± s.d.; points show values for three independent biological replicates.

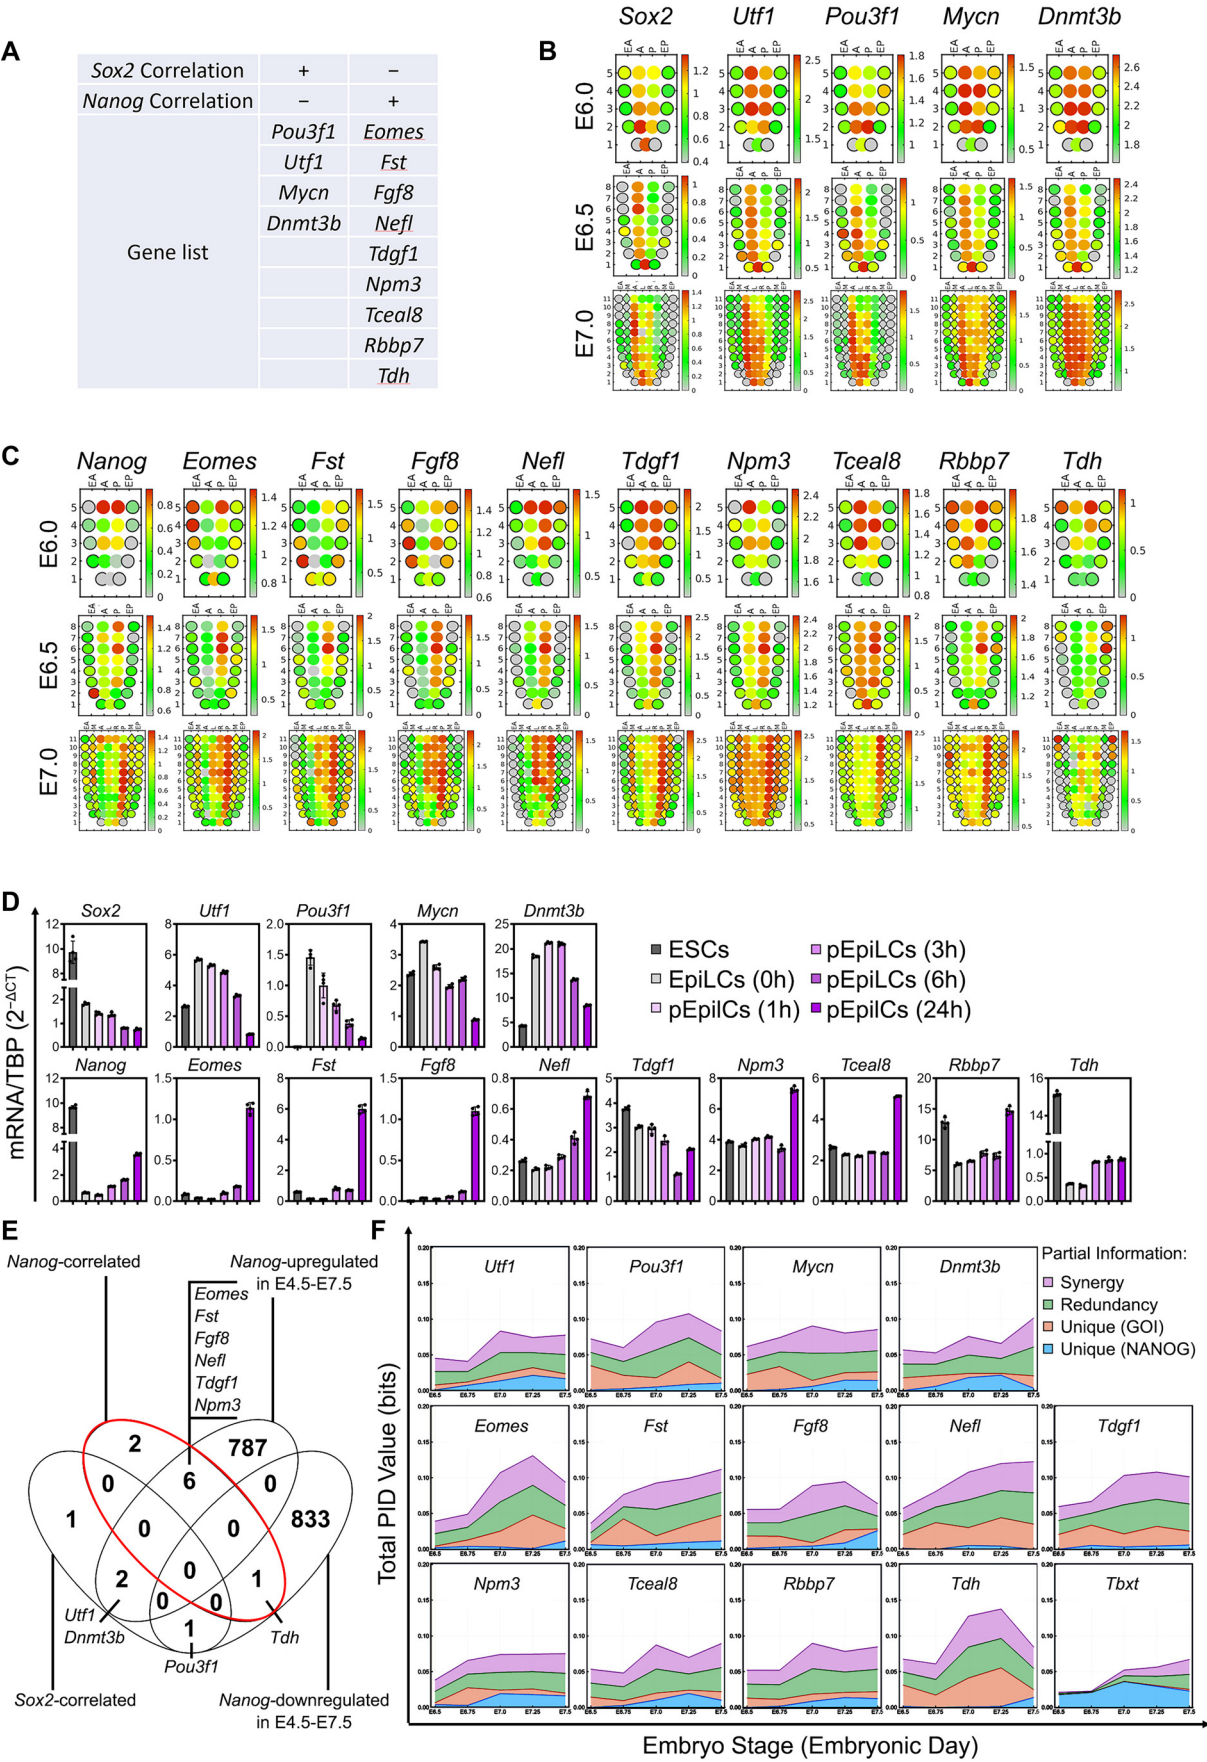

**Figure EV8. Supporting Fig. 4.**

(A) Genes that show consistent opposite correlation between *Sox2* and *Nanog* across more than 1 stage of mouse embryos from E6.5 to E7.5; see also Dataset EV2 Genes that are positively correlated with *Sox2* and negatively with *Nanog* are denoted *Sox2*-correlated genes. Conversely, the opposite set of genes are *Nanog*-correlated genes. (B, C) Spatial transcriptomic 'corn' plots (of *Sox2* and *Sox2*-correlated genes (B) or *Nanog* and *Nanog*-correlated genes (C) from E6.0 to E7.0. Each dot represents the laser-captured microdissected section of the mouse embryo. Red is high expression and green is undetected expression. Corn plots were generated using the scGastrulation web portal as described in (Wang et al, 2023). (D) Quantitative RT-PCR of *Sox2*, *Nanog* and their respective-correlated genes in 2i/LIF ESCs, EpiLCs and EpiLCs cultured in pEpiLC condition for the indicated hours. Values are normalised to *Tbp* and presented as  $2^{-\Delta CT}$ . See Fig. 4B for expression normalised to EpiLCs. (E) Intersection between *Nanog*- or *Sox2*-correlated genes, and genes that change significantly upon *Nanog* overexpression between E4.5-E7.5 (Tiana et al, 2022) (F) Stacked plots of total partial information decomposition (PID) for predicting *Sox2* expression levels in mouse embryos from E6.5 to E7.5. PID values that is contributed uniquely by NANOG (blue) or the indicated *Nanog*-correlated gene-of-interest (GOI, orange) is shown along with redundant (green) or synergistic (magenta) information conferred by NANOG and the indicated GOI for each embryo stage.

**Figure EV9. Supporting Fig. 5.**

(A) A representative DAPI-stained Z-slice in a confocal stack was segmented using a machine-learned model Cellpose to generate segmented nuclear area per each Z-slice in the stack. (B–D) Example of workflow to extract Sox2 expression in Nanog-GFP or control GFP electroporated embryos with their neighbours using control GFP embryo 2. (B) A representative Z-slice near the midline of an electroporated embryo showing the expression of SOX2 (yellow), GFP (cyan), overlaid on DAPI (grey). The segmented nuclei of this embryo are plotted with its X/Y coordinates, representing the anteroposterior (A–P) and proximodistal (P–D) axes, respectively. Gates were drawn to extract the segmented nuclei in the anterior, posterior, ExE and an internal negative region. SOX2 and GFP ANI thresholds were determined using the negative region along the Z axis (corresponding to the left-right axis) to ensure the threshold captures any diffraction problems due to the thickness of the sample. (C) Segmented nuclei with high GFP ANI values were observed in the centre of the Z axis indicating anterior midline electroporation. The electroporated region is extracted to ensure that the SOX2 expression levels are comparable between GFP+ and GFP– cells. The relationship between SOX2 ANI and GFP ANI per segmented nucleus in this anteriormost region is represented in a 10% contour plot showing all events. (D) A 3D representation of the segmented nuclei in the embryonic (i.e. anterior + posterior) region plotted with GFP ANI in the vertical axis. The colour of each dot represents the detected Sox2 ANI value (top colour scale) to show that high Sox2 expression is permitted in high GFP-expressing cells without NANOG overexpression. (E) Similar contour plots showing the relationship between SOX2 and GFP ANI in another embryo electroporated with CAG-GFP in comparison to three independently electroporated embryos with CAG-Nanog::GFP.

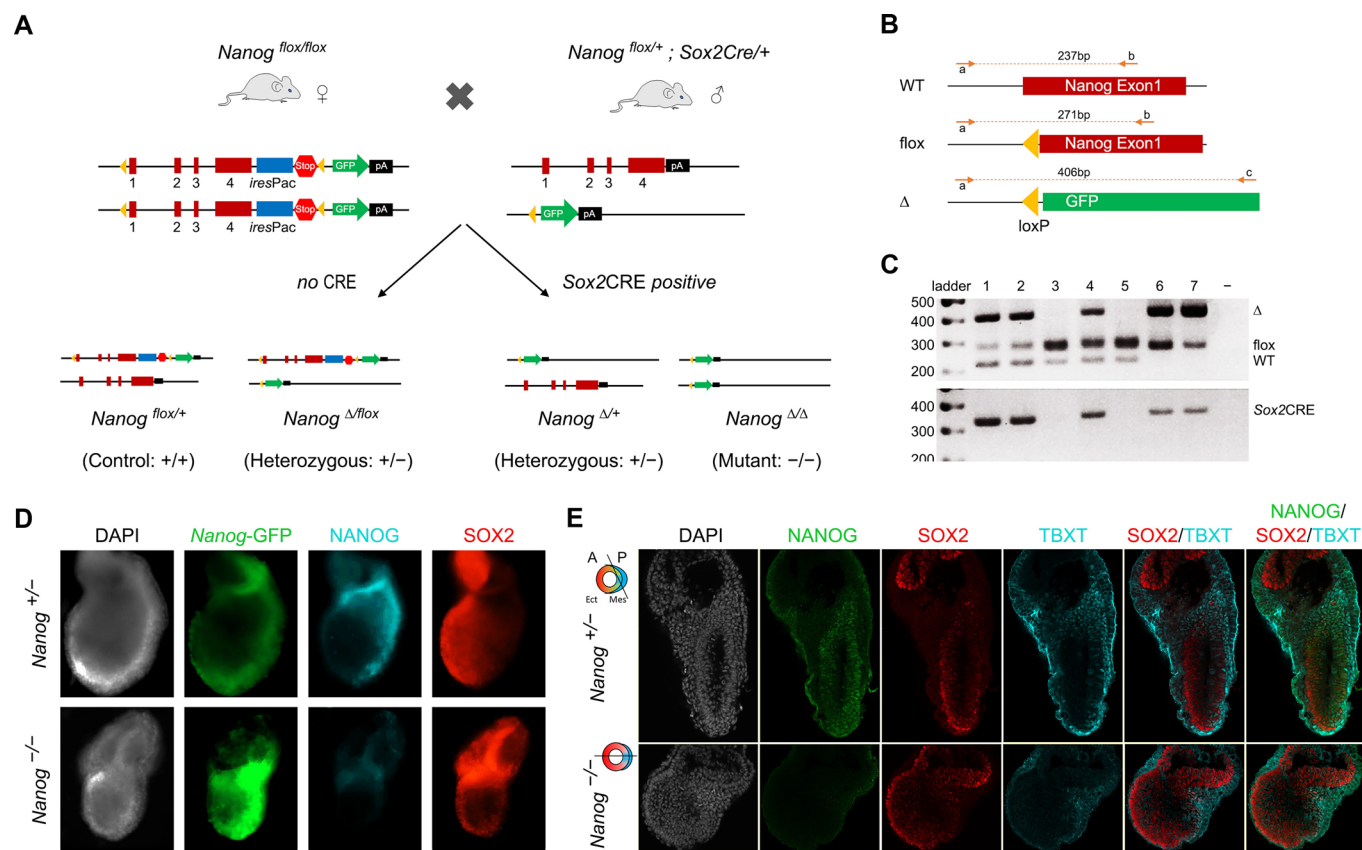

**Figure EV10. Supporting Fig. 5.**

(A) Schematic of *Nanog*-conditional knockout by Sox2CRE. *Nanog*<sup>flox/flox</sup> female mice were crossed with *Nanog*<sup>flox/+</sup>; *Sox2Cre*<sup>+/-</sup> male mice. As Sox2CRE is heterozygous, one in four offspring will be *Nanog* conditional knockout (*Nanog*<sup>Δ/Δ</sup>). (B) Genotyping strategy. Three primers, one forward primer (a) and two reverse primer (b, c) were used. "bp" denotes base pair. (C) Genotyping results of embryos derived from *Nanog*<sup>flox/flox</sup> females crossed with *Nanog*<sup>flox/+</sup>; *Sox2Cre*<sup>+/-</sup> male mice. The extraembryonic regions were lysed for genotyping. Lanes 6 and 7, which have no "WT" band but have flox, Δ and Sox2CRE bands, correspond to homozygous *Nanog*-conditional null embryos (*Nanog*<sup>Δ/Δ</sup>). (D) *Nanog*-GFP (green) fluorescence, NANOG (cyan) and SOX2 (red) immunofluorescence in *Nanog*<sup>+/-</sup> and *Nanog*<sup>-/-</sup> embryos. The *Nanog*-GFP excised allele (details in B) is still responsive to signals restricting *Nanog*-GFP to the posterior region. (E) Representative longitudinal optical sections of *Nanog*<sup>+/-</sup> and *Nanog*<sup>-/-</sup> embryos. Schematic shows approximate plane of section on a notional transverse section of each embryo. NANOG (green), SOX2 (red), and TBXT (cyan) immunofluorescence showing TBXT is correctly localised to the primitive streak in SOX2+ cells.

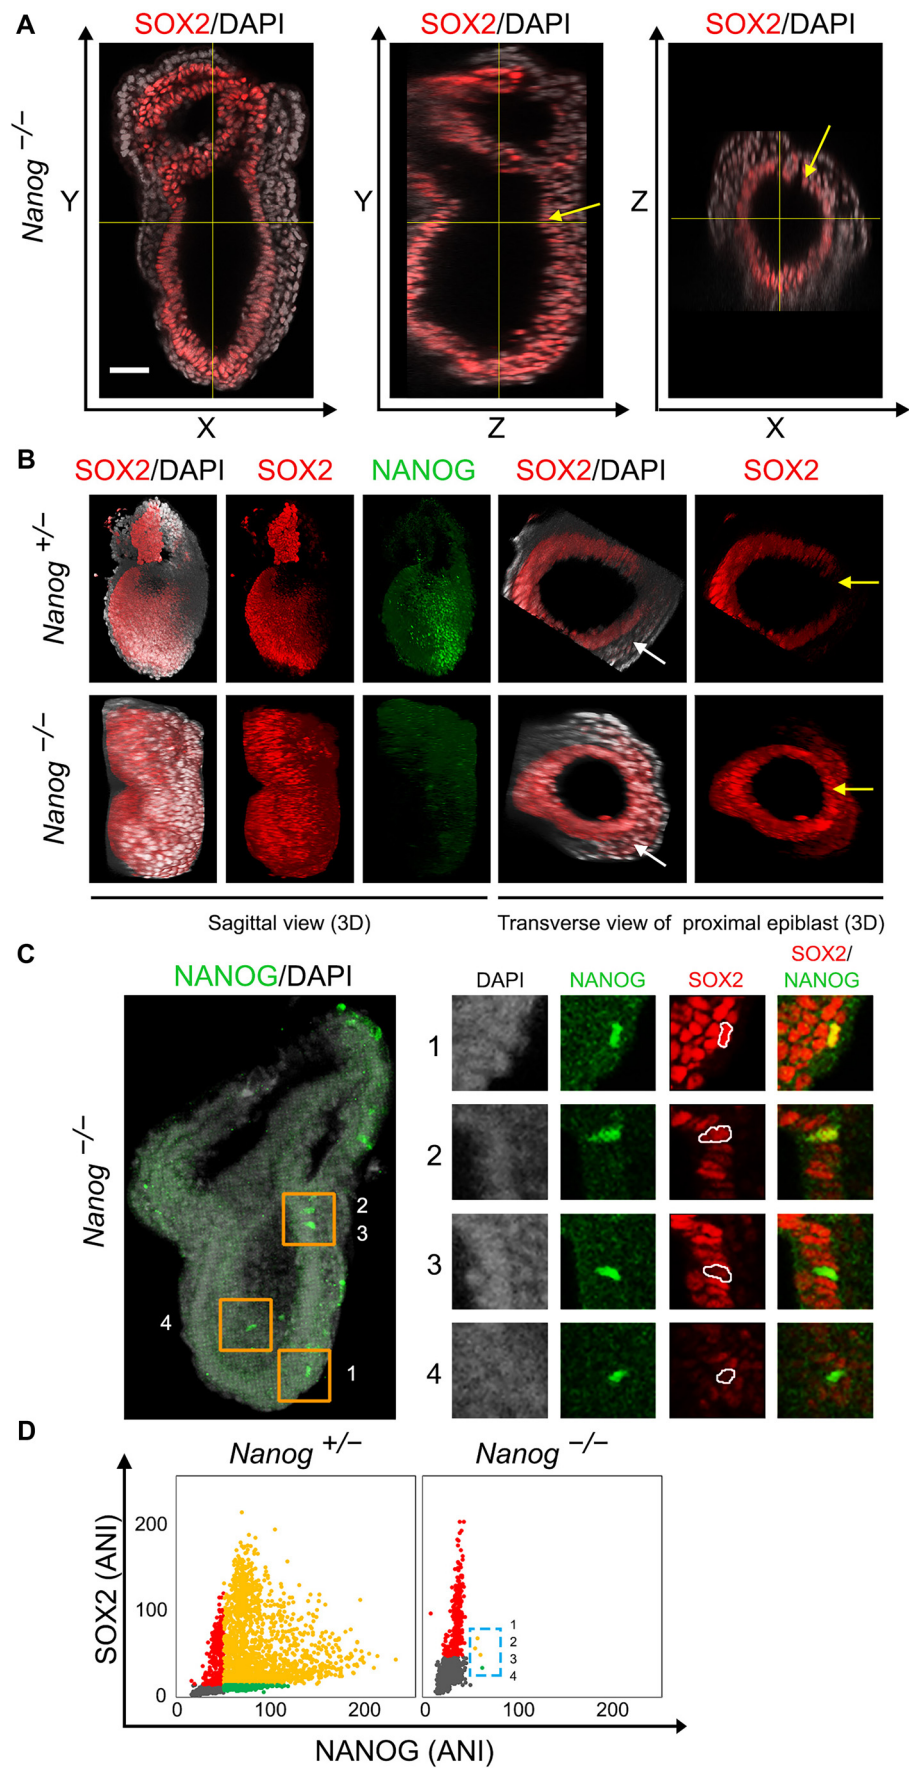

**Figure EV11. Supporting Fig. 5.**

(A) Orthogonal view of a *Nanog*<sup>-/-</sup> embryo. Left, XY projection. Middle, YZ projection, approximating a sagittal section with anterior to the left. Righthand image, XZ projection, shows the posterior epiblast expressing SOX2 (yellow arrow). SOX2 = red; DAPI = grey; scale bar = 40  $\mu$ m. (B) 3D rendering showing sagittal (left) and transverse (right) views of the *Nanog*<sup>-/-</sup> embryo in (A) along with a *Nanog*<sup>+/-</sup> embryo from the same dataset. The transverse view was generated from an equivalent cropped region of the proximal embryonic region to that shown in Fig. 5C. *Nanog*<sup>+/-</sup> embryos showed no SOX2 posteriorly, whereas SOX2 was detected in the posterior epiblast (yellow arrow) and in the ingressed mesoderm (white arrow) of *Nanog*<sup>-/-</sup> embryos. (C) Left, maximum Z projection of a segment of a second *Nanog*<sup>-/-</sup> embryo containing the location of the detected Nanog-positive cells (orange boxes, numbered). Right, each NANOG+ cell is shown overlaid on SOX2 expression. (D) Quantitation of SOX2 (red) and NANOG (green) ANI in a representative *Nanog*<sup>+/-</sup> or *Nanog*<sup>-/-</sup> embryo. A total of 3 *Nanog*<sup>+/-</sup> and 6 *Nanog*<sup>-/-</sup> embryos were analysed. Thresholds were gated using an internal negative region. The 4 detected Nanog-positive cells (blue box, numbered in order of SOX2 ANI level) had low or negative SOX2 ANI.

A

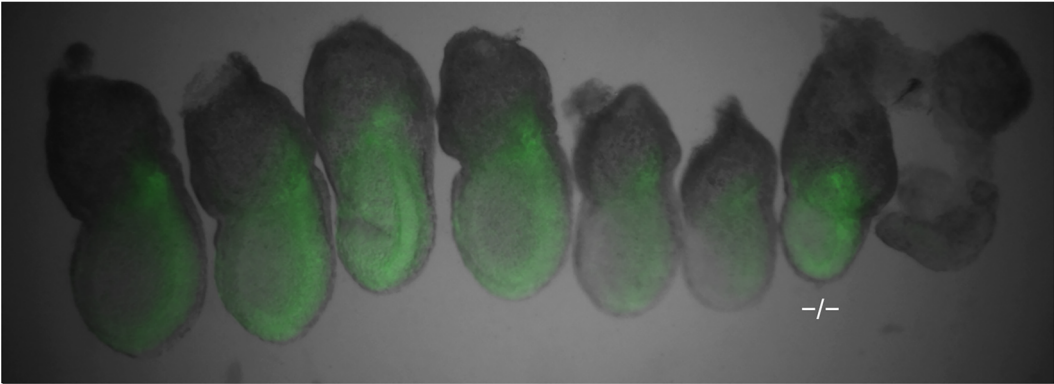

B

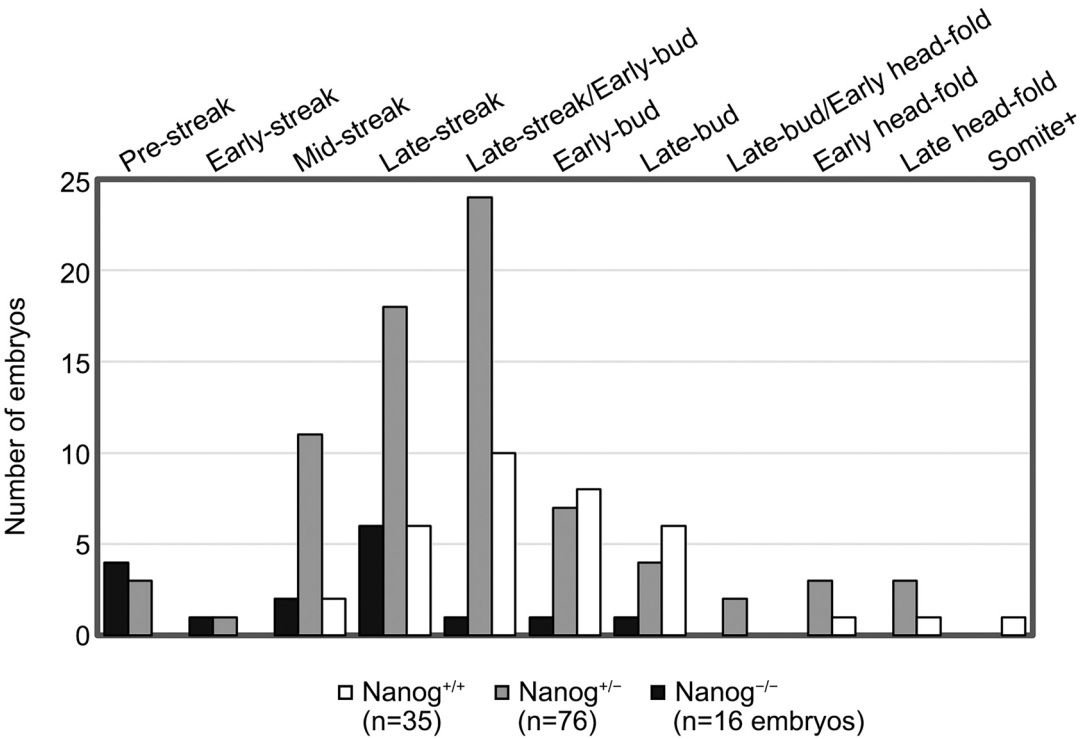

**Figure EV12. Supporting Fig. 5.**

(A) Composite bright-field and *Nanog*-GFP fluorescence images of freshly dissected embryos at E7.5. *Nanog* genotyping (see Fig. EV11A for details) results are indicated below each embryo. (B) *Nanog*<sup>+/+</sup> (white bars), *Nanog*<sup>+/-</sup> (grey bars) and *Nanog*<sup>-/-</sup> KO (black bars) embryos were scored by the morphological landmarks of the Downs and Davies staging prior further analysis. The total numbers of embryos analysed across all experimental replicates for each genotype are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

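The data are bulk RNA-seq libraries of mouse cells in 3 states, EpiLC, aEpiLC and pEpiLC, with 3 libraries per state and 9 in all. EpiLCs were cultured for 48 h from naive ESCs, and aEpiLCs and pEpiLCs for a further 24 h. The paper's methods give 1% KSR in the medium of both, and the results describe the aEpiLC medium as basal. The authors had the libraries sequenced as paired-end reads of 150 bp, mapped the reads to GRCm38 with STAR 2.7.9a and estimated counts with RSEM 1.3.1. The deposited values are RSEM's expected counts per gene symbol, without normalization, for 23453 symbols. How the reads were cleaned, which gene annotation was used and whether the libraries were stranded are not stated in the paper's text. The authors tested differential expression with edgeR 3.36.0, and the part of Dataset EV1 that was at hand names a likelihood ratio statistic. Expected counts were rounded to whole numbers. Gene identifiers and positions came from GENCODE vM21 on GRCm38, in which 22803 symbols (97.2%) matched a single gene, and a symbol without a match was used by its symbol alone.

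Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each comparison was fitted to its own 6 libraries with TMM normalization, edgeR's filterByExpr and the quasi-likelihood test (glmQLFit and glmQLFTest), since the average expression in Dataset EV1 is that of the 6 libraries compared. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1, the limits in Dataset EV1. Standard errors of log2 fold changes were derived from the fold change and its F statistic. CPM values are TMM-normalized over the 9 libraries. Total counts lay between 20560564 and 23417917 per library, with a median of 21675291, and 3 counts, the detection limit, corresponded to 0.130 to 0.143 CPM. A fold change against a state with 3 counts or fewer in each library is given as a lower bound, the mean of the other state over the highest CPM that 3 counts give. Lists of genes were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The false discovery rate was taken over 5 lists of primitive streak and mesoderm, endoderm, neural, axon and synapse, and naive pluripotency genes, which had 24, 16, 25, 28 and 15 members. The lists stand in place of the gene sets of GO terms, which are not used here. Lists of 8 abundant transcripts each of extraembryonic endoderm and of feeder fibroblasts, and of 4 genes of the Y chromosome, served to look for other cells.

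The genes named in the text are those the paper shows in Fig. 3C or labels in Fig. 4A, the Nanog- and Sox2-correlated genes, the members of the 5 lists, and the 5 genes in each direction with the largest absolute fitted log2 fold change between pEpiLC and aEpiLC. The last were taken among called genes whose libraries did not overlap between states and whose mean was at least 5 CPM. This rule, the 5 lists, the tests of the comparisons and lists and the alternatives were set before the data were examined, apart from leaving out each replicate and the replicate block for the count of genes changed in the same direction from EpiLC, which were added after seeing the data. The alternatives were RLE size factors, DESeq2, edgeR's likelihood ratio test, limma voom with sample quality weights, no filter, a filter of at least 10 counts in every library, a filter of more than 0.5 CPM in at least 2 libraries, all 9 libraries in one fit, and the replicate number as a block. Further alternatives left out each replicate in turn, took the adjusted p without a limit on fold change or the unadjusted p with it, and tested lists with fry, with a correlation estimated from the list, or after voom. Other groupings of the same libraries were fitted, all 10 for each pair of states and, for the 9 libraries, 40 groupings made of the real one and others drawn at random. The procedure was tested on simulated data in 5 simulations of 14949 genes, 200 of them changed by a log2 fold change of 2. Between 86.8% and 92.4% of the changed genes were called, with at most 11 false calls and 0 in the wrong direction, and the median fitted log2 fold change lay between 1.98 and 2.01. A shifted list of 20 genes had a camera p of at most 1.78e-20, and the lowest p of an unshifted list was 0.228. Genes were drawn independently, and no library was set apart from its replicates. The simulations thus do not test the lists with correlated genes, or either procedure with a library like pEpiLC replicate 1. Of the 13998 genes in Dataset EV1, 1999 were at hand and 1997 of them were tested here. Their log2 fold changes differed by a median of 0.000382.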

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

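Among the tests below, leaving out pEpiLC replicate 1 for the genes changed in the same direction and all counts at an unadjusted p were chosen after the result was seen.

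The first result lies in a comparison the paper does not report, that of both later states with EpiLCs. Of 14995 genes tested in both, 1127 were called in the same direction in aEpiLCs and pEpiLCs, 550 higher and 577 lower than in EpiLCs. Both comparisons share the EpiLC libraries, which alone makes their fold changes alike. In 20 simulations with no change between states, r across genes had a median of 0.51 and reached 0.53, against 0.69 in the data, and the highest number of genes called in the same direction was 0, or 21 at an unadjusted p. Genes are not independent replicates, and r was also 0.69 with pEpiLC as the shared state and 0.22 with aEpiLC, where 623 and 298 genes were called in the same direction. In the simulations at most 1 gene was called in aEpiLCs and 2 in pEpiLCs, so a count of 0 in the same direction was nearly fixed. They argue against chance spread in the shared libraries as the whole cause. What states with real but unrelated changes would give was not simulated. A difference in depth is argued against by the count of 1105 genes with all libraries thinned to the smallest total, and a bias by GC content or transcript length by the count of 1073 after these trends were taken out. These are numbers of calls and do not say whether the genes are the same. Without pEpiLC replicate 1 the count was 1159. Of 40 groupings of the 9 libraries, 1, the real grouping, gave as many genes. The next highest count, 1074, came from a grouping that kept the EpiLC libraries together and mixed aEpiLC with pEpiLC libraries. The 24 h of further culture, the withdrawal of FGF2 and the new medium are common to both states and may each contribute. These libraries hold no EpiLCs kept for those 24 h in their own medium, so these, and a batch shared by both later states, remain open and were not tested.

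The second result concerns the genes that separate aEpiLCs from pEpiLCs, again relative to EpiLCs. Of the 721 genes higher in aEpiLCs, 272 were called lower in pEpiLCs than in EpiLCs and were not called in aEpiLCs. They were taken from genes called between aEpiLCs and pEpiLCs, so that difference holds for each of them by definition. The tables argue against depth (270 genes with libraries thinned), against a bias by GC content or length (253 after the trends were taken out) and against pEpiLC replicate 1 as the only source (262 without it). Of the 40 groupings, 1, the real one, gave as many. The others gave 0, and at most 85 at an unadjusted p against 358 in the real grouping. A grouping that mixes the states widens the spread within groups and so has few calls to begin with, and little weight rests on this count. A candidate explanation is that CHIR99021, which pEpiLCs received and EpiLCs and aEpiLCs did not, lowers these genes, a hypothesis formed on the same libraries. EpiLCs also had Activin, and the loss of FGF2 while Activin was kept is not separated from CHIR99021 by these libraries. A batch that follows the states was not tested, since each state has its own libraries and no batch is given.

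The third result is a difference between the states. Of the genes called against EpiLCs in both, 32 were called in opposite directions, 17 higher in aEpiLCs and lower in pEpiLCs and 15 the reverse. The comparison of pEpiLC with aEpiLC called all 17 and all 15, but genes chosen for calls in opposite directions against the same EpiLC libraries differ between both states by construction, so this is no further evidence. There were 30 such genes with libraries thinned, 29 after trends on GC content and length were taken out, and 33 without pEpiLC replicate 1, which argues against these as the whole cause. Of the 40 groupings, 1, the real one, gave as many. The others gave 0, and at most 1 at an unadjusted p against 33, with the same limit as above. Opposite responses to the media may explain them, as a hypothesis, and a batch that follows the states remains open.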

How the results depend on the processing

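For the genes changed in the same direction from EpiLC, leaving out each replicate and the replicate block were chosen after the result was seen, and all other settings before the data were examined.

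Over 223 fits of the comparisons and lists under alternatives, 184 kept the direction and side of the threshold, or a count within 1.5 times. The other fits were 18 counts that moved further, 4 results that fell short of the threshold, 14 that newly passed it and 3 that reversed. Over 630 fits of 43 named genes, 578 kept both, 28 lost and 16 gained a call, and 8 reversed. Not every alternative gave a value for all 43 genes. The filter of at least 10 counts in every library kept 33, as it removes genes with few counts. DESeq2 gave values for 38. It gave none for Mixl1, Gsc, Evx1, Evx1os and Lhx1, which among the pEpiLC replicates were all highest in replicate 1, and why was not tested. The ranges of adjusted p of these genes do not include DESeq2.

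Without a limit on fold change, the counts for pEpiLC against aEpiLC were 955 higher and 1414 lower, for pEpiLC against EpiLC 3481 and 3278, for aEpiLC against EpiLC 3676 and 3454, and in the same direction from EpiLC 4267, because more genes pass a single limit. With at least 10 counts in every library, 801 genes were lower in pEpiLCs and 488 in aEpiLCs than in EpiLCs, as fewer genes were tested.

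Leaving out each replicate in turn, genes higher in pEpiLCs than in aEpiLCs numbered 180 to 419 and lower ones 334 to 759, with the lowest counts in the fits that left out an aEpiLC replicate. The Sox2-correlated genes called numbered 1 to 4. The count in the same direction from EpiLC was 986 to 1159. The median log2 fold change ranged from 2.698 to 4.51 for the primitive streak and mesoderm list, from 0.70 to 2.40 for the endoderm list, from -0.87 to -0.47 for the neural list, from -0.64 to 0.06 for the axon and synapse list and from -0.27 to 0.18 for the naive pluripotency list. The axon and synapse list reversed to 0.065 without pEpiLC replicate 2, and the naive pluripotency list to 0.05 without aEpiLC replicate 1 and 0.18 without pEpiLC replicate 3. The endoderm list passed an FDR of 0.05 in 5 of these 6 fits, all but that without pEpiLC replicate 1. The axon and synapse list passed it without pEpiLC replicate 1. The neural list no longer passed it without aEpiLC replicate 1 or without pEpiLC replicate 2. The cause was not tested.

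The endoderm list also passed with no filter (median 2.01, FDR 0.0149), with more than 0.5 CPM in at least 2 libraries (2.05, 0.0244), with all 9 libraries in one fit (1.94, 0.0497), with the replicate block (1.23, 0.0453) and with fry (2.03, 0.00701). The axon and synapse list passed with fry (-0.14, 0.0397) and after voom (-0.14, 0.0278). With the correlation estimated from the list, the primitive streak and mesoderm list (3.61, FDR 0.324) and the neural list (-0.76, 0.270) no longer passed. The cause was not tested.

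Among named genes, Tdh, at -0.01, reversed with DESeq2 (0.0003898), with voom (0.29) and without aEpiLC replicate 1 (0.07), aEpiLC replicate 3 (0.03) or pEpiLC replicate 1 (0.36), in a range from -0.23 to 0.36 over the replicates left out. Pou5f1, at 0.03, reversed without aEpiLC replicate 1 (-0.01), pEpiLC replicate 2 (-0.053) or pEpiLC replicate 3 (-0.01), and reached 0.16 without pEpiLC replicate 1. The cause was not tested.

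With the replicate number as a block, 394 and 729 genes were called between pEpiLC and aEpiLC. The numbers pair the libraries weakly at most, as the deviations from the state means of libraries that share a number had r from -0.06 to 0.17 across genes. Between aEpiLC and pEpiLC, r was 0.172, 0.117 and 0.0622 for the libraries numbered 1, 2 and 3. Each lay above all pairs with different numbers (-0.138 to 0.0578), so a weak pairing is not excluded for this comparison. Depth limits genes such as Mesp1 and Gsc in aEpiLCs, whose fold changes can only be given as bounds.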

Differences from the paper's values

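No test in this part was chosen after its result was seen.

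With the main settings, the counts of genes and the fold change that the paper gives for these libraries did not differ by the criteria used. In Fig. 4A, the paper's counts are about 440 genes for pEpiLC and about 810 for aEpiLC, read by eye, where 387 and 721 were called here. Of the alternatives set before the data were examined, those without aEpiLC replicate 1, 2 or 3 and that without a limit on fold change lay more than 1.5 times away from both counts, and the filter of at least 10 counts in every library from the first (291 genes). The log2 fold change of Btbd17 was -4.59 against the paper's -4.5906 and differed without pEpiLC replicate 3 (-5.03). The number of genes tested, 15198 against the paper's 13998, differed with DESeq2 (23236) and with no filter (23281).

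The paper states that Nanog-correlated genes were upregulated in pEpiLCs. Between pEpiLC and aEpiLC, Tdh had a log2 fold change of -0.01 and Tceal8 of 0.25, and no setting that was run called either in this comparison. Between pEpiLC and EpiLC, both were called higher in pEpiLCs, with log2 fold changes of 1.98 and 1.13.

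The paper's qRT-PCR in Fig. 4H shows Tdgf1 lower after 24 h in pEpiLC medium than in EpiLCs. In the libraries, its log2 fold change between pEpiLC and EpiLC was 0.89, with all 3 pEpiLC libraries above the EpiLC libraries.

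The paper states that GO terms of endoderm formation were enriched in pEpiLCs. The list of endoderm genes used in place of these terms had an FDR of 0.0622. Of its 16 members, 7 were tested, and the genes of Fig. 3C and Fig. 4A, Foxa2 and Eomes among them, were left out. The list thus cannot decide whether the GO terms were enriched. It passed 0.05 with no filter, with the filter on more than 0.5 CPM in at least 2 libraries, with all 9 libraries in one fit, with the replicate block, with fry, and in each fit that left out a replicate other than pEpiLC replicate 1.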

Other observations

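For the pEpiLC replicates, the tests of the share of the largest genes, of mixed cells in replicate 1 or in replicates 2 and 3, of a mislabelled library, of a shift common to the libraries numbered 1 and of a stronger response were chosen after the result was seen.

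The pEpiLC replicates were less alike than those of the other states. The genes more than 4-fold apart numbered 323 between replicates 1 and 2, 333 between 1 and 3, and 66 between 2 and 3. The first principal component held 51.2% of the variance and placed the pEpiLC replicates at 84.7, 43.8 and 44.3, and the third, with 7.81%, at 34.3, -28.0 and -31.5. Mesp1 had 71.1, 0 and 0.0919 CPM in the pEpiLC replicates, Gata6 46.5, 0.0869 and 0.138 CPM, Mixl1 644, 37.3 and 35.9 CPM, and Nanog 105, 247 and 255 CPM. In the fit with sample quality weights, the weights of the pEpiLC replicates were 0.251, 1.83 and 1.58. Several explanations are argued against by the tables. Replicate 2 thinned to the depth of replicate 1 differed from replicate 3 by more than 4-fold in 70 genes, so depth does not explain the larger numbers. After trends on GC content and length were taken out, 281 genes differed between replicates 1 and 2, against 39 between 2 and 3. The 10 largest genes took 6.05% of the counts of replicate 1, within the 5.55% to 6.17% of all libraries. If aEpiLCs or EpiLCs had been mixed into replicate 1, its genes would fall short of the other replicates. Of the genes called higher in pEpiLCs without replicate 1, 66.7% lay higher in replicate 1 than in both others and 24.7% lay lower than both. Of those called higher in aEpiLCs, 57.3% went beyond both others and 28.8% fell short of both. For genes higher in pEpiLCs, the shares beyond and short were 7.54% and 49.1% for replicate 2 and 9.25% and 51.4% for replicate 3. The majority argues against such a mixture as the whole cause, and the genes that fell short, Nanog among them, show that the response was not stronger for every gene. Extraembryonic endoderm transcripts had a median of 0.715 CPM in replicate 1 over the 6 of 8 listed genes in the table, and feeder fibroblast transcripts a median of 2.03 CPM over 6 of 8. The medians in the other libraries lay between 0.391 and 1.34 CPM and between 2.48 and 3.58 CPM. Single genes did stand out in replicate 1, with 7.01 CPM for Apob against at most 3.44 CPM elsewhere, and 10.2 CPM for Col1a2 against at most 4.83 CPM, but the lists were not high together. The summed CPM of 4 genes of the Y chromosome differed by at most 1.42-fold between libraries, which argues against a line of the other sex. Replicate 1 correlated best with a pEpiLC library (r = 0.973 across genes, 0.941 with aEpiLC and 0.918 with EpiLC), which argues against a mislabelled library. The deviations of aEpiLC and EpiLC replicate 1 had slopes of 0.102 and 0.0144 on those of pEpiLC replicate 1. This argues against a shift of equal size in the libraries numbered 1. A smaller shared shift is not excluded for aEpiLC replicate 1, whose deviations had r of 0.172 with those of pEpiLC replicate 1. If replicates 2 and 3 held cells like those of replicate 1 mixed with aEpiLCs or EpiLCs, every gene would imply the same share of these cells. Over the 65 genes with at least 10 CPM in replicate 1 and at least 10-fold above every aEpiLC and EpiLC library, the implied share had quartiles of 2.92% and 26.5% in replicate 2 and of 3.10% and 25.6% in replicate 3. Between the 10th and 90th percentiles it spanned at least 46.7-fold, with 6 genes in each replicate set to the detection limit, while replicates 2 and 3 differed by 1.12-fold in the median gene. This argues against such a mixture. What stays open is a stronger or more advanced response in replicate 1, a batch confined to a single culture, or a shift shared in smaller size by aEpiLC replicate 1. The changes from EpiLC in replicate 1 had a slope of 1.14 on those in the other pEpiLC libraries, against 0.800 and 0.802 for replicates 2 and 3. The slopes of replicates 2 and 3 were taken on pairs that include replicate 1, so its larger changes lower them. They restate how far replicate 1 lies from the others and are no separate evidence for a stronger response, which stays a hypothesis. A batch confined to one culture was not tested.

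Each comparison of 3 against 3 libraries allows 10 groupings, so a share below 0.1 cannot be reached and the groupings cannot be told apart from the states by this count alone. The real grouping was the 1 of 10 with as many genes called for pEpiLC against aEpiLC, pEpiLC against EpiLC and aEpiLC against EpiLC. At an unadjusted p, the next highest grouping had 109, 83 and 46 genes, against 1499, 2560 and 1965 in the real grouping. As small a camera p was found in 1 of 10 groupings for the primitive streak and mesoderm list and 1 for the endoderm list, 2 for the neural list, 4 for the axon and synapse list and 8 for the naive pluripotency list. The camera p of the primitive streak and mesoderm list was 1.01e-05 in the real grouping and from 7.84e-05 to 0.646 in the groupings that mix the states. A small camera p for this list can thus also arise when the states are mixed. As many called Nanog-correlated and Sox2-correlated genes were found in 1 of 10 groupings each.

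The naive pluripotency list, with 11 of 15 members tested between pEpiLC and aEpiLC, had a median log2 fold change of -0.29 (FDR 0.785), with 1 member called higher and 3 lower in pEpiLCs. Its median was 0.05 without aEpiLC replicate 1 and 0.18 without pEpiLC replicate 3.

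The paper's qRT-PCR in Fig. 3C, on day +1 E14Tg2a cells, is described with Sox1 and Pax6 induced and Nanog suppressed in aEpiLCs. The conditions compared there include EpiLCs kept for a further day, which differ from the EpiLCs of the libraries. In the libraries here, Nanog had 17.3 ± 0.292 CPM in EpiLCs and 19.4 ± 6.61 CPM in aEpiLCs (SD, n = 3). Sox1 had 1.21 ± 0.148 and 0.968 ± 0.470 CPM (SD, n = 3), a log2 fold change of -0.32 (adjusted p = 0.503), and Pax6 had 0.564 ± 0.0828 and 1.99 ± 0.166 CPM (SD, n = 3), a log2 fold change of 1.81 (adjusted p = 0.000279). Between pEpiLC and aEpiLC, Sox1 had a log2 fold change of -2.63 (adjusted p = 0.0554), and 7 alternatives called it, with adjusted p from 0.00149 to 0.187. Its exons overlap Gm25239 on the same strand. Pou5f1 differed by 0.03 (adjusted p = 0.886) and Fgf5 by 0.55 (adjusted p = 0.00541).

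The paper's qRT-PCR of the pEpiLC time course in Fig. 4H covers 15 genes at 24 h. For 14 of them, the change from EpiLC had the same direction in the libraries, and for 7 the paper's value lay within the range of the pEpiLC libraries. The exception in direction was Tdgf1, with a log2 fold change of 0.89 in the libraries (adjusted p = 0.00271) and the paper's value of -0.519.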
